# Brain region-specific and systemic transcriptomic alterations in a human alpha-synuclein overexpressing rat model

**DOI:** 10.18632/aging.206331

**Published:** 2025-10-20

**Authors:** Vivien Hoof, Nicolas Casadei, Olaf Riess, Julia Schulze-Hentrich, Thomas Hentrich

**Keywords:** alpha-synuclein, transgenic rat model, different brain regions, aging, transcriptome analysis

## Abstract

Synucleinopathies are age-dependent neurodegenerative diseases characterized by alpha-synuclein accumulation with distinct vulnerabilities across brain regions. Understanding early disease stages is essential to uncover initial molecular changes that might enable earlier diagnosis and causal therapy. In this study, we profiled longitudinal and brain region-resolved gene expression changes in a rat model of synucleinopathies overexpressing human *SNCA*. Transcriptomic analyses were performed on gene and transcript level of striatal, frontocortical, and cerebellar tissue in 5- and 12-month-old transgenic (BAC SNCA) and wild type rats revealing that *SNCA* overexpression leads to age-dependent transcriptomic changes that largely occur region-specific. In frontal cortex, dysregulation of myelination-associated genes agreed with Parkinson patient data as shown before. In addition, BAC SNCA rats displayed more gene expression changes at younger age, with a common and characteristic alteration pattern across all three examined brain regions. We also identified a cross-regional set of differential genes that were affected by *SNCA* overload. This set was also partially reflected in the gut transcriptome of the same rat model, suggesting a systemic impact of *SNCA* overload. Taken together, our findings highlight both brain region-specific vulnerabilities and global molecular perturbations associated with alpha-synuclein biology and provide insights into early transcriptomic changes in synucleinopathies.

## INTRODUCTION

Synucleinopathies, including Parkinson’s disease (PD), dementia with Lewy bodies (DLB), and multiple system atrophy (MSA), are neurodegenerative disorders characterized by increased accumulation of misfolded alpha-synuclein (aSyn) in Lewy bodies, Lewy neurites or glial inclusions [1, 2]. Alpha-synuclein, encoded by the *SNCA* gene, is a neural protein, predominantly located at the presynapse [3]. Its cellular function has not been fully elucidated, but it is implicated in regulating neurotransmitter release and synaptic function. Accumulations of aSyn can impair presynaptic vesicle fusion and release of neurotransmitters [4]. Genetic studies point to the pivotal pathogenic role of aSyn in synucleinopathies since point mutations and genomic multiplications of *SNCA* are associated with familial cases of PD [5–10]. Even in seemingly sporadic cases—which account for the majority—aSyn aggregations are the pathological hallmark [1].

The risk of developing synucleinopathies likely results from a complex interplay of genetic predisposition, aging, and environmental factors, with age being the highest risk factor, as reflected by increasing prevalence in elderly [11, 12]. Clinical diagnosis of synucleinopathies is based on motor symptoms that typically surface late during disease progression when neurodegeneration has already advanced. However, prodromal symptoms, such as smell loss, constipation, and REM sleep behaviour disorder often surface years prior to first motor impairments but lack diagnostic specificity [13, 14]. The prodromal stage of synucleinopathies suggests an early unfolding of pathology, based on underlying molecular alterations. Thus, investigating early time points is critical for understanding molecular dysregulations which could enable much-needed earlier diagnosis [15].

Since human brain samples typically only reflect the terminal point of the disease, animal models remain an important tool to investigate pathomechanisms in early stages of synucleinopathies. Previous studies have demonstrated that transcriptome alterations occur in both patients of synucleinopathies as well as animal models [16–18]. In this study, a transgenic (TG) rat model overexpressing full-length human wild type *SNCA* on a BAC/PAC fusion construct was used, as slow disease progression and underlying pathological changes in this model resemble aspects of human pathology [19, 20]. Progressive accumulation of aSyn in TG rats leads to age-dependent neural degeneration, with early phenotypic changes in novelty-seeking, avoidance, smell, and late-onset locomotor impairments [19]. These age-dependent phenotypic changes are likely due to molecular perturbations which may include transcriptomic dysregulations caused by *SNCA* overexpression. Therefore, this study investigated gene expression changes in BAC SNCA rats at a pre-symptomatic and symptomatic stage to gain further insights into age-dependent transcriptomic alterations in synucleinopathies.

In addition, it is known that brain regions not only differ in susceptibility to aSyn pathology [21], driven by differences in cell type composition and neuronal connectivity [22], but also ages largely region-specifically [23]. Hence, region-resolved and longitudinal analyses of expression changes are required to better understand the pathogenesis. That is why we interrogated striatal, frontocortical, and cerebellar tissue of 5- and 12-month-old TG rats as well as WT controls by RNA-sequencing. Differential analysis on gene and transcript level revealed age-dependent transcriptomic changes in *SNCA* overexpressing rats that largely occur brain region-specifically and partially agree with human data. Furthermore, a core set of genes shared similar perturbation patterns across brain regions and extended in parts into gut tissue.

## RESULTS

### Overexpression of human *SNCA* transcripts differs between brain regions in rat

To better understand effects of *SNCA* overexpression in brain regions, the striatal, frontocortical, and cerebellar transcriptomes of transgenic rats (TG) overexpressing full-length human *SNCA,* and wild type (WT) controls were interrogated using RNA-sequencing. 

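RNA from the striatum, the frontal cortex and the cerebellum of male rats was sequenced as 60 libraries, 5 for each of the 12 groups of brain region, genotype and age (5 and 12 months). TG rats are homozygous for a bacterial artificial chromosome that holds full-length human *SNCA* with its regulatory elements, and WT rats share their Sprague-Dawley background. The authors prepared poly(A)-selected paired-end libraries (TruSeq, read length 125 bp) from 100 ng of total RNA with an RNA integrity number above 7, aligned the reads with STAR to mRatBN7.2 extended by the transgene, and counted them per gene with Rsubread v2.12.3. The paper's methods call these normalized read counts, whereas the deposited table holds whole-number counts for 30454 rows, 4511 of them at 0 in every library, that sum to 17985008 to 31235051 per library (median 25628377.5). In the striatum, the totals ranged from 22063575 to 25719548 (median 24154440) in 5-month-old WT, from 21013468 to 24522712 (median 22030564) in 5-month-old TG, from 27383427 to 30713011 (median 28381809) in 12-month-old WT and from 28162221 to 30545215 (median 29003900) in 12-month-old TG rats. In the cortex, the corresponding ranges were 21616627 to 23336436 (median 22340942), 23175850 to 24827820 (median 24376123), 24049392 to 30883681 (median 27398417) and 28925326 to 31235051 (median 30003314). In the cerebellum, they were 17985008 to 29580769 (median 20412238), 21331027 to 24543343 (median 22674985), 25537207 to 27258700 (median 26369600) and 26228178 to 29472658 (median 28689350). All 5-month libraries carry names of a single library series and all 12-month libraries names of another, so that age and library series cannot be told apart in these data. Each region was fitted on its own with edgeR's quasi-likelihood test on the 4 groups, with TMM normalization, genes with a median of at least 20 counts over the region's 20 libraries, and surrogate variables estimated with sva (3 in striatum, 3 in cortex and 4 in cerebellum). Differentially expressed genes (DEGs) had a Benjamini-Hochberg adjusted p of at most 0.05 and an absolute log2 fold change of at least 0.5, the thresholds of the paper. Fits with no surrogate variables or with no filter on low counts each moved 9 of 15 DEG counts by over 1.5 times, and single libraries left out moved some counts further. Gene symbols come from the paper's supplementary tables, which pair 2129 of the 30454 row IDs with a symbol, so that named genes and gene lists cover only those rows. Supplementary Tables 2 and 3 list genes that the authors called in TG rats of these libraries, so that some list members have a symbol because of their change. Supplementary Tables 4 to 6 were held only in part (the first 1998 of 14948, 14521 and 14697 rows of their first sheets, and fewer rows of the others) and served for names alone.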

By including 5- and 12-month-old rats of both genotypes a particular emphasize was put on revealing longitudinal transcriptomic changes (Figure 1A). After preprocessing the raw data using well-established, community approved pipelines [24, 25], high quality of the data was ensured by stringent quality controls. Principal component analysis showed that gene expression differed strongly between brain regions (Supplementary Figure 1A), age and genotype (Supplementary Figures 1B, 3A, 5A, 7A). 

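In the cortex, *Agfg2* was lower in TG than in WT rats at 5 months (log2 fold change -0.75, standard error 0.069, edgeR adjusted p = 1.9e-07) and at 12 months (log2 fold change -0.53, standard error 0.051, edgeR adjusted p = 2.3e-07), whereas the collagen gene *Col27a1* rose with age by 1.08 on the log2 scale in WT (1.1e-06 as edgeR's adjusted p) and by 0.63 in TG rats (8.5e-05). Over the 500 most variable genes, the first principal component of the 20 cortical libraries held 51.0% of the variance. Genotype accounted for 38.5% and age for 41.7% of the spread along it. The second component held 23.8%, and genotype accounted for 60.1% and age for 30.6% of its spread.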

In line, cell type-specific single-cell reference data [26] indicate cell type composition differences between brain regions, most prominent with respect to microglia, pyramidal neurons, and oligodendrocytes. 

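Myelin and mature oligodendrocyte genes were higher in striatum than in cortex for 8 of the 8 list genes measured (median log2 difference 1.93), and likewise for 8 of 8 in striatum against cerebellum (median 1.91). All 5 measured microglial genes were higher in striatum than in cerebellum (median log2 difference 1.90), and 0 of 3 pyramidal neuron genes were higher in striatum than in cortex (median -2.08). Over all 60 libraries, camera gave adjusted p values of 3.2e-08 for myelin in striatum against cortex (adjusted p = 0.025 with an estimated correlation), 0.00068 for myelin in striatum against cerebellum (adjusted p = 0.13 with an estimated correlation), 0.025 for microglia (adjusted p = 0.13 with an estimated correlation) and 0.00022 for pyramidal genes (adjusted p = 0.0012 with an estimated correlation). The microglial genes gave a median of 0.56 for striatum against cortex, which did not pass (adjusted p = 0.45), and 1.81 for cortex against cerebellum (adjusted p = 0.20). The lists are short because only row IDs paired with a symbol could be used, and whether the 5 libraries of a group in each region came from the same animals was not used in this comparison.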

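Within regions, the mean log2 CPM of the myelin list was 7.24 ± 0.241 (SD, n = 5) in 5-month-old WT and 7.38 ± 0.380 in 5-month-old TG striatum, and 6.84 ± 0.173 and 7.08 ± 0.103 at 12 months. *Gjc3* alone of its 8 members rose there at either age (1 when adjusted over the list alone), with camera adjusted p of 0.024 and 3.2e-05, adjusted p = 0.33 and 0.073 with an estimated correlation, and adjusted p = 0.57 and 0.011 without surrogate variables. It was 4.85 ± 0.135 in 12-month-old WT and 5.55 ± 0.136 in 12-month-old TG cortex, where the list passed the test given with the myelination genes of the cortex. The microglial list gave 4.17 ± 0.119 in WT and 4.49 ± 0.193 in TG striatum at 12 months, with 3 of 5 members higher in TG rats (camera adjusted p = 0.00044, and adjusted p = 0.062 with an estimated correlation) and 1 of 5 without surrogate variables. Its members *Siglec5*, *Tmem119*, *Selplg* and *Mpeg1* are in Supplementary Table 3, which lists genes that the authors called in TG rats of these libraries. Tests of this list by genotype are thus no independent evidence in any region. *Tmem119* and *Selplg* are also neighbours in gene order and had the same calls in every comparison by genotype, while *Mpeg1* had a negative log2 fold change in each. The pyramidal list gave 5.35 ± 0.286 in WT and 5.96 ± 0.259 in TG cortex at 5 months, where 1 of 3 members rose, 2 without surrogate variables, and the list did not pass (camera adjusted p = 0.26). The list of fibroblast genes, which mark the meninges and vessel walls, was at 4.06 ± 0.377 in WT and 3.44 ± 0.157 in TG striatum at 5 months, at 3.40 ± 0.567 and 2.66 ± 0.192 in cortex, and at 3.53 ± 0.605 and 2.63 ± 0.312 in cerebellum. Of its measured members, 5 of 7 fell in the striatum, 2 of 8 in the cortex and 2 of 8 in the cerebellum of 5-month-old TG rats (5, 5 and 5 when adjusted over the list alone), and 7 of 8 in the cortex without surrogate variables. Camera's adjusted p was 2.1e-06, 0.0045 and 3.6e-05 in the 3 regions, and with an estimated correlation the adjusted p was 0.072, 0.32 and 0.23.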

Within each brain region, experimental groups reflect great homogeneity suggesting that transcriptomic differences are unlikely to result from compositional shifts (Supplementary Figure 2).

**Figure 1:**
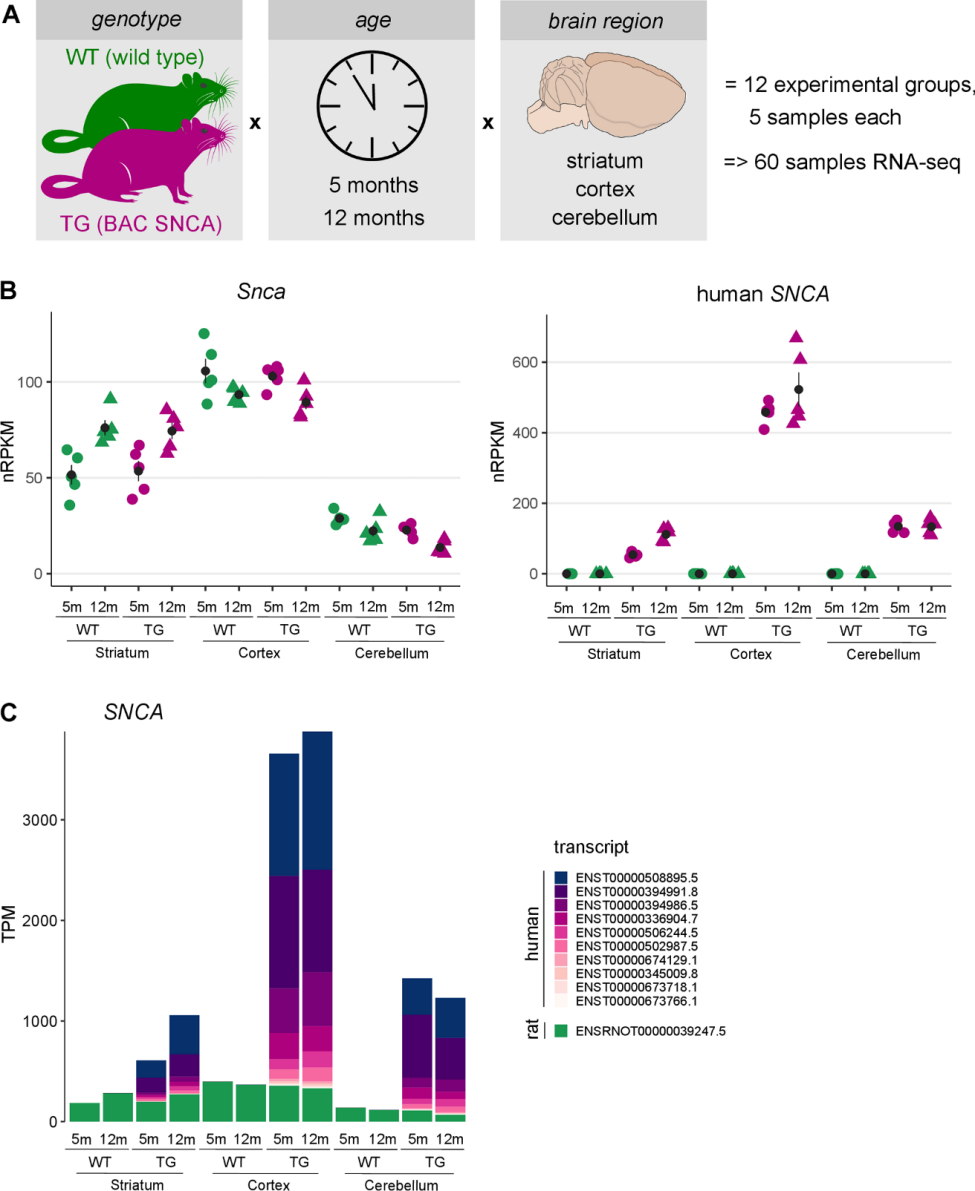
**Brain region-specific overexpression of endogenous and human *SNCA* in rats.** (**A**) Schematic illustration showing the experimental design of 5- and 12-months-old wildtype (WT) and transgenic (TG) BAC SNCA rats. RNA was isolated from striatum, cortex and cerebellum for 5 animals per group and used for RNA-seq to identify differential expression. (**B**) Expression level of endogenous rat *Snca* (left) and human *SNCA* (right) as individual nRPKM data points per rat across experimental groups with mean and standard error of the mean. (**C**) Composition and expression level of endogenous and human *SNCA* transcript isoforms across experimental groups.

Since aSyn protein load differs between brain regions in this model [19], expression of endogenous and human *SNCA* were analysed. 

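Endogenous *Snca* reached 234 ± 32.5 CPM (SD, n = 5) in the cortex of 5-month-old WT rats, 114 ± 26.1 CPM in the striatum and 64.9 ± 7.69 CPM in the cerebellum. In 5-month-old TG rats, the levels were 227 ± 13.2 CPM in cortex, 117 ± 26.2 CPM in striatum and 51.2 ± 6.93 CPM in cerebellum. On the log2 scale the cortex lay above the cerebellum by 1.85 in 5-month-old WT rats, and it was 2.09-fold above the striatum, and in both comparisons every library of the higher region lay above every library of the lower one (exact two-sided permutation test, p = 0.0079, the smallest that 5 against 5 libraries allow; 0.0095 after Benjamini-Hochberg adjustment over 18 comparisons). At 12 months, the cortex (207 ± 9.07 CPM in WT, 198 ± 16.7 CPM in TG) and the striatum lay closer together, with log2 differences of -0.30 in WT (exact permutation p = 0.024, adjusted 0.027) and -0.28 in TG rats (exact permutation p = 0.032, adjusted 0.034). In the cortex, the change with age was -0.037 (standard error 0.078, adjusted p = 0.75) in WT and -0.15 (standard error 0.063, adjusted p = 0.092) in TG rats on the log2 scale from edgeR. In the cerebellum, *Snca* was lower in TG than in WT rats at 12 months (log2 fold change -0.67, standard error 0.13, edgeR adjusted p = 0.0034), at 30.6 ± 8.05 against 49.9 ± 13.7 CPM, and changed with age in TG rats by -0.68 (standard error 0.14, adjusted p = 0.00079) as a log2 change. Leaving out 1 library at a time moved the exact p of the 12-month TG comparison of striatum and cortex to at most 0.071. The tests between regions treat the libraries as separate samples, although Figure 1A allows that the 3 regions of a group came from the same 5 animals.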

Endogenous *Snca* showed the highest expression in cortex and lowest in cerebellum and remained largely stable with respect to age and genotype. 

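In the striatum, *Snca* was at 169 ± 19.6 CPM (SD, n = 5) in 12-month-old WT and at 164 ± 21.9 CPM in 12-month-old TG rats. The change from 5 to 12 months was 0.29 (standard error 0.053, adjusted p = 0.00021) in WT and 0.26 (standard error 0.05, adjusted p = 0.00054) in TG rats on the log2 scale from edgeR. Both adjusted p values passed 0.05 and neither change reached the absolute log2 fold change of 0.5 that a DEG needed. In fits without surrogate variables, by edgeR and by DESeq2, the change in WT rats was past this limit. The genotype difference at 5 months was 0.091 (standard error 0.058, adjusted p = 0.34).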

In striatum, however, endogenous *Snca* showed a significant age-dependent expression increase in both WT and TG animals (Figure 1B). On top of endogenous *Snca* levels, a region-specific expression of human *SNCA* was detected with highest expression in cortical samples of TG rats. 

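The deposited table pairs no symbol with the row ENSG00000145335, which Supplementary Table 3 lists with an empty symbol, so its values stand here under its ID. In TG rats aged 5 months the row ENSG00000145335 was at 2810 ± 184 CPM (SD, n = 5) in cortex, 841 ± 102 CPM in cerebellum and 330.4 ± 45.6 CPM in striatum. Its mean in WT groups was at most 0.789 CPM. In TG cortex it was 8.55-fold above striatum and 3.35-fold above cerebellum at 5 months, and 4.68-fold and 3.86-fold at 12 months, each with every cortical library above every other (exact two-sided permutation test, p = 0.0079, the smallest possible; 0.0095 after adjustment). Between striatum and cerebellum it differed at 5 months (log2 difference -1.35, exact permutation p = 0.0079) and did not pass at 12 months (-0.28, exact permutation p = 0.11), with libraries of different regions again taken as separate although they may share animals. A single WT library, replicate 1 of the 12-month-old cortex, held 70 counts of the row ENSG00000145335 (2.97 CPM), where replicate 2 of that group held 16 and the other WT libraries at most 9.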

Like the endogenous *Snca*, expression levels of human *SNCA* were not affected by age in cortex and cerebellum, whereas a significant age-dependent increase was observed in striatum (Figure 1B). Furthermore, expression of *SNCA* transcripts was analysed, revealing an intriguing addition of human transcripts on top of endogenous *Snca* in TG rats. 

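Row ENSG00000145335 rose with age in the striatum of TG rats and reached 687 ± 118 CPM at 12 months (SD, n = 5; log2 fold change 0.99, standard error 0.10, edgeR adjusted p = 3.8e-06). In the cortex of TG rats it was at 3232 ± 671 CPM at 12 months, a change with age of 0.0053 (standard error 0.23, adjusted p = 0.99) on the log2 scale from edgeR with surrogate variables. In the cerebellum it was at 831 ± 124 CPM, with -0.033 (standard error 0.10, adjusted p = 0.82).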

Although no compositional differences of *SNCA* isoforms were observed, relative isoform expression differed significantly across brain regions, dominated by ENST00000508895.5 and ENST00000394991.8 transcripts (Figure 1C).

These results indicate that human *SNCA* is expressed in an age- and region-specific manner that follows the expression of endogenous *Snca* on both gene and transcript level, lending the model to learn more about aSyn biology under normal and disease-like conditions.

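Set side by side, endogenous *Snca* and the row ENSG00000145335 both had an adjusted p under 0.05 for a higher level at 12 months in the striatum of TG rats, the latter alone past the fold change limit, and neither passed the test with age in the cortex. In the cerebellum of TG rats, *Snca* alone passed, with a fall at 12 months, and the difference between both changes was not tested. Their order between regions differed for cerebellum and striatum: *Snca* was 2.26-fold higher in striatum than in cerebellum of 5-month-old TG rats, whereas the row ENSG00000145335 was 2.55-fold lower (exact two-sided permutation test, p = 0.0079 for each, n = 5 libraries per region). From the levels by region and age in Figure 1B and the isoforms in Figure 1C, the paper reasons that the human gene is expressed by age and region along with the endogenous gene.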

### Striatal transcriptomic changes under *SNCA* overexpression largely occur already in young animals

Since the striatum is notably affected by aSyn pathology, particularly in PD [22, 27], the striatal transcriptome was analysed first. Globally, samples partitioned according to experimental conditions (Supplementary Figure 3A), and differential expression was determined with respect to age, genotype, and their interaction. 

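In the striatum, the epithelial cadherin gene *Cdh1* rose with age by 2.56 in WT and 3.91 in TG rats on the log2 scale (edgeR adjusted p = 1.7e-05 and 1.3e-06), and the lipase gene *Pnlip* fell with log2 changes of -1.12 and -1.17 (adjusted p = 8.1e-06 and 1.2e-05). Over the 500 most variable genes, the first principal component of the 20 striatal libraries held 49.3% of the variance, and genotype accounted for 71.6% of the spread along it. Age accounted for 64.1% of the spread along the second component, which held 17.0%. Libraries of replicates 1 and 3 of the 5-month-old WT striatum stood apart from the others on the first surrogate variable, at 0.556 and 0.546.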

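In 5-month-old TG striatum, *Fam111a*, which encodes a serine protease, was at 15.9 ± 1.20 CPM against 0.454 ± 0.211 CPM in WT rats (SD, n = 5), and *Ephx2*, the soluble epoxide hydrolase, at 23.3 ± 5.28 CPM in TG rats (log2 fold changes 5.03 and 4.11, edgeR adjusted p = 8.0e-09 and 0.0012). The gap-junction gene *Gjc3* (0.81) and the glutamate receptor gene *Grin2b* (0.63) rose too. The growth factor gene *Bmp4* fell to 2.40 ± 2.74 CPM from 12.7 ± 2.64 CPM (log2 fold change -2.09, standard error 0.38, edgeR adjusted p = 0.0018), as did the mitotic kinesin gene *Kif15* (-1.85), the quinone reductase gene *Nqo2* (-1.51) and the efflux transporter gene *Abcg2* (-1.40). Of the microglial list, *Siglec5* (1.67), *Tmem119* (0.75) and *Selplg* (0.59) rose and *Mpeg1* (-1.74) fell among 5 measured (camera adjusted p = 0.038, and adjusted p = 0.32 with an estimated correlation), while without surrogate variables 1 rose, 1 fell and the list did not pass (camera adjusted p = 0.57). Extracellular matrix and growth factor genes of the fibroblast list fell, among them *Aebp1* (-1.23), *Col6a2* (-0.61), *Col6a1* (-0.60) and *Igf2* (-0.55), of which only *Aebp1* kept its call in all 30 alternative settings. In 12-month-old TG rats, *Retsat*, the retinol saturase gene, rose (log2 fold change 0.98, standard error 0.095, edgeR adjusted p = 1.5e-06), and the troponin gene *Tnni3* (-0.79) and *Niban3* (-3.27) fell. Among 15004 genes tested, 510 were DEGs at 5 months (283 up, 227 down) and 171 at 12 months (91 up, 80 down), and 104 were shared, all in the same direction (1.72 up and 1.21 down expected of independent lists). Without surrogate variables the counts were 2267 and 108, with no filter the 5-month count was 1096, and without the outlying libraries and surrogate variables, a setting chosen after seeing the data, it was 278. Leaving out a single 5-month library gave 1543 (WT replicate 2), 841 (WT replicate 5), 294 (TG replicate 2), 291 (WT replicate 4), 289 (TG replicate 4) or 159 (WT replicate 3) DEGs at 5 months. *Grin2b* lost its DEG call in 7, *Tmem119* in 6 (0.59 without WT_5m replicate 3 and 0.60 without WT_5m replicate 4 and 0.55 without TG_5m replicate 4), *Selplg* in 11, *Mpeg1* in 4 (-1.79 without WT_5m replicate 3 and -1.15 without TG_5m replicate 1 and -1.81 without TG_5m replicate 2), *Col6a2* in 7, *Col6a1* in 11 and *Igf2* in 10 of 30 alternative settings, single libraries left out included, with the log2 fold change without the library named.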

Surprisingly, more differential expression was detected in younger than older TG rats, with 578 differentially expressed genes (DEGs) (369 up- and 209 downregulated) in 5-month-old and 225 DEGs (127 up- and 98 downregulated) in 12-month-old rats, of which 125 DEGs overlapped (Figure 2A and Supplementary Figure 3B). The counter-intuitive numbers of differential genes for an age-related disease also extended to transcript level (Supplementary Figure 3E) and cannot be attributed to higher inter-individual variability of the data in older animals (Supplementary Figure 3F). Also, differential splice event counts were higher in young TG rats, dominated by skipped exons, and occurring in genes associated with cytoplasm and synapse. 

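The median variance of log2 CPM over the 15004 genes was 0.0672 in 5-month-old WT and 0.0451 in 5-month-old TG striatum, against 0.0241 in 12-month-old WT and 0.0169 in 12-month-old TG striatum (n = 5 libraries per group). Younger WT striatum had 2.79 times and younger TG striatum 2.67 times the median variance of the older groups, and 2.73 and 2.51 times on DESeq2's variance-stabilized scale. The variances are given without a test.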

Despite splicing events were largely distinct, there were few reoccurring genes with respect to genotype and age, respectively (Supplementary Figure 18A–18D).

**Figure 2:**
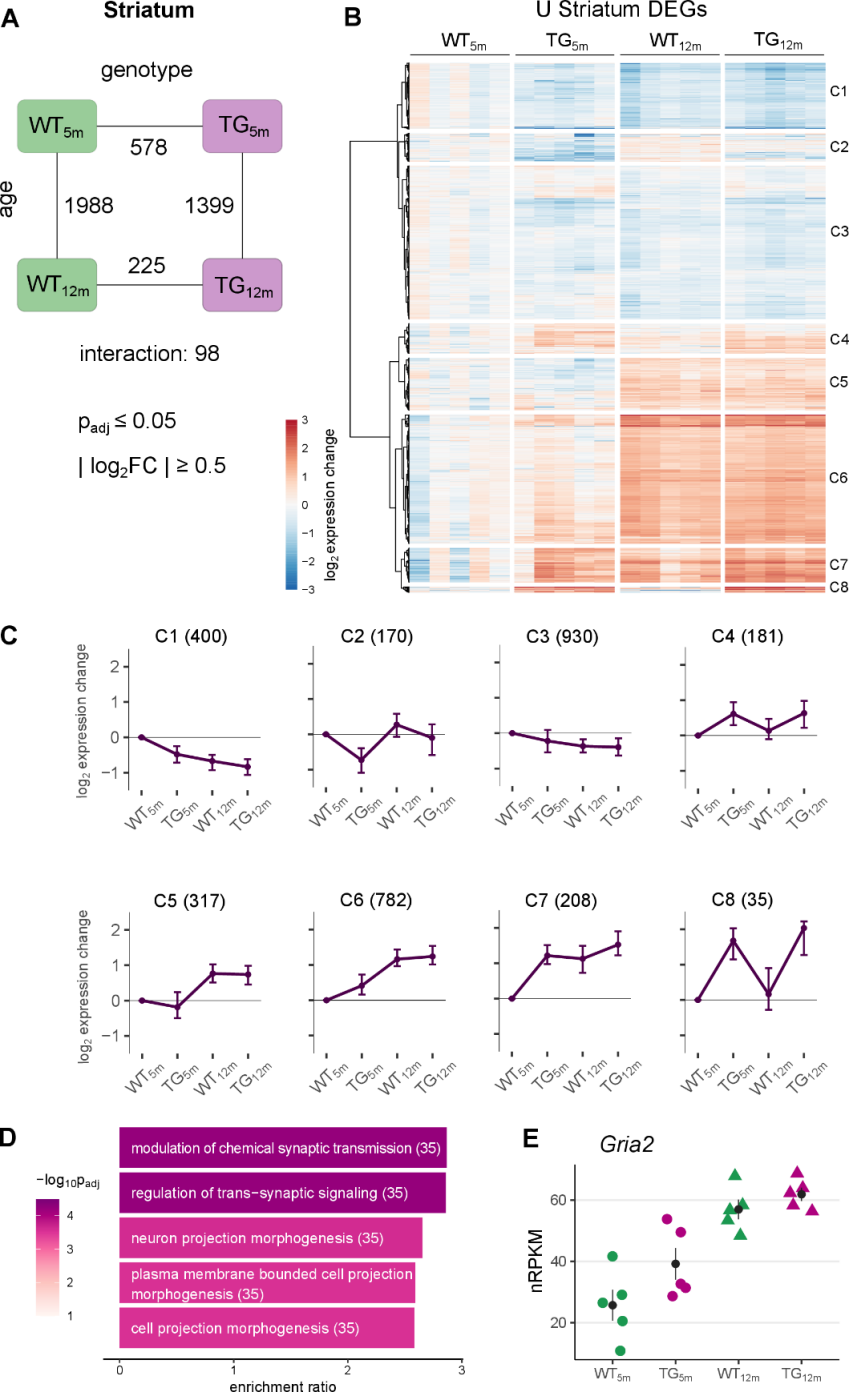
**Striatal gene expression changes under *SNCA* overload largely occur in young TG rats.** (**A**) Number of differentially expressed genes (DEGs) between experimental groups in the striatum, along the genotype (WT and TG) and age axes (5 and 12 months) and their interaction with the indicated significance cut-offs. (**B**) Heatmap of hierarchically clustered striatal expression changes relative to WT_5m_ of 2776 DEGs (union of striatal DEGs shown in Figure 2A) across experimental groups. (**C**) Average gene expression changes and standard deviation of all striatal DEGs plotted as centroids clustered in eight groups. Numbers of DEGs shown in brackets. (**D**) Five most significant enriched biological processes for the DEGs in cluster 6 with indicated adjusted p-value, enrichment ratio and DEG count in brackets. (**E**) Expression level for *Gria2* as individual nRPKM data points across experimental groups with mean and standard error of the mean.

The differential genes in 5-month-old TG rats were most significantly enriched for monovalent inorganic cation transport and sodium ion transport (Supplementary Figure 3C), whereas the DEGs in 12-month-old TG rats were neither significantly enriched for Gene Ontology terms, KEGG pathways, nor related annotations (Supplementary Figure 3D).

Trying to relate the differential entities with other models, even the striatal transcriptome of 6-months old mice overexpressing the same BAC SNCA construct showed limited overlap in differential genes (Supplementary Figure 4). Similar for RNA-seq data from putamen of PD patients [28], while indeed 83 orthologues were shared between TG rats and patients, similarity in directionality and magnitude was restricted to few genes only, including *LILRA5* and *TNNI3* as the most significantly up- and downregulated genes (Supplementary Figure 3G, 3H).

With respect to age, 1988 DEGs (971 up- and 1017 downregulated) were identified in WT and 1399 DEGs (482 up- and 917 downregulated) in TG rats (Figure 2A), suggesting that aging under aSyn overload differs between genotypes, which is statistically modeled by the interaction term that captured 98 DEGs (35 up- 63 downregulated) showing an interaction between age and genotype.

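In WT striatum, 5 of 7 fibroblast list genes fell with age (5 when adjusted over the list alone), with *Col1a2* at -1.17, *Igf2* at -1.06 and *Col6a2* at -1.06 as log2 fold changes (camera adjusted p = 1.2e-05, and adjusted p = 0.28 with an estimated correlation). The interferon regulator gene *Irf7* rose (log2 fold change 1.23, standard error 0.34, edgeR adjusted p = 0.007), and the ribosomal protein gene *Rplp2* fell in WT (-0.75) and in TG rats (-0.80). *Bmp4* changed with age in TG rats (log2 fold change 2.58, standard error 0.35, edgeR adjusted p = 3.6e-05). Age gave 1861 DEGs in WT (916 up, 945 down) and 1288 in TG rats (465 up, 823 down), of which 822 were shared, 820 in the same direction. The interaction captured 42 DEGs (13 up, 29 down), among them *Bmp4* (2.95), the secreted factor gene *Scube2* (1.51), *Abcg2* (1.16) and *Aebp1* (1.01) on the positive side and *Ano5* (-1.08) and the peroxisomal gene *Pex11a* (-0.94) on the negative side. Without surrogate variables edgeR called 0 and DESeq2 14 interaction genes, against 88 by DESeq2 with the same surrogate variables and 2354 with an unadjusted p under 0.05 in the edgeR fit, and age in WT gave 3425 DEGs. Leaving out TG_5m replicate 2 lowered the age counts to 991 and 735, and the interaction count was 515, 2, 5 and 204 without WT_5m replicates 2, 3, 4 and 5, 12, 6, 15 and 107 without TG_5m replicates 2, 3, 4 and 5, 6, 8, 16 and 6 without WT_12m replicates 1, 2, 4 and 5, and 8, 5 and 14 without TG_12m replicates 1, 2 and 3. *Irf7* lost its DEG call in 1 (0.59 without WT_12m replicate 5), *Bmp4* in 2, *Scube2* in 13, *Abcg2* in 14, *Aebp1* in 4, *Ano5* in 7 (-1.08 without WT_5m replicate 3 and -0.99 without TG_5m replicate 2 and -1.06 without TG_12m replicate 2) and *Pex11a* in 20 of 30 alternative settings, single libraries left out included, with the log2 fold change without the library named.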

Borrowing reference data for striatal aging in mice [23], the expression patterns of these signature genes in the data formed four dominant clusters (Supplementary Figure 5). Cluster A2 and A3 contained genes that were either up- or downregulated specifically in TG rats, indicating an age-independent effect of the overexpressed transgene. In addition, the largest cluster (A4) contained genes showing an age-dependent upregulation largely irrespective of genotype. Furthermore, genes showing the strongest age-dependent upregulation, clustered separately in A1 because young TG rats reflected premature upregulation of those genes.

Broadening the view on these distinct expression patterns, DEGs from all striatal contrasts were merged, visualized in a heatmap and hierarchically clustered, revealing eight distinct groups (Figure 2B), summarized as centroids (Figure 2C). These clusters contained genes of analogous expression patterns described before (C4, C5 and C8). Furthermore, the largest clusters contained genes showing a premature up- (C6) and downregulation (C1 and C3) meaning they are differential in 5-month-old rats only (Supplementary Figure 6). Thus, premature alterations largely explain the high DEG count in young animals. 

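Of the 916 genes that rose with age in WT striatum, 102 were also higher in 5-month-old TG than in 5-month-old WT rats, and 48 of the 945 that fell were also lower. *Aebp1*, *Igf2*, *Col6a1* and *Col6a2* of the fibroblast list were among genes lower in young TG rats, and *Igf2*, *Col6a1* (-0.97 with age in WT) and *Col6a2* were among those that fell with age in WT rats. In young TG rats, *Igf2* lost its call in 10, *Col6a1* in 11 and *Col6a2* in 7 of 30 alternative settings. The median 5-month TG change was 35.0% of the WT aging change for rising and 20.1% for falling genes, against 59.3% and 36.7% without surrogate variables and 29.2% and 14.8% as medians with split controls. Independent lists of these sizes would share 17.3 and 14.3 genes. Both comparisons use the same WT 5-month libraries, and in simulations of unchanged groups against these controls (mean of 10) the correlation of log2 fold changes across genes, which are not independent replicates, was 0.489, against 0.365 observed. The covariance was 0.0432 observed and 0.0116 simulated, a difference of 0.0316. With the WT libraries split so that each comparison had its own controls, the median correlation over 20 assignments (10 splits, each in both roles) was 0.261, with 54.5 shared rising and 18 shared falling genes. Leaving out a single library moved the 150 shared genes to 595 (WT_5m replicate 2), 342 (WT_5m replicate 5), 94 (TG_12m replicate 1), 89 (TG_5m replicate 4), 85 (TG_5m replicate 1), 59 (TG_5m replicate 2) or 43 (WT_5m replicate 3).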

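*Sncg* (2.08 at 5 months, adjusted p = 1.2e-06 from edgeR) and *Orai2* (1.05) were higher in the striatum of TG rats at that age. Of the 510 striatal DEGs of 5-month-old TG rats, 160 were also DEGs of aging in WT rats, 150 of them in the same direction and 10 in the opposite direction. Of the 171 DEGs of 12-month-old TG rats, 38 were also DEGs of aging in TG rats, 31 in the same direction. Without surrogate variables, 885 DEGs of young TG rats moved the same way with age in WT rats.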

Functionally, the 782 DEGs identified in cluster C6 were enriched for biological processes linked to synaptic functions including >modulation of chemical synaptic transmission and regulation of trans-synaptic signalling (Figure 2D), including *Gria2* which encodes for a glutamate ionotropic receptor with an important role in excitatory synaptic transmission [29] (Figure 2E). In addition, premature upregulated genes were enriched for targets of the transcription factor Pax6, which showed increased activity and is known to regulate neuronal development and neuronal plasticity [30] (Supplementary Figure 7).

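*Muc2* (-1.59) and the lectin gene *Cd22* (-1.74) were among the 8 largest falls at 5 months of genes with a symbol whose TG libraries all lay below the WT libraries, and *Irag1* (1.84) and *Siglec5* (1.71) among the 8 largest rises at 12 months chosen likewise (log2 fold changes, all past edgeR's adjusted p of 0.05). Over the 2662 genes that were DEGs in any striatal contrast, the median absolute log2 fold change by genotype was 0.253 at 5 months and 0.118 at 12 months. Among these genes, 1861 were DEGs of age in WT rats, chosen by a change measured against the same WT 5-month libraries. That choice can raise the 5-month median, so that these medians do not weigh the ages against each other. *Cd22* lost its DEG call in 2 of 30 alternative settings, single libraries left out included. From the larger number of DEGs in young TG rats and the clusters of premature up- and downregulation in Figure 2, the paper reasons that the striatal transcriptome was perturbed more in young TG animals.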

Taken together, these results indicate greater perturbation of the striatal transcriptome in young TG animals. 

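*Bmp4* was at 7.76 ± 1.52 CPM in WT striatum at 12 months (SD, n = 5), and *Abcg2* went from 12.1 ± 4.79 CPM to 19.0 ± 5.04 CPM in TG rats. *Sncg* was higher in TG rats at 12 months (log2 fold change 2.71, standard error 0.17, edgeR adjusted p = 1.0e-09). Over the 510 genes called at 5 months, the median log2 fold change in the direction of the 5-month change was 0.715 at 5 months and 0.299 at 12 months, and 90.2% kept their sign. The 171 genes called at 12 months, selected by the other age, had a median of 0.911 at 12 months and 0.761 at 5 months. Genes chosen by an absolute change of at least 0.5 at an age can have a smaller median at the other age from that choice alone. The younger libraries also varied more, so that these medians do not decide whether the differences converged.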

At 12 months, expression differences of these genes have largely converged again such that DEGs are fewer.

### Modest impact of *SNCA* overexpression on cerebellar transcriptome

To investigate whether transcriptomic changes occurring largely in young TG rats is specific to the striatum, analyses were extended to cortical and cerebellar samples. 

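In the cerebellum, *Krt2*, a keratin gene, fell with age in WT (log2 fold change -1.51, standard error 0.17, edgeR adjusted p = 9.1e-07) and in TG rats (-1.90), and *Gipr*, the receptor of the incretin GIP, rose in both (2.00 and 2.38). The first principal component of the 500 most variable genes held 49.7% of the variance, and age accounted for 79.9% of the spread along it. Genotype accounted for 88.7% of the spread along the second component, which held 22.7%.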

While the PCA of the cerebellar samples also indicates a genotype effect similar to striatum, samples separate predominantly by age (Supplementary Figure 8A). In line, differential analysis revealed 2475 DEGs (1719 up- and 756 downregulated) in WT and 1873 DEGs (1236 up- and 637 downregulated) in TG animals with respect to age, of which 1405 overlapped (Figure 3A and Supplementary Figure 8B). 

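Of 11 measured ribosomal protein genes, 4 fell with age in the cerebellum of WT rats (4 when adjusted over the list alone), with *Rplp2* at -0.95, *Rps13* at -0.69 and *Fau* at -0.66 as log2 fold changes (camera adjusted p = 4.3e-13, and adjusted p = 0.025 with an estimated correlation), and 8 without surrogate variables. In TG rats 2 of 11 fell, *Rplp2* (-0.79) and *Fau* (-0.58) (camera adjusted p = 8.9e-09, and adjusted p = 0.10 with an estimated correlation). *Col1a2* (-1.20 in WT, -1.47 in TG) and *Igf2* (-1.29 in WT, -1.24 in TG) fell as well. Among 14557 genes tested, age gave 1795 DEGs in WT (1264 up, 531 down) and 1396 in TG rats (914 up, 482 down), and 989 were shared, 988 in the same direction. Without surrogate variables the counts were 3297 and 2915, and with no filter 3884 and 2942. Without TG_5m replicate 1 they were 3761 and 2371. *Fau* lost its DEG call in 1 (-0.50 without WT_5m replicate 2) of 30 alternative settings, single libraries left out included, with the log2 fold change without the library named.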

With respect to genotype, a similar DEG count of 367 (203 up- and 164 downregulated) and 311 (166 up- and 145 downregulated) were detected in 5- and 12-month-old TG rats, respectively (Figure 3A), with *Sncg*, *Gstt4*, and *Col27a1* being the most significantly upregulated and *P2rx4*, *Rtn4ip1*, and *Evc* the most significantly downregulated DEGs in TG animals. 

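In the cerebellum of TG rats, *Sncg* (gamma-synuclein) was at 33.9 ± 5.52 CPM against 2.16 ± 0.353 CPM in WT rats at 5 months (SD, n = 5; log2 fold change 3.97, standard error 0.20, edgeR adjusted p = 3.0e-11), and its log2 fold change at 12 months was 3.65 (adjusted p = 1.3e-10). The collagen gene *Col27a1* rose at 5 months (log2 fold change 1.58, standard error 0.16, edgeR adjusted p = 3.4e-06) and at 12 months (1.48). *P2rx4*, an ATP-gated cation channel gene, was at 28.0 ± 3.31 CPM in TG and 64.2 ± 3.32 CPM in WT rats at 5 months (log2 fold change -1.16, standard error 0.071, edgeR adjusted p = 9.6e-10). The mitochondrial gene *Rtn4ip1* (-1.04 at 5 months, -1.09 at 12 months) and the ciliary gene *Evc* (-0.93 and -0.74) fell. No row ID is paired with *Gstt4* in the tables used here, so its value is not given. At 12 months, 3 of 5 microglial genes rose (*Selplg* 0.94, *Tmem119* 0.79 and *Siglec5* 1.48, with camera adjusted p = 0.0015, and adjusted p = 0.018 with an estimated correlation), and 2 of 8 myelin genes (*Gjc3* 0.80 and *Gjb1* 0.66, with camera adjusted p = 8.9e-15, and adjusted p = 0.0076 with an estimated correlation), the counts being 3 higher and 1 lower microglial and 2 higher myelin genes when adjusted over the list alone. The microglial genes and *Gjc3* named here are in Supplementary Table 3 of genes that the authors called in TG rats, so that these list tests are not fully independent evidence. *Mpeg1* of the microglial list was at -0.94 at 12 months, which was not called, and *Selplg* and *Tmem119* are neighbours in gene order. There were 216 DEGs at 5 months (123 up, 93 down) and 257 at 12 months (123 up, 134 down), and 113 were shared in the same direction. The 5-month count was 844 without TG_5m replicate 1, 415 without the outlying libraries (chosen after seeing the data) and 515 with no filter.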

Of note, the DEGs of TG rats could neither be characterized by significant enrichments for Gene Ontology terms, KEGG pathways, and related annotation data. Differential splice events were similar to striatal observations, in which skipped exons dominated all contrasted conditions, occurred in genes annotated for cytoplasm, and were otherwise largely disjunct with the exception of a few reoccurring genes with respect to age and genotype (Supplementary Figure 18E–18H).

**Figure 3:**
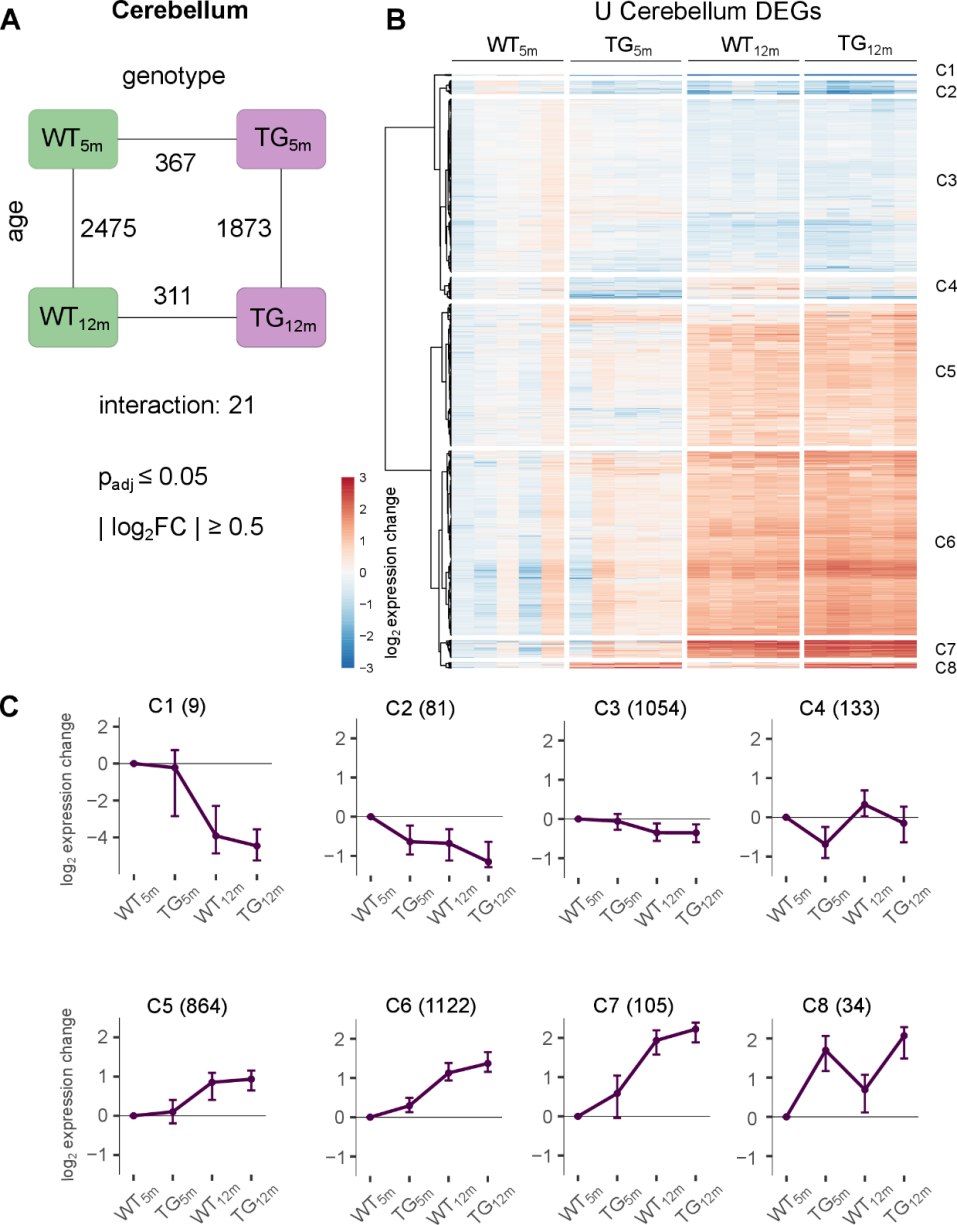
**Modest impact of *SNCA* overexpression on cerebellar transcriptome.** (**A**) Number of DEGs between experimental groups in the cerebellum, along the genotype (WT and TG) and age axes (5 and 12 months) and their interaction with the indicated significance cut-offs. (**B**) Heatmap of hierarchically clustered cerebellar expression changes of 3402 DEGs relative to WT_5m_ (union of cerebellar DEGs shown in Figure 3A) across experimental groups. (**C**) Average gene expression changes and standard deviation of all cerebellar DEGs plotted as centroids clustered in eight groups. Numbers of DEGs are shown in brackets.

Due to the lack of cerebellar PD patient data, relating differential genes to the human condition remains for future studies. With respect to other models, genotype-driven DEGs partially overlapped with genes identified in cerebellum of PLP-alpha-synuclein transgenic mice, with *Sncg* being most significantly upregulated and *Chst5* being the most significantly downregulated in both models at 5 and 2 months of age and *Sorc2* and *Casq1* being most significantly up- respectively downregulated in both models and 12 months of age (Supplementary Table 1).

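On the rat side, the sulfotransferase gene *Chst5* fell in TG cerebellum at 5 months (log2 fold change -1.14, standard error 0.15, edgeR adjusted p = 0.00011), from 7.38 ± 0.562 CPM in WT to 3.21 ± 0.788 CPM in TG rats (SD, n = 5). The sorting receptor gene *Sorcs2* rose at 12 months (log2 fold change 0.72, standard error 0.085, edgeR adjusted p = 2.1e-05), and the calcium-binding gene *Casq1* fell (log2 fold change -0.76, standard error 0.19, edgeR adjusted p = 0.02). *Sncg* was at 20.1 ± 5.60 CPM in TG against 1.68 ± 0.902 CPM in WT rats at 12 months. *Casq1* lost its DEG call in 18 of 30 alternative settings, single libraries left out included.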

The similar count of differential genes in the cerebellum of BAC SNCA rats at 5- and 12-months of age also extends to transcript level (Supplementary Figure 8C). Together, the similarity of DEGs with respect to age in both genotypes and the stable impact of the transgene agree with only 21 genes (7 up- and 14 downregulated) that show significant interaction between age and genotype, suggesting only modest deviation on how WT and TG rats aged (Figure 3A). Yet again, signature genes of cerebellar aging showed similar patterns that were observed for striatal reference genes (Supplementary Figure 9), most importantly a cluster of genes showing premature upregulation in TG rats (A1 in Supplementary Figure 9B).

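*Gipr*, *Col27a1* and *Krt2* changed in the same direction with age in both genotypes of the cerebellum, as did 988 of the 989 shared DEGs. *Col27a1* rose with age by 0.65 in WT and 0.55 in TG rats (log2 scale, edgeR adjusted p = 0.0058 and 0.012). The interaction of age and genotype gave 0 DEGs by edgeR, with 1299 genes at an unadjusted p under 0.05, and 7 DEGs by DESeq2 with the same surrogate variables. The count was 202 without TG_5m replicate 1, 3 without WT_5m replicate 5, and 1 without WT_5m replicate 3, TG_5m replicate 4, WT_12m replicate 3 or TG_12m replicate 3. Myelin list genes had a median interaction of 0.22 with 0 of 8 called (0 when adjusted over the list alone; camera adjusted p = 2.1e-05, and adjusted p = 0.21 with an estimated correlation). *Col27a1* with age in WT rats lost its DEG call in 3 (0.48 without WT_5m replicate 1 and 0.46 without WT_12m replicate 3) and *Col27a1* with age in TG rats in 10 of 30 alternative settings, single libraries left out included, with the log2 fold change without the library named.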

Investigating this further, the union of all cerebellar DEGs were visualized across experimental groups (Figure 3B), revealing expression patterns that clustered into eight distinct groups (Figure 3B, 3C and Supplementary Figure 10). Similar to striatum, two clusters (C5 and C3) comprise DEGs that show age-dependent up- and downregulation, respectively, largely independent of genotype. In addition, there are two cluster (C4 and C8) which show stable genotype driven perturbations (C4 and C8). Lastly, the largest number of genes were partitioned into clusters C6 and C7, showing similar activation with age in both genotypes, but premature upregulation in young TG animals. However, despite of clear and homogenous expression profiles, these DEGs were not significant enriched for any biological processes and pathways.

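Of the 1264 genes that rose with age in WT cerebellum, 26 were also higher in 5-month-old TG rats, and 9 of the 531 that fell were also lower, where independent lists would share 10.7 and 3.39. *Col27a1* was among the genes that rose in both comparisons. The median 5-month TG change was 17.0% of the WT aging change for rising and 13.7% for falling genes, against 11.7% and 5.04% as medians with split controls and 27.7% and 18.0% without surrogate variables. The correlation of log2 fold changes across genes was 0.253 against 0.561 in simulations of unchanged groups that share the WT 5-month libraries, and the covariance was 0.0271 against 0.0112 simulated, a difference of 0.0159. With split controls the median correlation was 0.138, with 9 shared rising and 3 shared falling genes. A single library left out moved the 35 shared genes to 527 (TG_5m replicate 1), 63 (WT_5m replicate 5), 20 (WT_5m replicate 1) or 18 (TG_5m replicate 5).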

It should be noted that despite stronger overexpression of the transgene in cerebellum and the large DEG count in cerebellar contrasts their effect sizes tended to be weaker compared to striatal DEGs (Supplementary Figure 8D), suggesting that *SNCA* overexpression has a weaker impact on the aging cerebellar transcriptome.

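*Gipr* and *Krt2* of the cerebellum changed with age by more than 1.5 on the log2 scale in WT rats, while *Snca* changed by -0.26 (edgeR adjusted p = 0.14). Over the 2445 genes that were DEGs in any cerebellar contrast, the median absolute log2 fold change with age was 0.602 in WT and 0.545 in TG rats, and by genotype 0.161 at 5 months and 0.136 at 12 months. The corresponding medians with age over the striatal DEGs were 0.583 in WT and 0.505 in TG rats. Most genes of both sets were DEGs of age in WT rats, chosen by an absolute change of at least 0.5 (1795 in cerebellum, 1861 in striatum). This choice places the WT medians near that limit, so that they do not weigh regions or genotypes against each other. Leaving out 1 library at a time gave a jackknife standard error of 0.0654 for the cerebellar and 0.0799 for the striatal median in WT rats, more than the distance between them. From the effect sizes in Supplementary Figure 8D, the paper proposes that *SNCA* overexpression has a weaker impact on the aging cerebellar transcriptome.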

### Myelination-linked genes were differential in cortex of BAC SNCA rats and PD patients

In a next step, cortical samples of both time points and genotypes were examined (Supplementary Figure 11A). 

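In 5-month-old TG cortex, *Ephx2* was at 28.1 ± 2.91 CPM against 1.92 ± 0.298 CPM in WT rats (SD, n = 5; log2 fold change 3.95, standard error 0.63, edgeR adjusted p = 0.00025). *Vwa3a* (2.81) and the glutamate receptor genes *Grin2b* (0.59) and *Grm5* (0.55) rose as well. *Mpeg1*, a pore-forming protein gene of macrophages and microglia, fell (log2 fold change -1.68, standard error 0.31, edgeR adjusted p = 0.0007), as did the dicarboxylate transporter gene *Slc13a3* (-1.55), *Aldoa* of glycolysis (-1.33), and *Aebp1* (-1.25) and *Igf2* (-1.18) of the fibroblast list, of which *Igf2* lost its call in 16 of 30 alternative settings. At 12 months, *Acsm5* rose (log2 fold change 2.18, standard error 0.40, edgeR adjusted p = 0.001), and *Nqo2* (-1.58) and *Krt2* (-1.27) fell. Of the 14751 genes tested, 515 were DEGs at 5 months (316 up, 199 down) and 254 at 12 months (159 up, 95 down), and 105 were shared, 103 of them in the same direction. Without surrogate variables the 5-month count was 1854, with no filter 1477, and without the outlying library and surrogate variables (chosen after seeing the data) 1209. *Grin2b* lost its DEG call in 3 (0.45 without WT_5m replicate 4 and 0.53 without WT_5m replicate 5 and 0.55 without WT_12m replicate 4), *Grm5* in 2 (0.47 without WT_5m replicate 5 and 0.48 without WT_12m replicate 4) and *Igf2* in 16 of 30 alternative settings, single libraries left out included, with the log2 fold change without the library named.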

Whereas in 5-month-old TG rats 610 DEGs (362 up- and 248 downregulated) were identified, 255 genes (169 up- and 86 downregulated) were differential in 12-month-old TG animals. Having more perturbations in young TG animals—similar to results in striatum (Figure 2)—also extended to transcript level and splice event counts (Supplementary Figures 11C, 18I) and was, again, not due to increased data variability in older animals (Supplementary Figure 11D). Also similar to striatal observations, differential splice events occurred mostly disjunct across contrasts, and were enriched for cytoplasm-linked genes (Supplementary Figure 18J, 18K).

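The median variance of log2 CPM over cortical genes was 0.0418 in 5-month-old WT, 0.0220 in 5-month-old TG, 0.0124 in 12-month-old WT and 0.0128 in 12-month-old TG rats (n = 5 libraries per group). The younger cortex had 3.36 times the median variance of the older one in WT and 1.72 times in TG rats (2.99 and 1.62 times on DESeq2's variance-stabilized scale), given without a test. Replicate 1 of the 5-month-old WT cortex stood apart on the first surrogate variable, at 0.812. *Kif15* was lower in TG cortex at both ages (-1.60 and -1.16 as log2 fold changes, edgeR adjusted p = 0.0031 and 0.0039).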

With respect to age, 1385 DEGs (1016 up- and 369 downregulated) were detected in WT animals, whereas only 526 genes (436 up- and 90 downregulated) were differential in TG rats, with 315 DEGs overlapping (Figure 3A and Supplementary Figure 11B). 

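With age, the argonaute gene *Ago3* rose in WT cortex (log2 fold change 1.37, standard error 0.17, edgeR adjusted p = 1.2e-06), as did *Gipr* (2.02), *Irf7* in TG rats (from 2.81 ± 0.755 CPM to 7.02 ± 1.74 CPM, SD, n = 5, adjusted p = 9.6e-05) and *Grin2b* in WT rats (0.98). *Igf2* (-1.67), *Col1a2* (-1.53) and the organic cation transporter gene *Slc22a3* (-1.19) fell in WT rats, and *Ephx2* fell in TG rats (log2 fold change -1.67, standard error 0.48, edgeR adjusted p = 0.012). Of 11 ribosomal protein genes, *Rplp2* (-0.74) and *Fau* (-0.54) fell in WT rats (2 when adjusted over the list alone; camera adjusted p = 1.7e-09, and adjusted p = 0.13 with an estimated correlation), and 9 of the 11 fell without surrogate variables (camera adjusted p = 8.2e-08). Age gave 1512 DEGs in WT (1130 up, 382 down) and 577 in TG rats (454 up, 123 down), and 360 were shared, all in the same direction. The WT count was 3691 without surrogate variables and 2865 with no filter, and the TG count was 909 with no filter. *Igf2* lost its DEG call in 1 (-0.43 without WT_5m replicate 2), *Ephx2* in 3 and *Fau* in 2 (-0.50 without TG_5m replicate 5 and -0.48 without WT_12m replicate 4) of 30 alternative settings, single libraries left out included, with the log2 fold change without the library named.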

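The adrenergic receptor gene *Adra1a* went from 4.53 ± 2.19 CPM to 10.2 ± 0.778 CPM in WT and from 12.6 ± 2.47 CPM to 12.4 ± 1.90 CPM in TG cortex (SD, n = 5; interaction log2 fold change -1.01, standard error 0.16, edgeR adjusted p = 0.0059). *Slc13a3* fell with age in WT rats (-1.30) and had an interaction of 1.22 (standard error 0.32, adjusted p = 0.046), and *Ppp1r14a*, a phosphatase inhibitor gene, fell in WT rats (-1.10) with an interaction of 1.20 (standard error 0.26, adjusted p = 0.02). In the cortex, 115 genes showed an interaction of age and genotype (31 up, 84 down), and DESeq2 with the same surrogate variables called 148. Without surrogate variables 923 genes passed, with 2 surrogate variables 44, and without the outlying library 344 (chosen after seeing the data). Leaving out 1 library gave 344 (WT_5m replicate 1), 177 (TG_12m replicate 1), 174 (TG_5m replicate 5), 69 (TG_12m replicate 3), 65 (TG_12m replicate 4), 56 (WT_12m replicate 3), 50 (WT_5m replicate 5), 46 (WT_12m replicate 5), 20 (TG_12m replicate 5) or 6 (WT_12m replicate 4), where the other libraries left the count within 1.5 times. *Slc13a3* lost its DEG call in 13 and *Ppp1r14a* in 3 (1.09 without WT_12m replicate 4 and 1.16 without TG_12m replicate 5) of 30 alternative settings, single libraries left out included, with the log2 fold change without the library named.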

As suggested by these numbers cortical aging under *SNCA* overexpression differed significantly from WT animals, most prominently captured in 197 DEGs (79 up- and 118 downregulated) showing a significant interaction between age and genotype, the highest number of all three examined brain regions (Figure 3A).

In addition, overall higher effect sizes were detected compared to striatum and cerebellum (Figure 4B and Supplementary Figure 8D). 

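The interferon-induced gene *Gvin1* rose with age in TG cortex by 1.67 (edgeR adjusted p = 0.00021), and *Muc2* in WT cortex by 1.55 (adjusted p = 0.0022). Over the 2072 genes that were DEGs in any cortical contrast, the median absolute log2 fold change with age was 0.615 in WT rats, with a jackknife standard error of 0.0277, and 0.345 in TG rats. By genotype, the cortical median was 0.373 at 5 months and 0.117 at 12 months. Of the 2072 genes, 1512 were DEGs of age in WT rats, chosen by an absolute change of at least 0.5 against the same WT 5-month libraries. These medians therefore do not weigh ages, genotypes or regions against each other. The WT median of the cortex lay above those of cerebellum and striatum by less than the jackknife standard error of each of those regions. Without surrogate variables the cortical median was 0.652.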

Clustering of this expression changes revealed six distinct groups with similar perturbation patterns as seen in the other regions (Figure 4B and Supplementary Figure 12). Also similar to striatum and cerebellum the largest number of DEGs (C4 and C6 in Figure 4B) show the strongest age-dependent upregulation and premature upregulation in young TG animals. This phenomenon was also reflected in the cortical age signature (Supplementary Figure 13). 

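*Grin2b* and *Col27a1* rose both with age in WT cortex and in 5-month-old TG rats, and *Slc13a3* fell in both comparisons. Of the 1130 genes that rose with age in WT cortex, 180 were also higher in 5-month-old TG rats, and 58 of the 382 that fell were also lower, where independent lists would share 24.2 and 5.15. The median 5-month TG change was 47.2% of the WT aging change for rising and 45.2% for falling genes, against 39.5% and 31.6% as medians with split controls. Across genes, the correlation of log2 fold changes was 0.526 against 0.694 in simulations of unchanged groups with the same WT controls, and the covariance was 0.0643 against 0.0179 simulated, a difference of 0.0464. The median correlation with split controls was 0.379, with 125.5 shared rising and 22.5 shared falling genes. Single libraries left out moved the 238 shared genes to 414 (WT_5m replicate 3), 374 (WT_5m replicate 1) or 150 (WT_12m replicate 4). Without surrogate variables, the split controls gave median correlations of 0.402 in striatum, 0.605 in cortex and 0.298 in cerebellum, with lowest values of 0.140, 0.396 and 0.0759. In 5-month-old TG cortex, *Col27a1* lost its DEG call in 15 and *Grin2b* in 3 of 30 alternative settings.

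**Figure D1:**
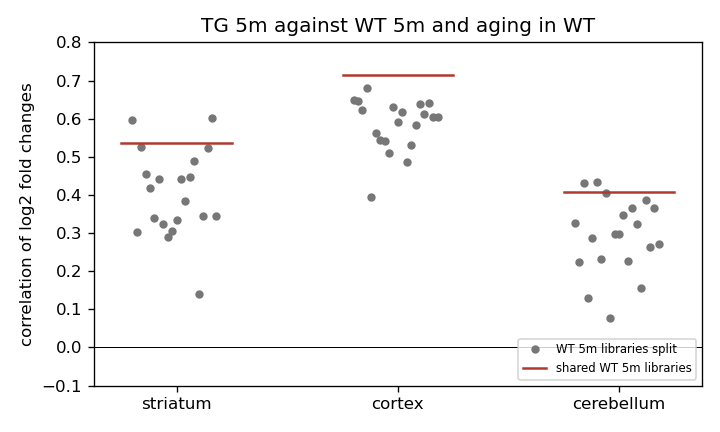
Correlation across genes between the log2 fold change of 5-month-old TG against WT rats and that of aging in WT rats (vertical axis, no unit), fitted without surrogate variables, by brain region (horizontal axis). Each grey point is an assignment of the WT 5-month libraries to separate controls (20 per region), and the red line is the value with shared controls (0.536 in striatum, 0.714 in cortex and 0.407 in cerebellum).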

Functionally, the DEGs identified in cluster C4 and C6 were most significantly enriched for biological processes linked to synaptic functions including regulation of postsynaptic membrane potential, regulation of membrane potential, and modulation of chemical synaptic transmission (Supplementary Figure 14A), suggesting that synapse-related pathways are affected early on.

**Figure 4:**
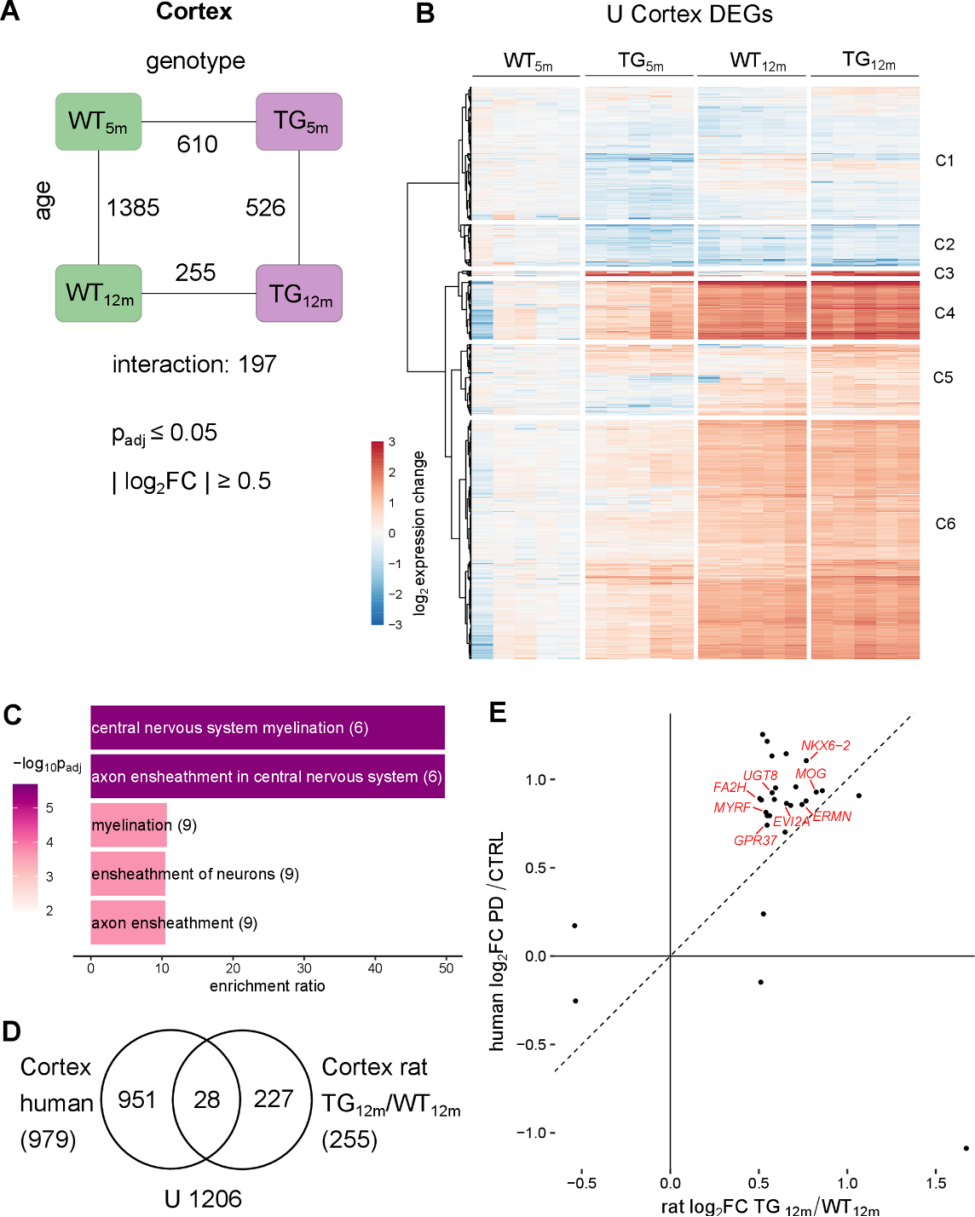
**Cortical transcriptomic perturbations under *SNCA* overload include myelination-linked genes in rat and PD patients.** (**A**) Number of DEGs between experimental groups in the cortex, along the genotype (WT and TG) and age axes (5 and 12 months) and their interaction with the indicated significance cut-offs. (**B**) Heatmap of hierarchically clustered cortical expression changes relative to WT_5m_ of 2061 DEGs (union of cortical DEGs shown in Figure 4A) across experimental groups. (**C**) Five most significant enriched biological processes for the 255 cortical DEGs of 12-month-old TG rats with indicated adjusted p-value, enrichment ratio, and DEG count in brackets. (**D**) Venn diagram comparing 255 DEGs identified in the cortex of 12-month-old TG rats and 979 DEGs identified in the cortex of PD patients [31]. (**E**) Scatter plot of 28 overlapping DEGs identified in the cortex of 12-month-old TG rats and in the cortex of PD patients. Oligodendrocyte associated DEGs are labelled.

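In 12-month-old TG cortex, 7 of the 8 measured genes of myelin and mature oligodendrocytes rose and 0 fell (7 when adjusted over the list alone), with a median log2 fold change of 0.62. *Gjc3*, a connexin gene of oligodendrocytes, rose from 23.5 ± 3.01 CPM in WT to 58.0 ± 6.18 CPM in TG rats (SD, n = 5; log2 fold change 1.30, standard error 0.09, edgeR adjusted p = 9.3e-10). *Opalin* (0.75, standard error 0.089, adjusted p = 7.2e-06), the myelin-associated glycoprotein gene *Mag* (0.65, standard error 0.069, adjusted p = 1.5e-06), the tight-junction gene *Cldn11* (0.56, standard error 0.07, adjusted p = 1.8e-05) and the transcription factor genes *Nkx6-2* (0.70) and *Myrf* (0.51) rose with it. At 5 months, 1 of 8 rose, *Gjc3* (43.5 ± 7.84 CPM against 16.4 ± 4.50 CPM, adjusted p = 3.5e-06), while *Myrf* (0.24, standard error 0.09, adjusted p = 0.067), *Cldn11* (0.14, standard error 0.093, adjusted p = 0.31) and *Nkx6-2* (-0.0048, standard error 0.23, adjusted p = 0.99) did not pass. Camera gave the list an adjusted p of 2.4e-33 at 12 months (adjusted p = 0.00031 with an estimated correlation) and 0.013 at 5 months (adjusted p = 0.32 with an estimated correlation). For the interaction of age and genotype, 0 of 8 genes were called (2 higher when adjusted over the list alone; camera adjusted p = 2.0e-05, and adjusted p = 0.20 with an estimated correlation), and 2 without surrogate variables. WT_12m replicate 4 was among the libraries without which *Cldn11* (0.49), *Nkx6-2* (0.60) and *Myrf* (0.48) lost their calls, with the log2 fold change left, and 8 of the 31 genes of the list could be measured because the others have no symbol paired with a row. *Gjc3* is listed in Supplementary Table 3, and *Cldn11* has its symbol only through Supplementary Table 2. Both tables list genes that the authors called in TG rats of these libraries. The list was thus admitted in part by its outcome, and its count and camera test are not fully independent evidence. *Cldn11* lost its DEG call in 1 (0.49 without WT_12m replicate 4), *Nkx6-2* in 6 (0.62 without WT_12m replicate 3 and 0.60 without WT_12m replicate 4) and *Myrf* in 6 of 30 alternative settings, single libraries left out included, with the log2 fold change without the library named.

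**Figure D2:**
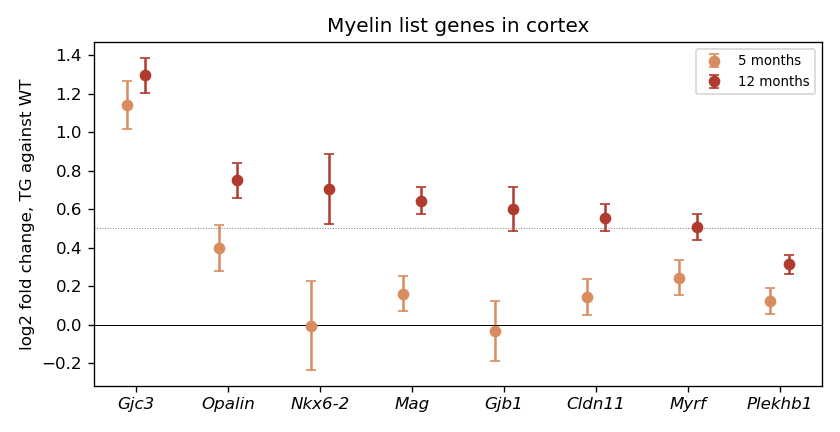
Log2 fold change (vertical axis) of TG against WT cortex for the 8 measured genes of the myelin list (horizontal axis) at 5 and 12 months, as points with the standard error of the edgeR fit. The dotted line marks the log2 fold change of 0.5 that a DEG needed, and 7 genes lie above it at 12 months.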

Further exploration of cortical DEGs under *SNCA* overload revealed significant enrichment for central nervous system myelination and axon ensheathment in central nervous system in TG rats, primarily at 12 months of age (Figure 4C and Supplementary Figure 14B). These genes were also significantly enriched for genes attributed to oligodendrocytes (Supplementary Figure 14C), suggesting that myelination-associated and oligodendrocyte-specific genes are significantly perturbed in old TG rats.

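Of the microglial list in 12-month-old TG cortex, *Siglec5* (1.48, standard error 0.17, adjusted p = 6.8e-06), *Tmem119* (0.76, standard error 0.10, adjusted p = 3.9e-05) and *Selplg* (0.65, standard error 0.09, adjusted p = 5.5e-05) rose and *Mpeg1* fell (-1.03, standard error 0.21, adjusted p = 0.0038) among 5 measured (3 and 1 when adjusted over the list alone, with camera adjusted p = 1.4e-05, and adjusted p = 0.0018 with an estimated correlation). These genes are in Supplementary Table 3 and were thus called by the authors in these libraries, so that the list test is no independent evidence. *Amph*, which encodes amphiphysin of the presynapse, rose (log2 fold change 0.63, standard error 0.046, edgeR adjusted p = 2.6e-09), 1 of 3 measured presynaptic genes (camera adjusted p = 5.0e-05, and adjusted p = 0.0027 with an estimated correlation). *Amph* has its symbol only through Supplementary Table 2, which lists genes differential in this comparison. It thus entered the list by its change, and the test of that list is no independent evidence. Of 11 ribosomal protein genes 0 were called, with a median of 0.088 (0 when adjusted over the list alone; camera adjusted p = 1.4e-05, and adjusted p = 0.10 with an estimated correlation). Neither *Mog* nor *Ugt8*, which the paper names, has a row ID paired with it here.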

To relate these finding in the animal model to human, previously published post-mortem cortical transcriptomes of PD patients were analysed analogous to rat samples [31]. Among 979 genes differentially expressed in the cortex of PD patients, 28 orthologues overlapped with DEGs identified in 12-month-old TG rats (Figure 4D). Intriguingly, 28 shared differential genes are specifically expressed in oligodendrocytes including *MOG*, *UGT8* and *MYRF*, that showed increased and nearly identical expression in old TG rats and patients (Figure 4E). This is in line with previous transcriptomic analyses of cortical samples against other PD patient data [20] but did not extend to protein level (Supplementary Table 2).

Taken together, these results indicate that—compared to striatum and cerebellum—the cortex exhibits the largest effect sizes of age-dependent expression changes. 

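In the cortex, *Ephx2*, *Krt2* and *Pex11a* were among the 5 largest falls with age in TG rats of genes with a symbol whose libraries at both ages did not overlap (-1.62 for *Krt2* and -0.72 for *Pex11a*; edgeR adjusted p = 4.5e-05 and 0.00017). From the effect sizes in Figure 4B and Supplementary Figure 8D, the paper reasons that effect sizes of age-dependent expression changes were largest in the cortex.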

Perturbations under the transgene not only occurred early on but also led to the highest number of genes with significantly different age trajectories under *SNCA* overload. 

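*Hebp2*, a heme-binding protein gene, went from 6.24 ± 0.853 CPM to 4.99 ± 0.341 CPM in WT and from 4.41 ± 0.654 CPM to 5.46 ± 0.494 CPM in TG cortex (SD, n = 5; interaction log2 fold change 0.69, standard error 0.17, edgeR adjusted p = 0.036). *Slc13a3* went from 17.2 ± 7.65 CPM to 7.90 ± 1.49 CPM in WT and from 6.15 ± 0.799 CPM to 6.27 ± 0.837 CPM in TG rats. The interaction counts of the 3 regions were not tested against each other. *Hebp2* lost its DEG call in 15 of 30 alternative settings, single libraries left out included.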

Lastly, upregulation of myelination-associated genes in cortex of TG rats was shared between animal model and PD patients.

### Core set of genes exhibits common perturbation patterns across brain regions in *SNCA* overexpressing rats

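At 5 months, striatum and cortex shared 136 genotype DEGs (134 in the same direction), striatum and cerebellum 80, all in the same direction, and cortex and cerebellum 82, of which 81 were in the same direction. Independent lists would share 5.67 rising and 2.59 falling genes in striatum and cortex, 2.00 and 1.03 in striatum and cerebellum, and 2.27 and 1.02 in cortex and cerebellum. *Ephx2* rose in all 3 regions at 5 months, with 3.85 in cerebellum (edgeR adjusted p = 1.0e-05), and *Kif15* fell in all 3, to 1.16 ± 0.341 CPM from 5.37 ± 1.48 CPM in cerebellum (SD, n = 5; adjusted p = 0.00012).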

To investigate whether the common patterns observed in all examined brain regions are based on the same underlying genes, the overlap of DEGs across brain regions was examined (Figure 5A). Indeed, among the most significant cross-region DEGs was *Sncg*, encoding for gamma-synuclein, another member of the synuclein family, *Ddc* encoding for dopa decarboxylase as well as genes like *Fam111a* and *Gjc3* (Supplementary Figure 15). In addition, there were several cross-region DEGs agreeing with known aSyn biology such as *Orai2* encoding for a calcium channel and *Gpr157*, both showing age-independent upregulation, or *P2rx4* a ligand-gated channel with high calcium permeability significantly downregulated across brain regions in TG animals (Supplementary Figure 15).

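*Sncg* rose in TG rats by 2.63 in cortex at 5 months and 2.51 at 12 months on the log2 scale, beside its rises in striatum and cerebellum (edgeR adjusted p = 2.9e-10 and 3.8e-12). *Fam111a* was at 38.5 ± 6.18 CPM in TG and 0.269 ± 0.167 CPM in WT cortex at 5 months (SD, n = 5), and at 6.09 ± 2.60 CPM and 0.0219 ± 0.0324 CPM in cerebellum at 12 months. Because WT levels of *Fam111a* are close to 0, its fitted fold changes depend on the prior count. *Ddc*, the dopa decarboxylase gene, rose in cortex (0.76, standard error 0.21, adjusted p = 0.016 at 5 and 0.77, standard error 0.16, adjusted p = 0.0037 at 12 months) and cerebellum (0.68, standard error 0.12, adjusted p = 0.0019 and 0.81, standard error 0.12, adjusted p = 0.00023). In striatum *Ddc* rose at 12 months (0.65, standard error 0.074, adjusted p = 1.4e-05) and was at 0.24 (standard error 0.084, adjusted p = 0.071) at 5 months, which did not pass. *Gjc3* rose in striatum at 12 months (0.67) and in cerebellum at 5 months (0.73). The study chose these genes on these samples, so that their shared direction is not independent evidence. *Ddc* lost its DEG call in 1 (0.66 without WT_5m replicate 2) of 30 alternative settings, single libraries left out included, with the log2 fold change without the library named.

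**Figure D3:**
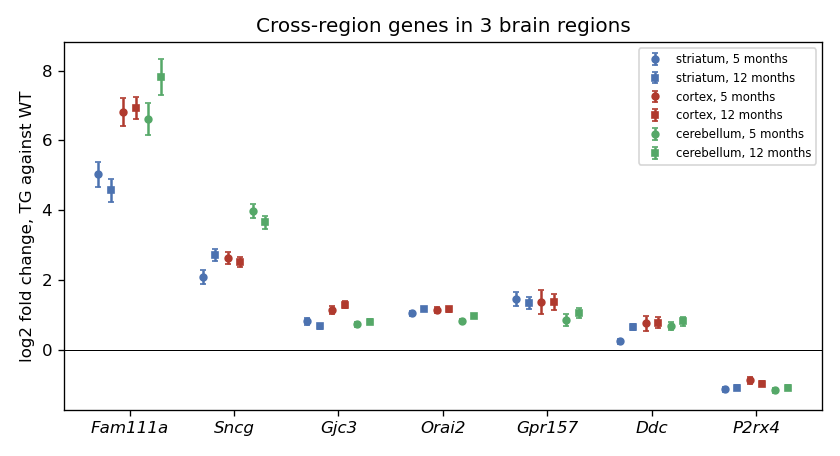
Log2 fold change (vertical axis) of TG against WT rats for 7 genes that the paper names across regions (horizontal axis), as points with the standard error of the edgeR fit, by region and age. Sncg, Orai2 and Gpr157 lie above 0 and P2rx4 below 0 in all 6 comparisons.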

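*Orai2* was higher in TG than in WT rats in cortex (60.4 ± 0.801 CPM against 26.5 ± 2.52 CPM, SD, n = 5, edgeR adjusted p = 7.4e-10 at 5 months, and a log2 fold change of 1.15, standard error 0.059, adjusted p = 2.7e-12 at 12 months), cerebellum (0.83, standard error 0.048, adjusted p = 4.3e-10 and 0.98, standard error 0.048, adjusted p = 2.5e-11) and striatum at 12 months (1.18, standard error 0.06, adjusted p = 7.7e-11). *Gpr157*, a G protein-coupled receptor gene, rose in striatum (1.46 and 1.35), cortex (1.37 and 1.37) and cerebellum (0.86 and 1.06), from levels of 0.718 ± 0.245 CPM in WT cortex (SD, n = 5). *P2rx4* fell in striatum (-1.13 and -1.09) and cortex (-0.88 and -0.97), with an edgeR adjusted p of at most 2.2e-06 in these 4 comparisons. Each of these genes kept its call in every alternative setting tried. Of the 7 cross-region genes named by the paper, 6 rose and 1 fell in the cortex at 12 months (camera adjusted p = 1.7e-47, and adjusted p = 2.6e-07 with an estimated correlation), for a list chosen by the study on these samples.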

**Figure 5:**
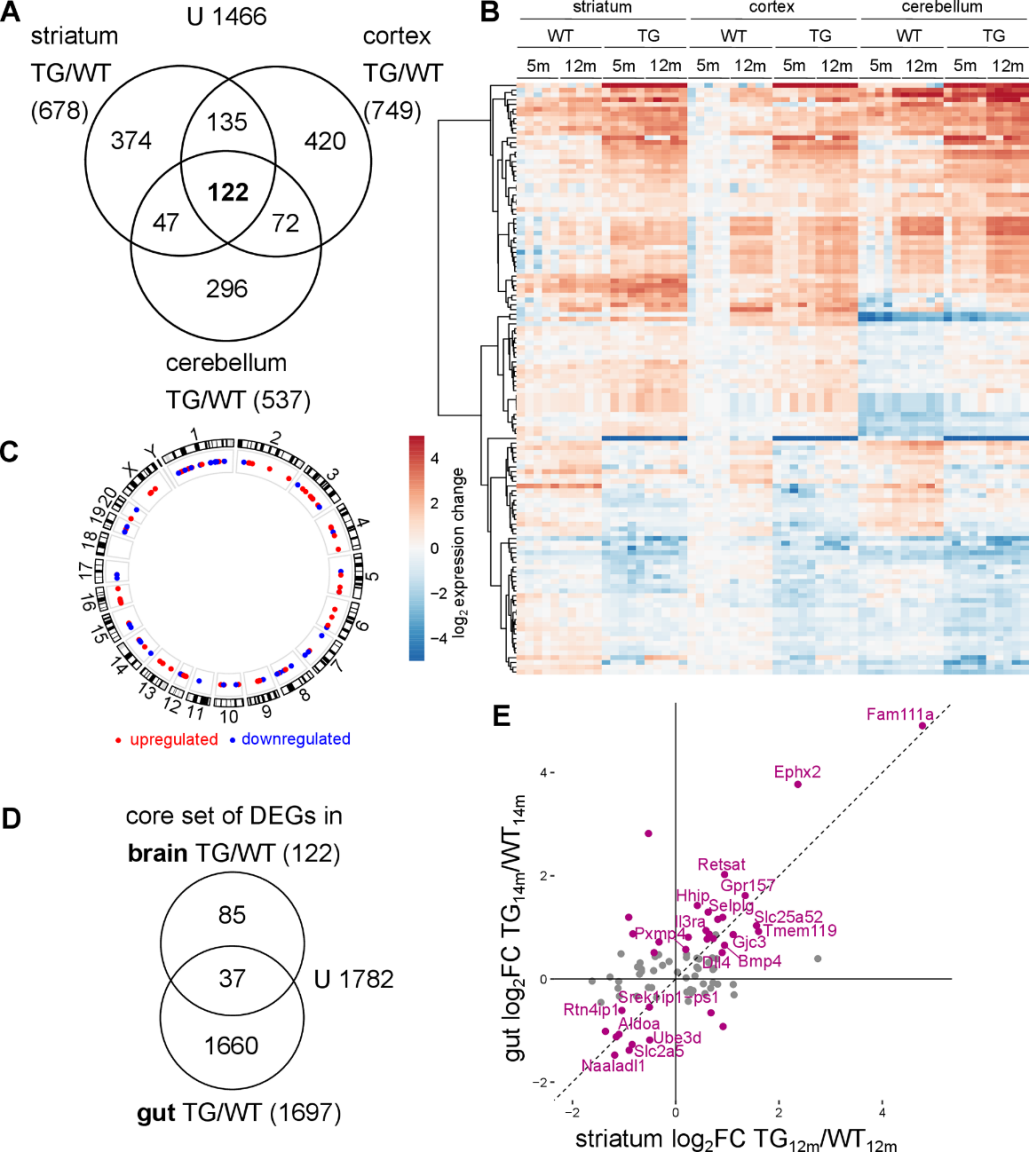
**Common transcriptomic changes in *SNCA* overexpressing rats across brain regions and tissues.** (**A**) Venn diagram comparing DEGs identified along the genotype axis in 5- and 12-month-old WT and TG rats between the striatum, the cortex and the cerebellum. (**B**) Heatmap of striatal, cortical and cerebellar expression profiles of 122 overlapping genes (shown in A) as log_2_ expression change relative to striatal WT_5m_ per experimental group. (**C**) Circos plot of the spatial distribution of 122 common DEGs found in TG animals across all examined brain regions. Genes are color coded based on their up- or downregulation in at least two brain regions. (**D**) Venn diagram comparing 122 DEGs identified as core set of DEGs in three examined brain regions in TG animals and 1697 DEGs identified in the gut of the same rat model [32]. (**E**) Scatter plot of 122 cross-regional DEGs in TG animals in striatum and gut with 37 overlapping DEGs between brain regions and gut highlighted in purple. DEGs with the same regulation in brain and gut are labelled.

Together, the common genes extend to a total of 122 (Figure 5A and Supplementary Table 3). 

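Genotype DEGs at 5 or 12 months numbered 577 in striatum, 664 in cortex and 360 in cerebellum, and 88 genes were among them in all 3 regions. Of these 88 core genes, 74 are among the 122 of Supplementary Table 3, all of which were tested here. Over the 122 genes of the table, the log2 fold change had the sign of the table's in 119 of 122 genes in striatum at 5 months, 121 at 12 months, 120 and 122 in cortex, and 120 and 119 in cerebellum, and the correlations across genes ranged from 0.995 to 0.999. *Fam111a*, *Sncg*, *Ephx2*, *P2rx4* and *Rtn4ip1* are among the shared genes, and *Rtn4ip1* fell by -0.99 in striatum and -1.02 in cortex at 5 months as log2 changes (edgeR adjusted p = 1.6e-08 and 9.8e-08). With DESeq2 and no surrogate variables the core held 141 genes, and with no filter 209.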

Characterizing them further with respect to pathway and gene set enrichments, and known interactions did not yield significant or conclusive results, emphasizing that these DEGs can be understood only in context of the other region-specific DEGs (Supplementary Figures 3D, 14B). Transcription factor analysis of the 122 genes revealed enrichment of targets of the transcription factor SP1, where SP1 itself was downregulated in an age-dependent manner (Supplementary Figure 16). However, gene regulatory network analysis did not point to specific signalling pathway, even under relaxed criteria (Supplementary Figure 17). Yet, the expression pattern of the core genes is very clear across regions, with largely similar dysregulation in TG animals, and in which most genes show significantly altered expression in both young and old TG animals (Figure 5B). 

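Of the 88 core genes, 80 had the same sign in all 6 comparisons of TG with WT rats, 44 higher and 36 lower. The higher ones include the row ENSG00000145335. They also include *LOC120100370*, *LOC120101245*, *LOC120101246* and *LOC120103273*, whose values were nearly equal in each comparison (1.30 for each in cortex at 5 months). Whether these rows count the same reads was not tested. Core genes had to be DEGs in each region at 5 or 12 months, which sets the size of those changes and not their sign. *Siglec5* rose (1.71 in striatum at 12 months) and *Mpeg1* fell in cerebellum at 5 months (-1.37, edgeR adjusted p = 0.019). At both ages and in all 3 regions, 27 core genes were DEGs, and 55 were DEGs at both ages in at least 2 regions. Libraries of the 3 regions may come from the same animals, so that the 6 comparisons are not shown to be independent. *Mpeg1* lost its DEG call in 1 (-1.40 without TG_5m replicate 5) of 30 alternative settings, single libraries left out included, with the log2 fold change without the library named.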

The cross-regional DEGs were also evenly distributed across the genome, suggesting the differential genes not to result from effects in the genomic vicinity of transgene integration sites (Figure 5C).

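Of the 88 core genes, including *Fam111a*, *Mpeg1*, *Selplg* and *Tmem119*, 44 (50.0%) could be placed by symbol in the rat reference annotation used here, and 78 (63.9%) of the 122 genes of Supplementary Table 3. Both shares are below the 80% needed for a check of either set as a whole. Among the placed core genes, 8 neighbouring pairs were found, against a mean of 0.947 and a highest of 6 in random draws. The placed core genes thus had more neighbouring pairs than any draw, although the draws were not limited to genes tested here. With the other core genes not placed, this does not decide how the whole set is distributed over the genome.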

Further support for non-random effects underlying the core gene set is given by similarities in differential splice events. While the preponderance of them occurs region-specifically, some affected genes are shared across brain regions with nearly identical impact on transcript isoform usage. These overlaps exist specifically with respect to genotype and are exemplified by candidates like *Ptprn*, *Zfyve28*, and *Ifi44* (Supplementary Figure 19).

To investigate whether the core set of differential genes across brain regions are also reflected in another tissue, published transcriptome data from gut epithelial cells of the same rat model [32] were analysed analogous to brain samples. 37 DEGs in the gut overlapped with the core set of differential genes identified in brain (Figure 5D). Again, these common DEGs displayed largely similar expression across both tissues in TG animals (Figure 5E and Supplementary Figure 20), suggesting a systemic effect of *SNCA* overexpression.

These results indicate that although most transcriptomic changes under *SNCA* overexpression are brain region-specific, there is a core set of genes in the brain which share very similar perturbations under aSyn overload. Part of these cross-regional genes are similarly dysregulated in the gut, a tissue known to play an important role in synucleinopathies, particularly in PD [33].

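At 12 months, striatum and cortex shared 91 genotype DEGs (90 in the same direction), striatum and cerebellum 60 and cortex and cerebellum 84, both all in the same direction, of 152, 130 and 208 DEGs of the first-named region among genes tested in both. Independent lists would share at most 1.09 rising and 0.618 falling genes in any of these pairs. *Nqo2* fell in striatum at 12 months (-1.43) and in cerebellum (-1.70), and *Retsat* rose in cortex (0.65) and cerebellum (1.00), with edgeR adjusted p of at most 0.00081 for each. From the overlap of the regional DEGs and the common direction of the core genes in Figure 5, the paper reasons that most changes are specific to a brain region and that a core set is shared.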

## DISCUSSION

Synucleinopathies share an age component in their etiology and are often not clinically diagnosed before later stages of the pathogenesis, then primarily on motor phenotypes [34]. Due to limited access to human brain, a better molecular understanding of the pathomechanism and its unfolding remains challenging. Animal models can help to address this challenge and lend themselves to longitudinal studies of synuclein biology [35].

Here, a transgenic rat model that overexpressing human *SNCA* on a BAC construct [19] was used to determine gene expression differences in striatal, cortical, and cerebellar tissue of 5- and 12-month-old animals on both gene and transcript level. The expression of the human transgene in this model was closer to physiological levels [19] and, hence, agrees with the overall suitability of these models to mimic the process of slower neurodegeneration in contrast to, for example, toxin-induced models that better capture later aspects of the pathology [36, 37]. However, comparison of transcriptomic changes with other transgenic mouse models of synucleinopathies revealed only limited overlap, which might arise from species-specific differences, brain region- and age-related variability, or distinct molecular contexts inherent to each model system.

Interestingly, no obvious correlation was observed between excess load of *SNCA* and the number of differential genes in the investigated brain regions. In fact, even an age-dependent increase of *SNCA* in striatum resulted in lower DEG count. The magnitude of expression changes over time, however, seemed to be indicative of differential effect sizes in context of the transgene, suggesting that brain regions which undergo stronger expression changes along normal aging also exhibit stronger perturbations under overexpressed *SNCA*. These observations emphasize the need for region- and age-resolved investigations to advance in synuclein biology.

Translating these age- and region-specific gene expression changes to the human condition is typically restricted to only *post-mortem* time points. In addition, not for all brain regions investigated herein human reference data were available. Against this background, comparisons of striatal and cerebral effects between animal model and human remained limited. For cortex, however, previous translational attempts utilizing another human dataset were confirmed and centered on the distinctive upregulation of oligodendrocyte- and myelin-associated genes [20]. These findings are in line with the evolving shift in our understanding of synucleinopathies and include the involvement of non-neuronal cells, in particular myelin-producing oligodendrocytes [38, 39]. Increase of white matter, already in early stages, was observed in PD patients, too, and might facilitate early screenings [40].

Building on the concept of early alterations, the results herein suggest intriguing age-dependent perturbations associated with *SNCA* overexpression. Notably, more pronounced transcriptomic changes occurred in young transgenic animals, particularly in the striatum and cortex. The phenomenon of early alterations aligns with recent studies, suggesting transcriptomic dysregulation arises from an interplay of general brain region-specific vulnerability, age, and *SNCA* overexpression [18, 41–43]. In a BAC-Tg3(SNCA*E46K) transgenic mouse model overexpressing human mutant *SNCA*, the majority of transcriptomic alterations in the ventral midbrain occurred at three months of age [42]. Notably, these changes were detected well before any signs of neurodegeneration. Similarly, in a toxin-induced mouse model of synucleinopathies, in which aSyn preformed fibrils were injected, more pronounced expression changes were detected at the early time point compared to later stages [43]. These early alterations were primarily linked to neuroinflammatory processes, suggesting an active role of microglia in initial stages of the pathology.

In the animal model used herein, the seemingly counterintuitive observation of detecting more expression changes in younger animals than in older can be largely attributed to the premature upregulation of specific genes in young transgenic subjects. This phenomenon represented a dominant and recurring pattern across all brain regions, evident in age-related signature genes and beyond. As animals aged, differences in gene activity between wild type and transgenic animals tended to converge again, resulting in fewer detectable changes by 12 months of age.

Hypothesizing on the biology behind this intriguing pattern, the premature upregulation in transgenic animals might suggest an accelerated aging process [41, 44]. This hypothesis, however, is not fully supported by the data. Crucially, older transgenic animals did not exhibit signs of continued acceleration or exacerbated aging compared to their wild type controls. Moreover, the pathways and cellular functions associated with the genes underlying this expression pattern did not align with typical aging processes. However, definitive conclusions should be approached with caution, as even the 12-month time point is still regarded as middle age in the lifespan of rats [45].

Instead, the pattern suggests a gradual, age-dependent upregulation of certain genes in wild type animals, potentially to adapt to or counteract effects of aging. The pathway enrichments indicate the possibility of physiological or morphological adaptations in synaptic contexts and neuritogenesis, too. In transgenic animals, early activation of the same genes could be compensatory in nature as the system attempts to mitigate the effects of *SNCA* overload [42, 46]. In line, Stemick et al., 2020 report that BAC SNCA rats exhibit neuritogenesis of serotonergic afferents within the dorsal striatum as a compensatory mechanism [47]. Despite severe loss of dopaminergic cells and neurites in the *substantia nigra* and dorsal striatum, these animals exhibit a significant increase in serotonergic fiber density in the dorsal striatum while the number of serotonergic neurons in the raphe nuclei remained unchanged [47]. This suggests that serotonergic plasticity, both at the structural and transcriptomic levels, serves as a compensatory response to *SNCA* overexpression and dopamine depletion in TG animals. Premature upregulation of synaptic genes in young BAC SNCA rats may actively drive serotonergic adaptation, highlighting its potential role in disease progression and compensation of aSyn pathology. Stemick et al., 2020 further identify serotonergic neurons as a potential ectopic source of dopamine in the striatum by expressing key dopaminergic machinery (AADC encoded by *Ddc*, VMAT2 encoded by *Slc18a2*) which led to reduced serotonergic autoreceptor levels (5-HT1A encoded by *Htr1a*, 5-HT1B encoded by *Htr1b*) and excessive dopamine release [47].

In line, the striatal transcriptome presented herein revealed age-dependent expression changes of these key genes in TG animals, with *Ddc* and *Htr1b* showing a higher expression in 5- compared to 12-month-old TG rats, suggesting early transcriptional activation followed by a decline. 

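*Ddc* in the striatum was at 18.1 ± 3.75 CPM in 5-month-old and 14.2 ± 0.895 CPM in 12-month-old TG rats, and at 16.7 ± 3.98 CPM and 9.07 ± 0.465 CPM in WT rats (SD, n = 5). The change with age was -0.16 (standard error 0.073, adjusted p = 0.086) in TG rats, which did not pass edgeR's test, and -0.58 (standard error 0.08, adjusted p = 1.3e-05) in WT rats, where it was called. No row ID is paired with *Htr1b* or *Htr1a* in the tables used here. *Ddc* lost its DEG call in 1 (-0.50 without TG_5m replicate 2) of 30 alternative settings, single libraries left out included, with the log2 fold change without the library named.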

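*Slc18a2*, which encodes the vesicular monoamine transporter VMAT2, was at 7.68 ± 0.908 CPM in WT and 8.25 ± 0.992 CPM in TG striatum at 5 months (SD, n = 5), a log2 fold change of 0.24 (standard error 0.12, adjusted p = 0.2) from edgeR that did not pass. With age it changed by 0.44 (standard error 0.11, adjusted p = 0.0033) in WT and by 0.34 (standard error 0.10, adjusted p = 0.012) in TG rats on the log2 scale. Both adjusted p values of age passed 0.05 and neither change reached the absolute log2 fold change of 0.5.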

Although *Slc18a2* was not differentially expressed in TG animals, its premature upregulation in young TG animals aligns with the notion of early serotonergic adaptation in response to *SNCA* overexpression and dopamine depletion. Translating this finding to PD patients, this suggests that early compensatory mechanisms of increased serotonergic sprouting and dopamine release might initially preserve motor function but might also contribute to L-DOPA-induced dyskinesia at later stages. Hypothesizing on the underlying mechanism of early compensatory neuritogenesis, transcription factor analysis further revealed that genes showing early upregulation in TG animals are enriched for targets of Pax6, a regulator of neuronal plasticity [30], suggesting its potential involvement in early serotonergic adaptation. It is important to note that transcriptomic profiling in this study was performed on whole striatal tissue, which consequently might obscure region-specific serotonergic effects reported by Stemick et al., 2020.

The shared expression patterns observed across brain regions led us to investigate common transcriptomic changes arising from the transgene. Indeed, we identified a core set of differential genes affected by *SNCA* overexpression in all examined brain regions. Pure random as well side effects in the vicinity of potential integration sites of the BAC construct seem unlikely given the genomic location of affected genes and highly similar expression pattern in all three brain regions.

Among these cross-regional DEGs neither a specific pathway or cellular function was enriched, nor did a gene regulatory network analysis reveal a dominant regulator or a central signalling pathway, suggesting that the observed transcriptional changes reflect widespread effects of *SNCA* overload, rather than the dysregulation of a singular pathway. However, there were several individual candidates of functional interest, including key genes of the dopaminergic machinery like *Ddc* [48], as well as *Sncg* encoding for gamma-synuclein, another member of the synuclein family [49], which can induce aggregations of aSyn and can aggregate itself. Increased expression of *Sncg* was also described in a toxin-induced non-human primate model of PD [50]. Among the cross-regional DEGs were several calcium-channels previously linked to PD including *Orai2*, *Gpr157*, and *P2rx4* [51–53]. The core set of genes also included *Fam111a*, one of the highest overexpressed gene across all brain regions, encoding a serin protease involved in DNA replication and antiviral defence, whose protease activity is linked to apoptosis [54, 55]. Transcriptomic analysis of a toxin-induced rat model of PD identified *Fam111a* as differentially expressed across five brain regions, linked to synaptic dysfunction [56]. However, the mechanistic role of *Fam111a* in PD pathogenesis remains unclear. Transcription factor analysis revealed enrichment for target genes of SP1 among the cross-regional DEGs, with SP1 activity being reduced in an age-dependent manner. Downregulation of SP1 was shown to be neuroprotective in a toxin induced mouse model of PD [57], therefore its initial downregulation may reflect a compensatory response to *SNCA* overexpression in young TG animals.

Notably, many of the common genes across brain regions were recovered even in gut tissue, pointing to a region-independent regulatory core upon which *SNCA*-induced perturbations unfold in a region-specific manner. Although specific pathological changes along the gut-brain axis have not yet been characterized in BAC SNCA rats, prior studies in BAC SNCA mice reported phosphorylated alpha-synuclein in the dorsal motor nucleus of the vagus nerve as early as 2 months of age, which coincided with significant gait alterations in young TG animals [58]. These findings highlight a potential link between early peripheral pathology and central motor symptoms. Furthermore, previous work has demonstrated altered microbiome composition and alpha-synuclein protein expression in the gut of 2-months-old BAC SNCA rats, with progressive accumulation of alpha-synuclein in the gut over time [32]. These peripheral changes support the idea that gut-derived alpha-synuclein may play a role in shaping the disease phenotype [59]. The distinctive pattern of gene expression changes across diverse tissues suggests a fundamental, systemic response to *SNCA* overexpression. It implies that while the core regulatory response may be consistent across tissues, the specific manifestations and downstream effects vary depending on the cellular context and function. Although the shared DEGs do not converge on a single pathway, they comprise multiple cellular functions aligning with known PD-related processes including oxidative stress response and proteostasis (*Ephx2*, *Rtn4ip1*, *Retsat*, *Pex11a*, *Ube3d*) or immune signalling (*Ilr3a*, *Selplg*, *Mpeg1*, *Tmem119*), the latter being consistent with an activated inflammatory environment in the gut of BAC SNCA rats [32]. While exact mechanistic pathways remain speculative, the observed transcriptomic changes in both brain and gut align with the hypothesis of an early, gut-brain interaction in PD pathophysiology.

While it remains to future studies to examine the consequences of these transcriptomic changes on protein level and advance to functional implications, the genes and patterns we highlight here might serve as anker points to direct efforts to. In particular, the involvement of serotonergic adaptions—highlighted both on transcriptome level and in previous studies—points to serotonergic receptor modulators as a promising avenue for future investigation, especially in the context of L-DOPA-induced dyskinesia. Pharmacological targeting of these pathways may help clarify the dual role of serotonergic plasticity as both compensatory and maladaptive in synucleinopathies.

## MATERIALS AND METHODS

### Experimental animals and tissue preparation

Male homozygous transgenic rats overexpressing full-length human *SNCA* including its regulatory elements [19] as well as WT rats with the same genetic background (Sprague-Dawley) were housed in a standard environment until the age of 5 and 12 months. Experimental animals were obtained by crossing heterozygous male with heterozygous female rats. Homozygous or WT status was confirmed by genotyping with quantitative PCR using DNA from ear biopsies with primer sequences specifically for human *SNCA* (F: 5′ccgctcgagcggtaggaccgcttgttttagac-3′; R: 5′-ctctttccacg ccactatc-3′) and normalized to β-actin as reference (F: 5′agccatgtacgtagccatcca-3′; R: 5′-tctccggagtccatcacaatg-3′). Animals were anaesthetized, decapitated, and the brain immediately dissected on ice and snap frozen in liquid nitrogen. The tissue was stabilized with RNAlater (Qiagen) at 4° C.

### RNA isolation and sequencing

The polyadenylated fraction of RNA isolated from striatum, frontal cortex and cerebellum (n = 5 animals in each of the four experimental groups per brain region) was used for RNA-seq. Total RNA, miRNA, and DNA were simultaneously extracted using the DNA/RNA/microRNA Universal Kit (Qiagen) using the manufacturer protocol. Quality was assessed with an Agilent 2100 Bioanalyzer. Samples with high RNA integrity number (RIN > 7) were selected for library construction. Using the TruSeq RNA Sample Prep Kit (Illumina) and 100 ng of total RNA for each sequencing library, poly(A) selected paired-end sequencing libraries (125 bp read length) were generated according to manufacturer’s instructions. All libraries were sequenced on an Illumina HiSeq 2500 platform at a depth of 20–35 million reads each.

### Quality control, alignment and expression analysis

The Nf-core RNA-seq Pipeline (v3.13.0) [24] served as the primary tool for processing the sequencing data. To assess the read quality of the RNA-seq data FastQC (v0.12.0) was used [60]. Reads were aligned against a custom-built reference genome of the Ensembl *Rattus norvegicus* genome (mRatBN7.2) including the human *SNCA* transgene using STAR [61]. Normalized read counts were obtained with Rsubread (v2.12.3) [62]. Quality control metrics from all samples were aggregated and reviewed using MultiQC (v1.14) [63], including e.g. total number of mapped reads, read coverage, duplication rates, and read distribution across genomic features, to ensure consistency across samples. To confirm the absence of outlier samples, principal component analysis (PCA) was performed on normalized gene expression data. All samples clustered with their respective experimental groups, and no outliers were identified.

DESeq2 (v1.38.3) [64] was used for the differential gene expression analysis. Transcripts with less than 20 reads in the median of all samples were excluded from subsequent differential analysis resulting in 14,948 genes for striatum, 14,697 for cortex and 14,521 for cerebellum. Gene expression was modeled in a 2 x 2 factorial design as a function of genotype, age and their interaction Supplementary Tables 4–6. Significance thresholds for differentially expressed genes were set to a BH-adjusted p-value ≤ 0.05 and a |log2FC| ≥ 0.5. Surrogate variable analysis (v3.46.0) [65] was applied to remove unwanted variation in the data.

Transcript abundance was quantified with Salmon (v1.10.1, parameters: numGibbsSamples 20, seqBias, gcBias, validateMappings) [25] using a gentrome based on the Ensembl *Rattus norvegicus* genome and transcriptome including human *SNCA*. Transcripts per million (TPM) values were imported and scaled (scaleInfReps) with Tximeta (v1.16.1) [66]. Only transcripts with at least 50 counts in at least 5 samples were considered for the differential transcript usage analysis. For differential splicing analysis rMATs (v4.3.0) [67] was used with default parameters. To identify significant splicing events filtering of detected splice events was based on ∆PSI ≥ 0.1 (Percent Spliced In) and a BH-adjusted p-value ≤ 0.01. Sashimi plots to visualize differential splicing events were generated using ggsashimi [68].

Heatmaps and centroids were plotted as log_2_ expression changes relative to the mean expression of WT_5m_ samples. nRPKM values (normalized Reads Per Kilobase per Million total reads) were calculated using read counts from DESeq2 to measure the relative gene expression changes [69]. For gene ontology analysis WebGestalt and gProfiler [70] were used to identify overrepresented biological processes for differentially expressed genes [71]. Gene set enrichment analysis was conducted using FGSEA [72]. Transcription factor prediction was carried out using decoupleR [73]. Gene regulatory network analysis was performed using Neko [74] in conjunction with the Omnipath interaction database [75]. Bimodal interactions were excluded from the analysis and intermediated nodes were introduced to capture potential regulatory signalling pathways by setting the indirect network pathway length to one.

### Data availability

RNA-seq data files have been uploaded to GEO database and are available under the accession number GSE281984.

## Supplementary Material

Supplementary Figures

Supplementary Table 1

Supplementary Table 2

Supplementary Table 3

Supplementary Table 4

Supplementary Table 5

Supplementary Table 6

# Supplementary material for: Brain region-specific and systemic transcriptomic alterations in a human alpha-synuclein overexpressing rat model
**Source:** Aging (Albany NY). 2025 Oct 20;17(10):2598–636. doi: 10.18632/aging.206331
**Supplement:** Supplementary Figures

SUPPLEMENTARY FIGURES

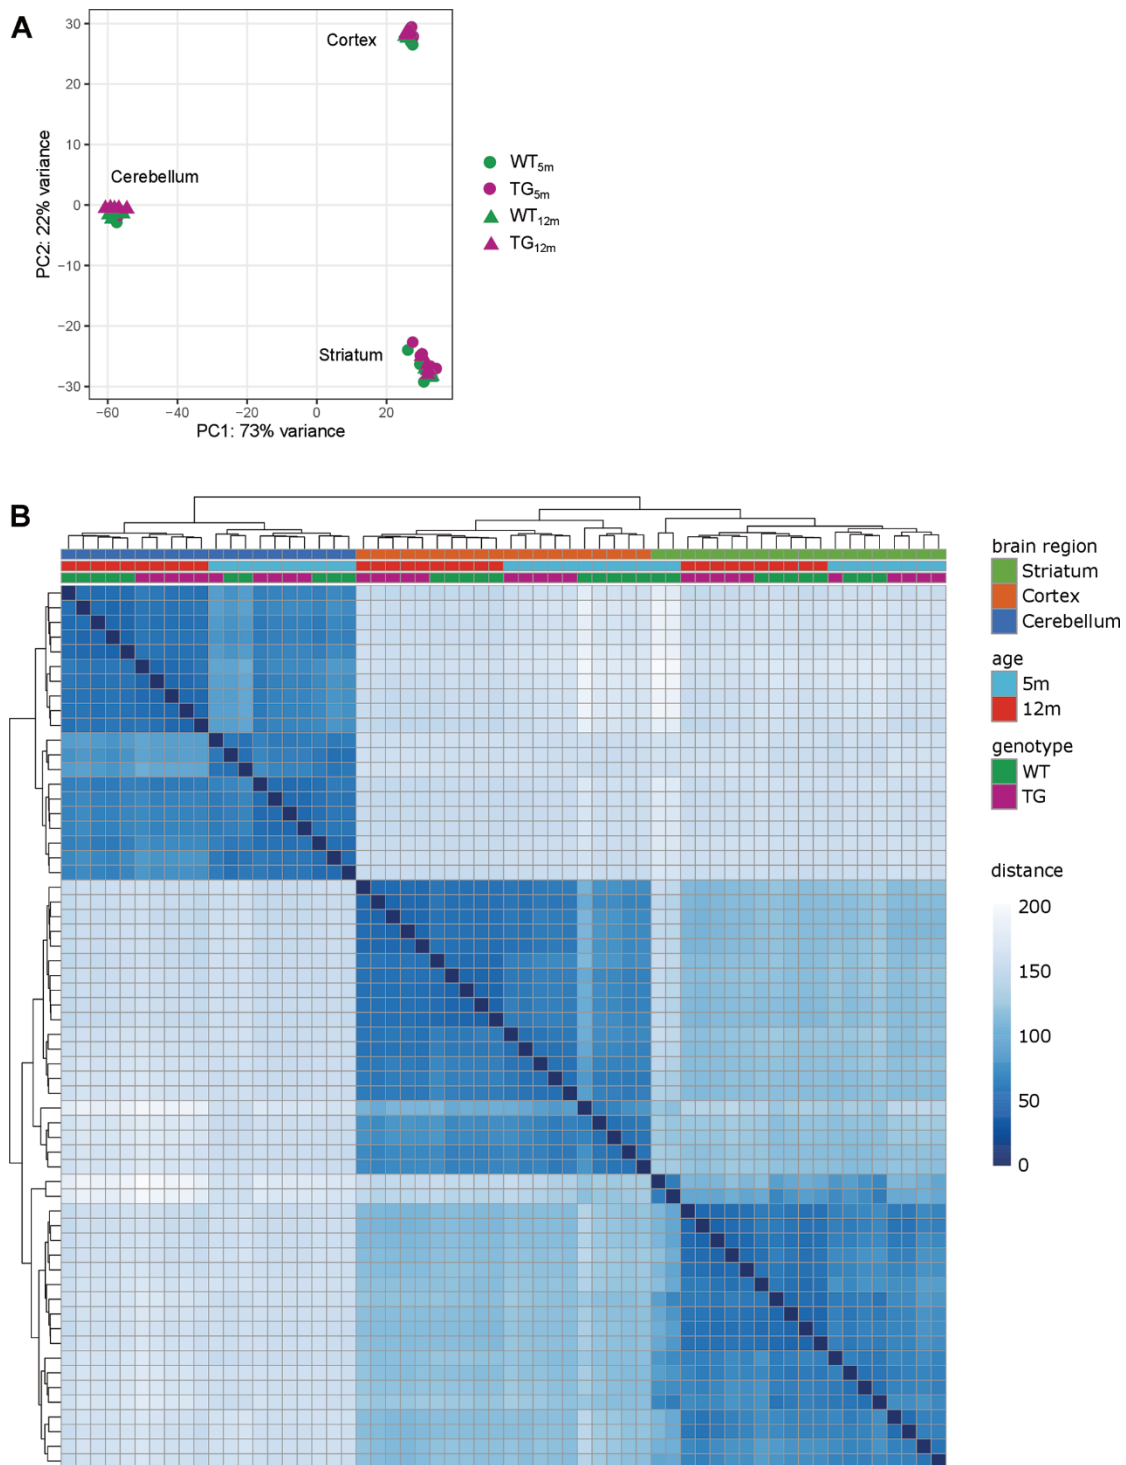

Supplementary Figure 1. Samples are separated by brain region, age, and genotype. (A) Principal component analysis of the top 500 most variable genes for all samples. The percentages along the axes represent variance explained between samples for first and second principal component. (B) Heatmap of sample-to-sample distance. Gradient of blue shows Euclidean distance and samples are color-coded based on experimental group.

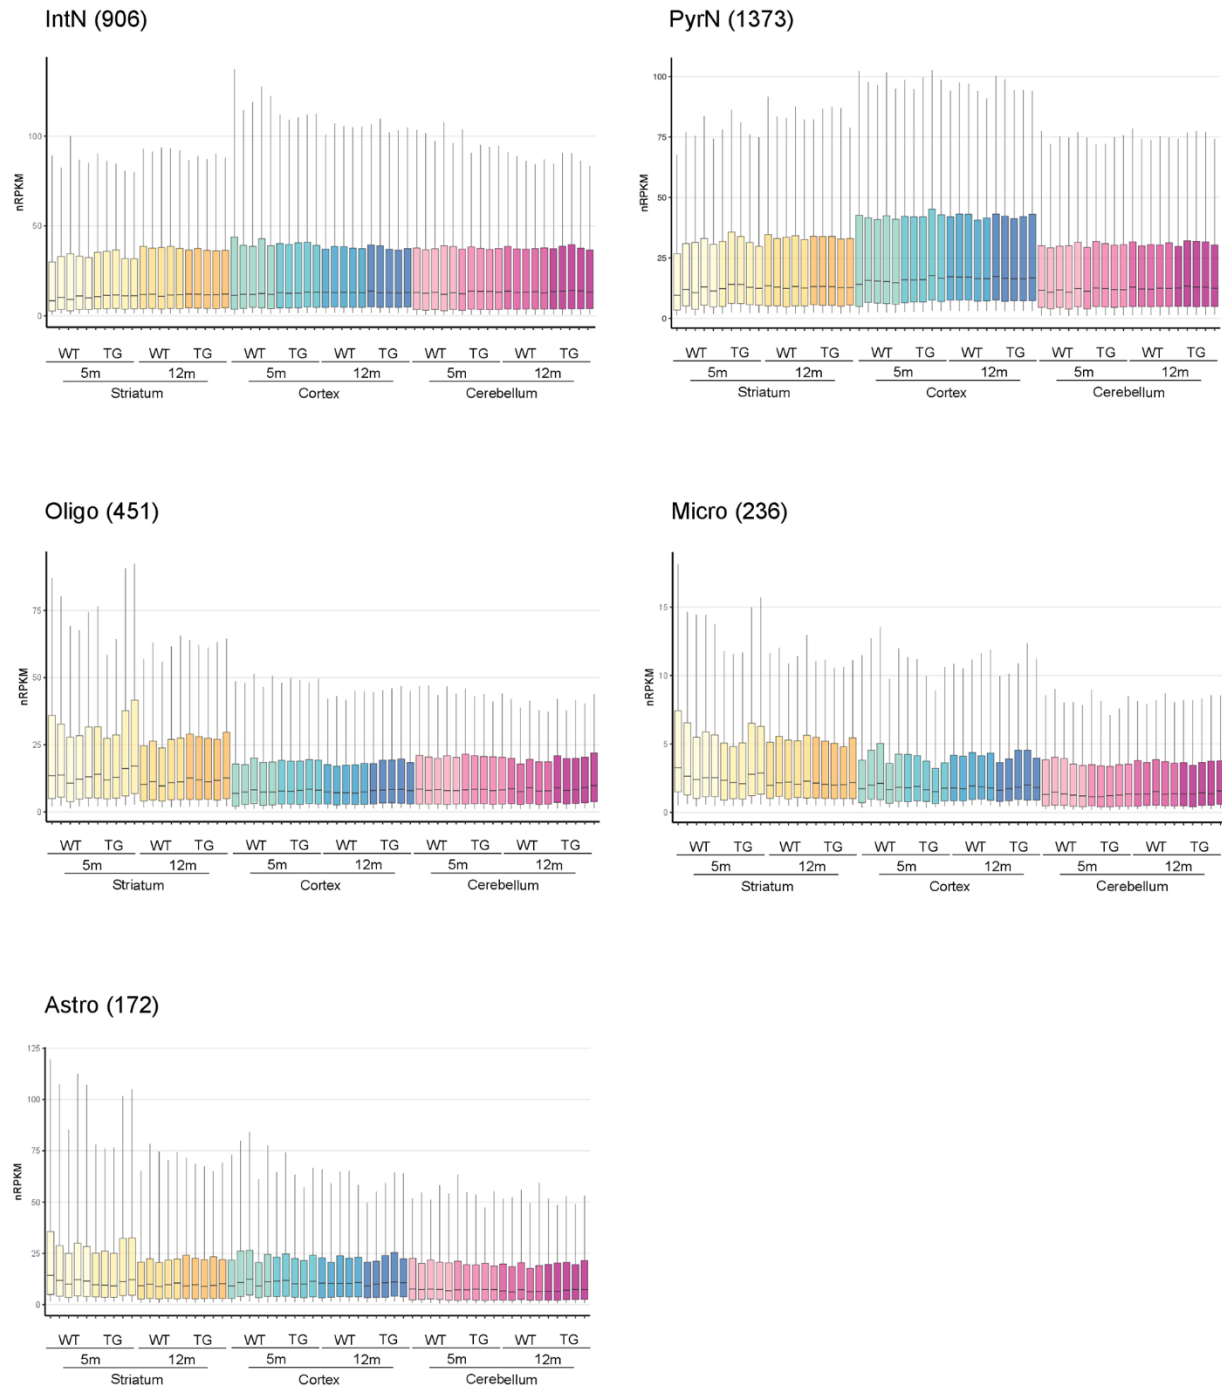

Supplementary Figure 2. Cell type composition estimates between striatal, cortical, and cerebellar samples. Cell type-specific gene expression for five reference cell types in 5- and 12-month-old WT and TG rats per brain region. Expression for each cell type based on reference single-cell data [26], shown as boxplots with geometric mean as well as 10th, 25th, 75th, and 90th quantile. Number of considered genes in brackets for interneurons (IntN), pyramidal neurons (PyrN), oligodendrocytes (Oligo), microglia (Micro) and astrocytes (Astro).

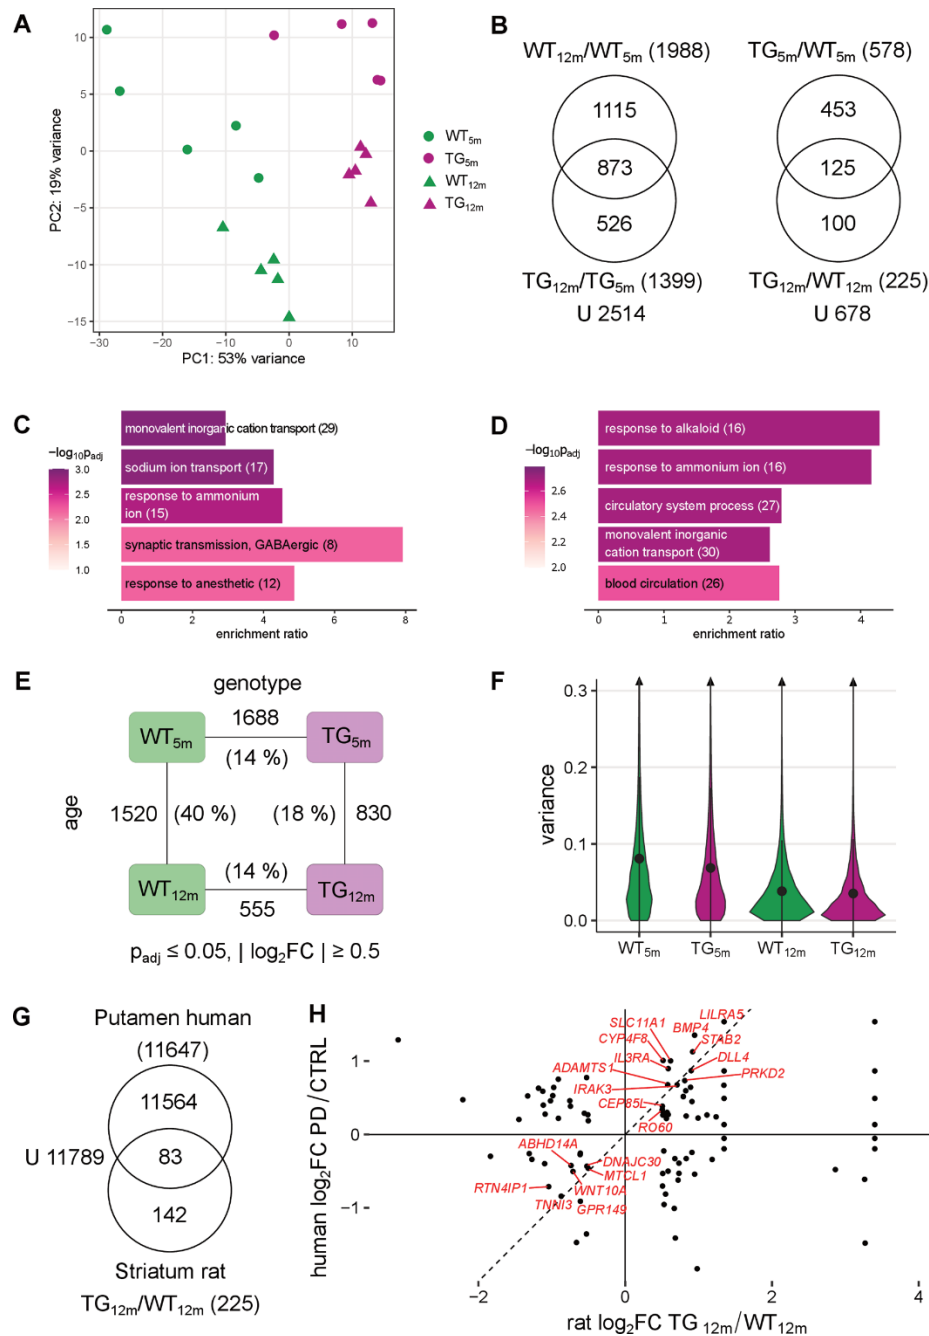

Supplementary Figure 3. Age-dependent transcriptomic changes in the striatum of *SNCA* overexpressing rats. (A) Principal component analysis of top 500 most variable genes in striatum for five rat samples per experimental group. The percentages along the axes represent variance explained between groups for first and second principal component. (B) Venn diagram comparing DEGs identified along the age axis in WT and TG rats between 5 and 12 months of age (left) and along the genotype axis between 5- and 12-month-old TG rats (right) in the striatum. (C) Five most significant enriched biological processes for the 578 DEGs in 5-month-old TG rats (shown in Figure 2A) with indicated adjusted p-value, enrichment ratio and DEG count in brackets. (D) Five most significant enriched biological processes for 678 striatal DEGs in 5- and 12-month-old TG animals (shown in Figure 5A) with indicated adjusted p-value, enrichment ratio and DEG count in brackets. (E) Number of differential transcripts between experimental groups in striatum, along the genotype (WT and TG) and age axes (5 and 12 months) with the proportion of overlapping corresponding DEGs in brackets and the indicated significance cut-offs. (F) Violin plot showing the distribution of gene-wise expression variance (calculated from variance-stabilized transformed expression values) for experimental groups for striatum with mean and standard error of the mean. Y-axis was limited to a maximum of 0.3 for better visualization of group differences and small triangle indicates presence of few outlier genes with higher variance values (up to ~6). (G) Venn diagram comparing 225 DEGs identified in the striatum of 12-month-old TG rats and 11647 DEGs identified in the putamen of PD patients [28]. (H) Scatter plot of 83 overlapping DEGs identified in the striatum of 12-month-old TG rats and in the putamen of PD patients.

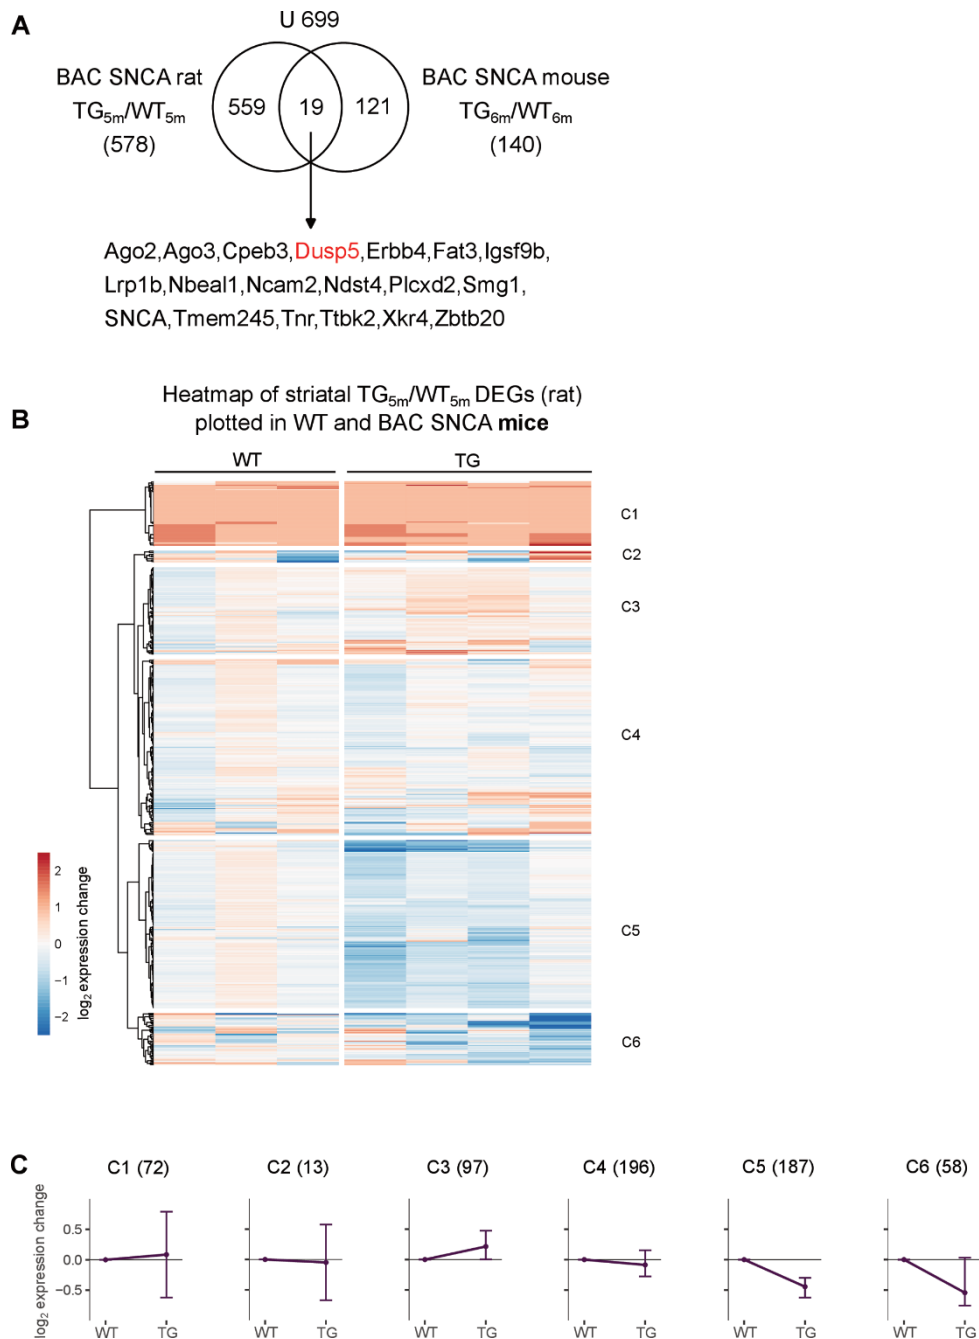

Supplementary Figure 4. Comparison of striatal gene expression changes in young BAC SNCA rats and young BAC SNCA mice.

(A) Venn diagram comparing DEGs identified in the striatum of 5-month-old BAC SNCA rats and DEGs identified in the striatum of 6-month-old BAC SNCA mice. Overlapping genes with same regulation are marked in red. (B) Heatmap of hierarchically clustered striatal expression changes of DEGs identified in 5-month-old TG rats plotted in 6-month-old WT and BAC SNCA mice as log₂ expression change relative to WT samples. (C) Average gene expression changes and standard deviation in the striatum of WT and BAC SNCA mice for DEGs identified in TG rats, plotted as centroids clustered in six groups. Numbers of DEGs are shown in brackets.

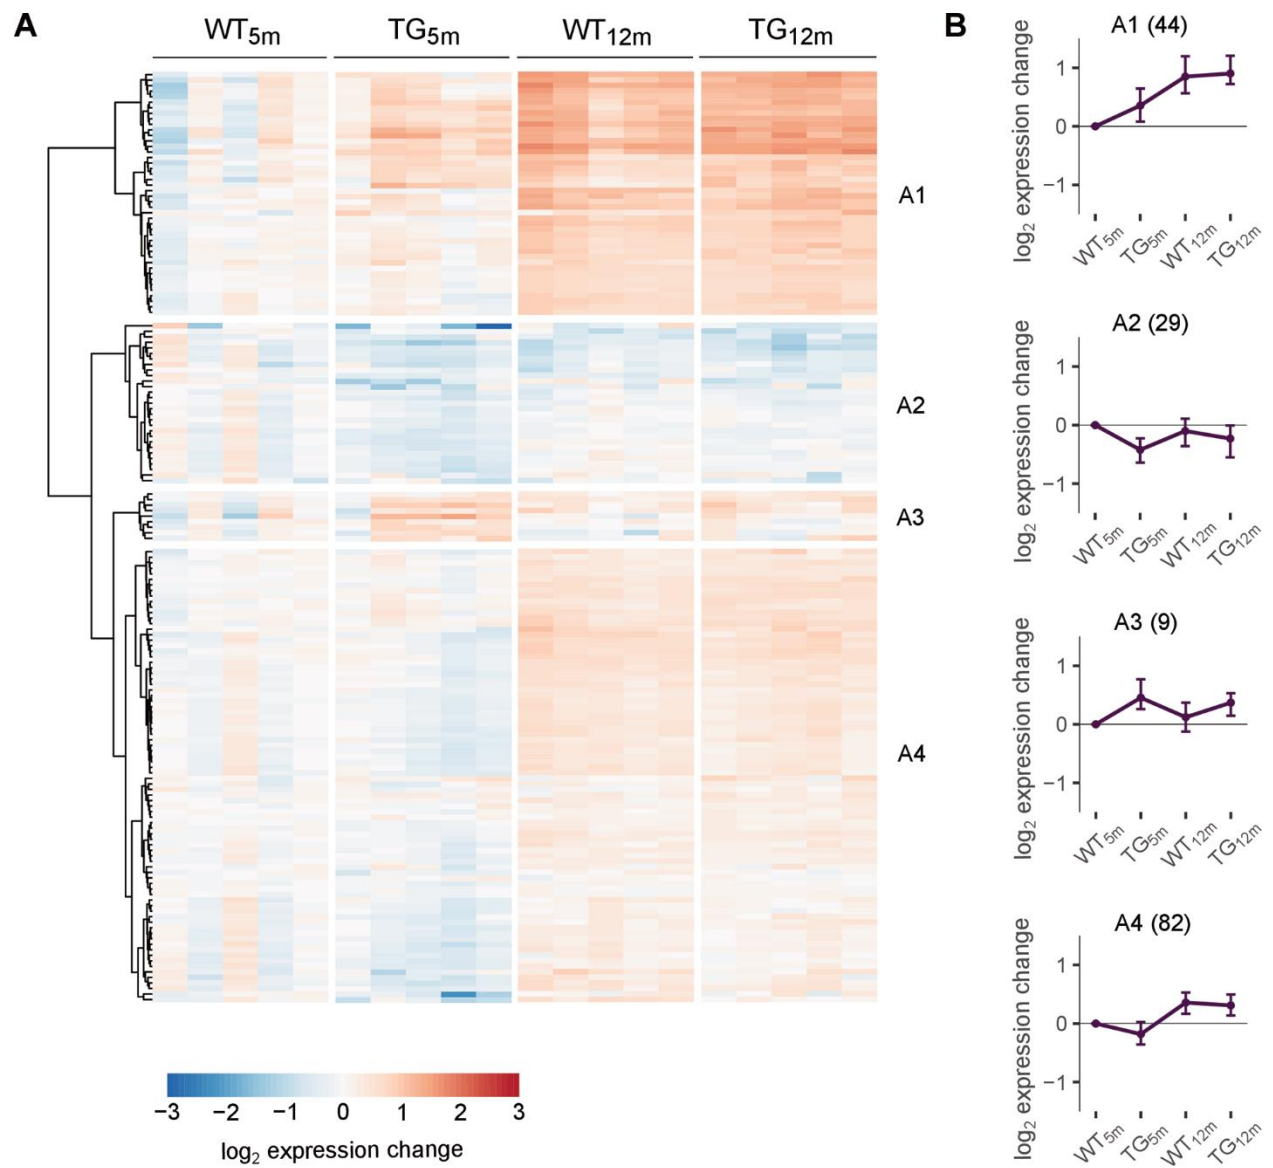

Supplementary Figure 5. Gene expression profile of a striatum-specific age signature. (A) Heatmap of hierarchically clustered striatal expression profiles of age-dependent differentially expressed reference genes [23] as log₂ expression change relative to WT_{5m} per experimental group. (B) Average gene expression changes and standard deviation plotted as centroids for age-dependent reference DEGs clustered in four groups. Numbers of genes shown in brackets.

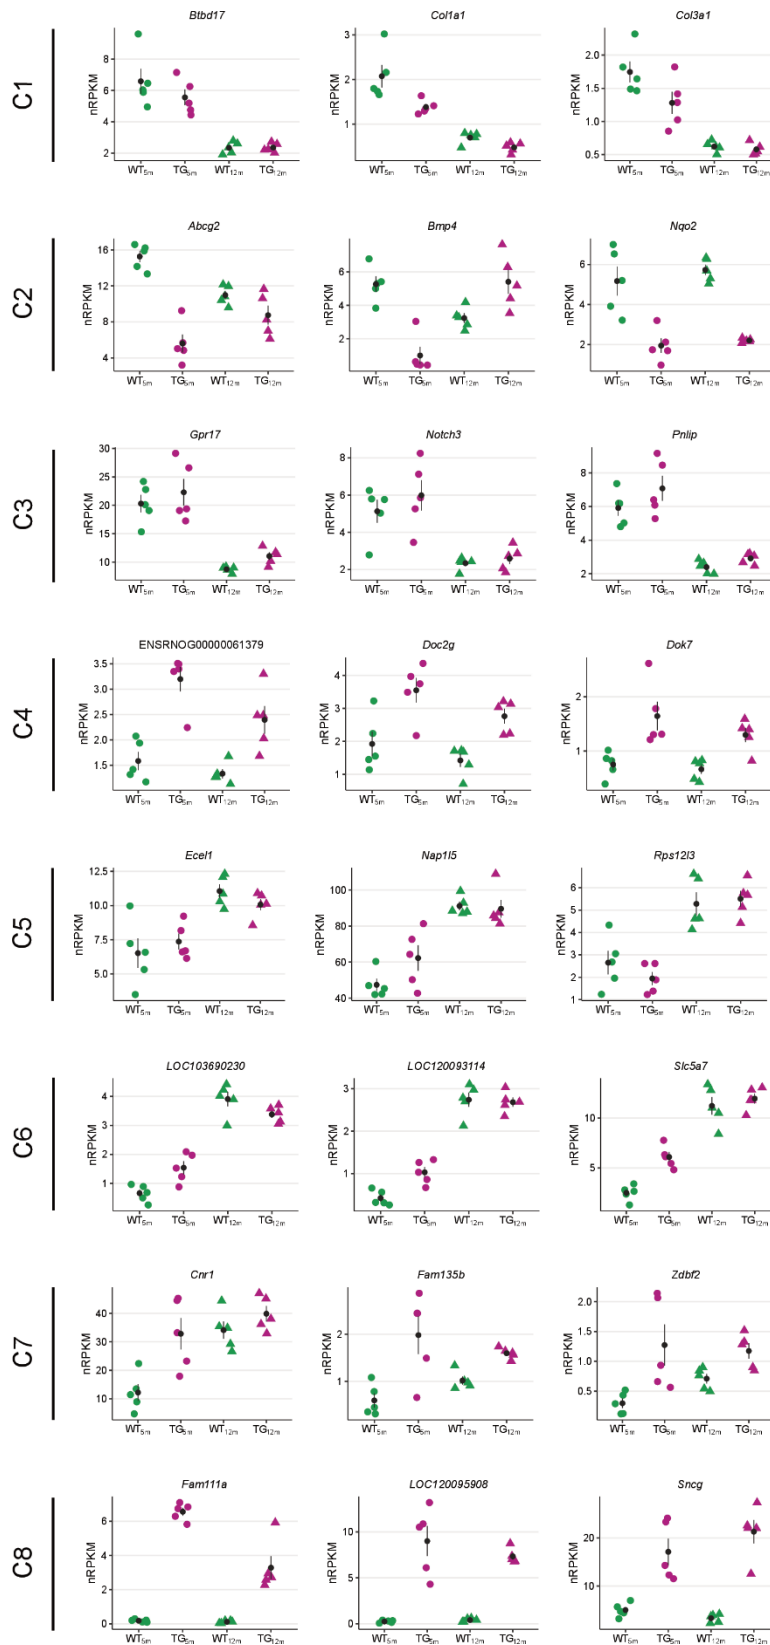

Supplementary Figure 6. Expression level of top three ranked genes of hierarchically clustered striatal expression changes. Top three ranked genes per cluster of Figure 2B with individual nRPKM data points per rat across experimental groups with mean and standard error of the mean. Genes were selected based on the combined rank of $\log_2FC$ and p_{adj} from the differential comparison with the highest average absolute expression change for each cluster.

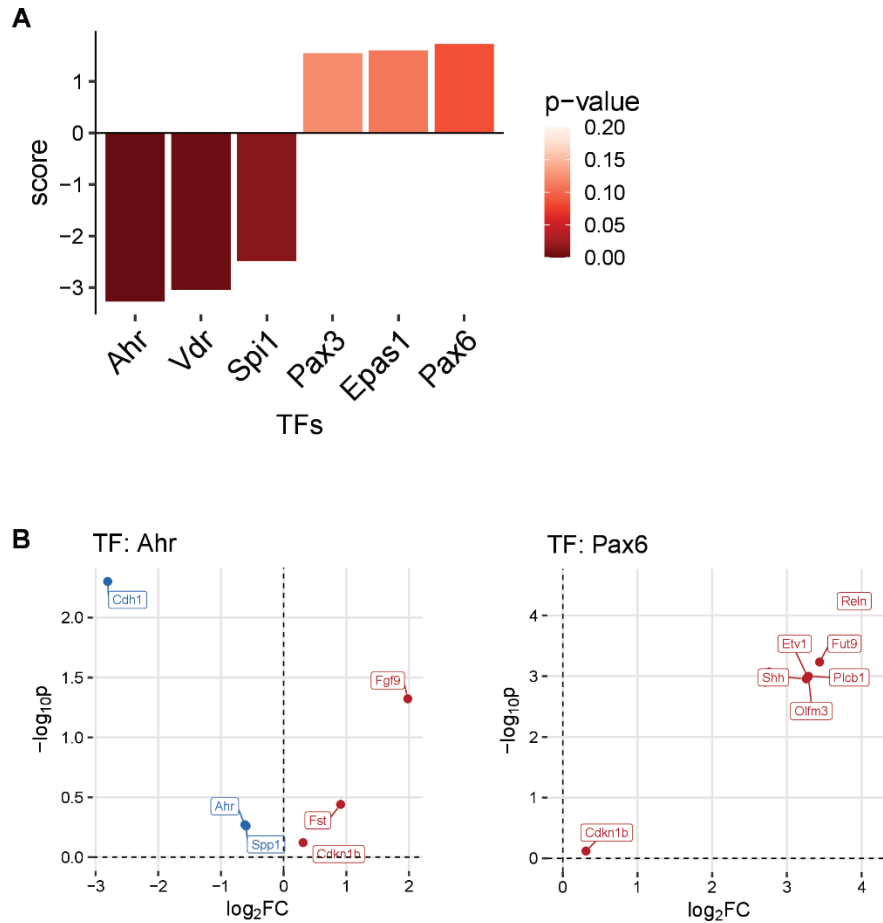

Supplementary Figure 7. Transcription factor activity of premature upregulated genes in the striatum of *SNCA* overexpressing rats. (A) Transcription factor activity for the top three most active and inactive transcription factors with activity score and p-value. (B) Volcano plot of the differential target genes of the most active and inactive transcription factors for the young TG rats. Genes marked in blue deactivate the transcription factor and genes marked in red activate the transcription factor.

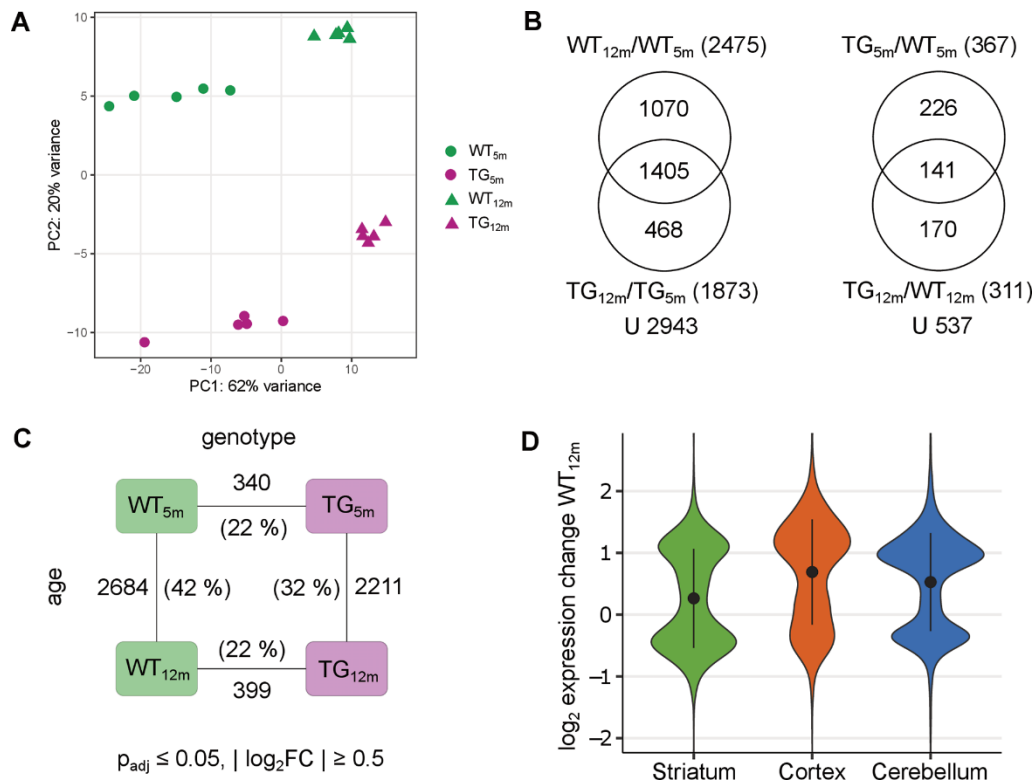

Supplementary Figure 8. Age-dependent transcriptomic changes in the cerebellum of *SNCA* overexpressing rats. (A) Principal component analysis of top 500 most variable genes in cerebellum for five rat samples per experimental group. The percentages along the axes represent variance explained between groups for the first and second principal component. (B) Venn diagram comparing DEGs identified along the age axis in WT and TG rats between 5 and 12 months of age (left) and along the genotype axis between 5- and 12-month-old TG rats (right) in the cerebellum. (C) Number of differential transcripts between experimental groups in cerebellum, along the genotype (WT and TG) and age axes (5 and 12 months) with the proportion of overlapping corresponding DEGs in brackets and indicated significance cut-offs. (D) Violin plot showing distribution of expression changes of union DEGs from WT_{12m} samples as log₂ expression change relative to WT_{5m} across brain regions with mean and standard error of the mean.

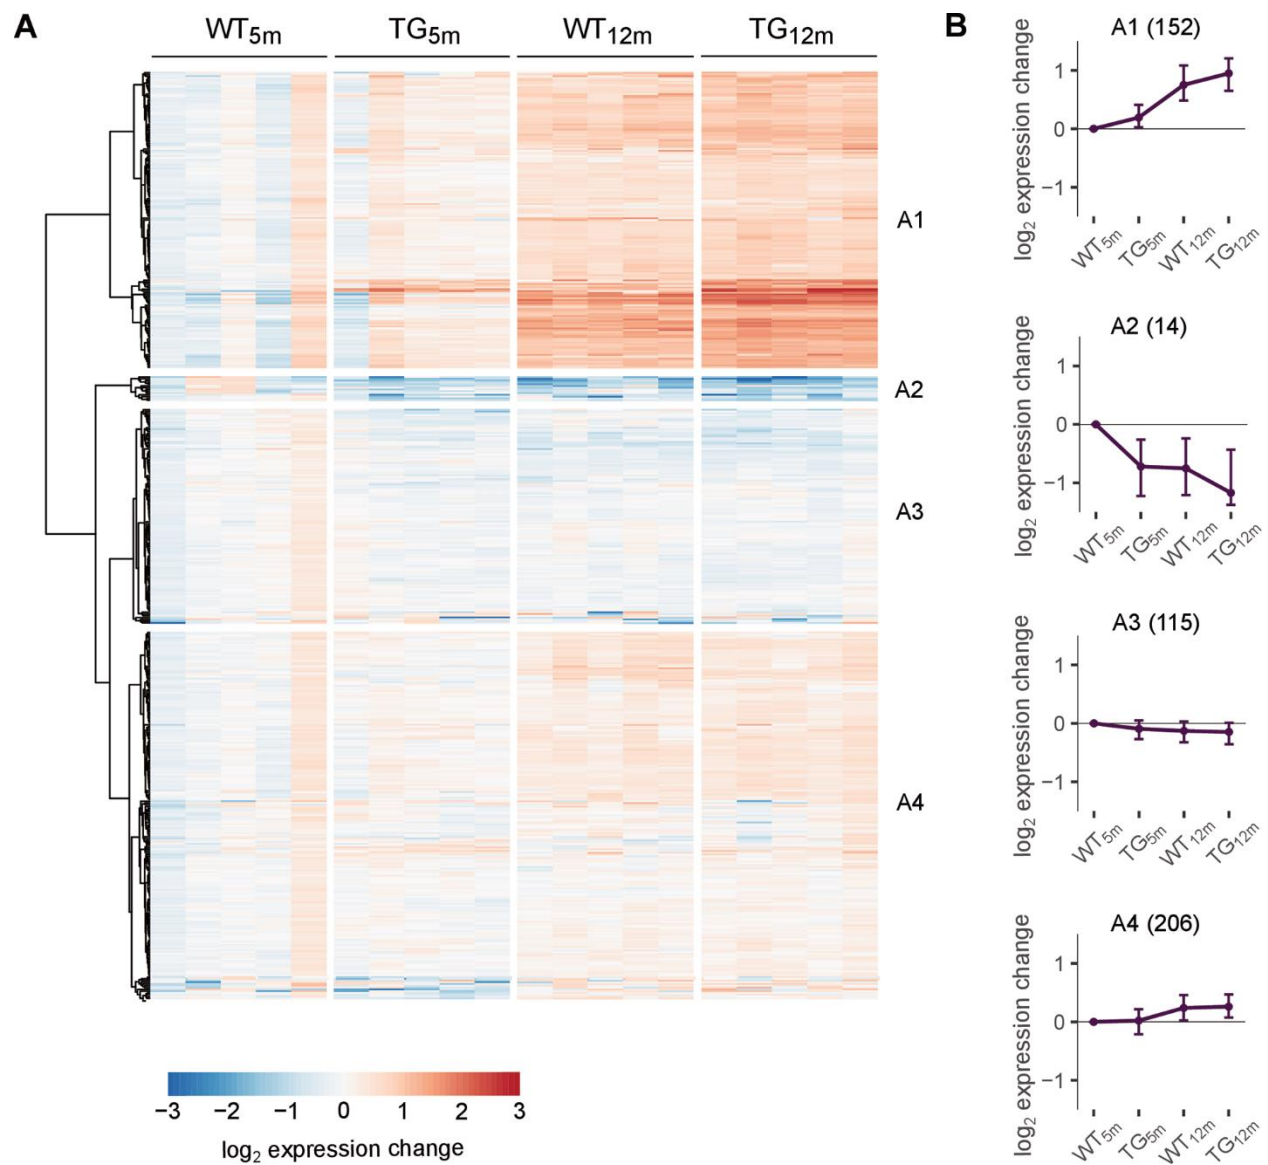

Supplementary Figure 9. Gene expression profile of a cerebellum-specific age signature. (A) Heatmap of hierarchically clustered cerebellar expression profiles of age-dependent differentially expressed reference genes [23] as log₂ expression change relative to WT_{5m} per experimental group. (B) Average gene expression changes and standard deviation plotted as centroids for age-dependent reference DEGs clustered in four groups. Numbers of genes are shown in brackets.

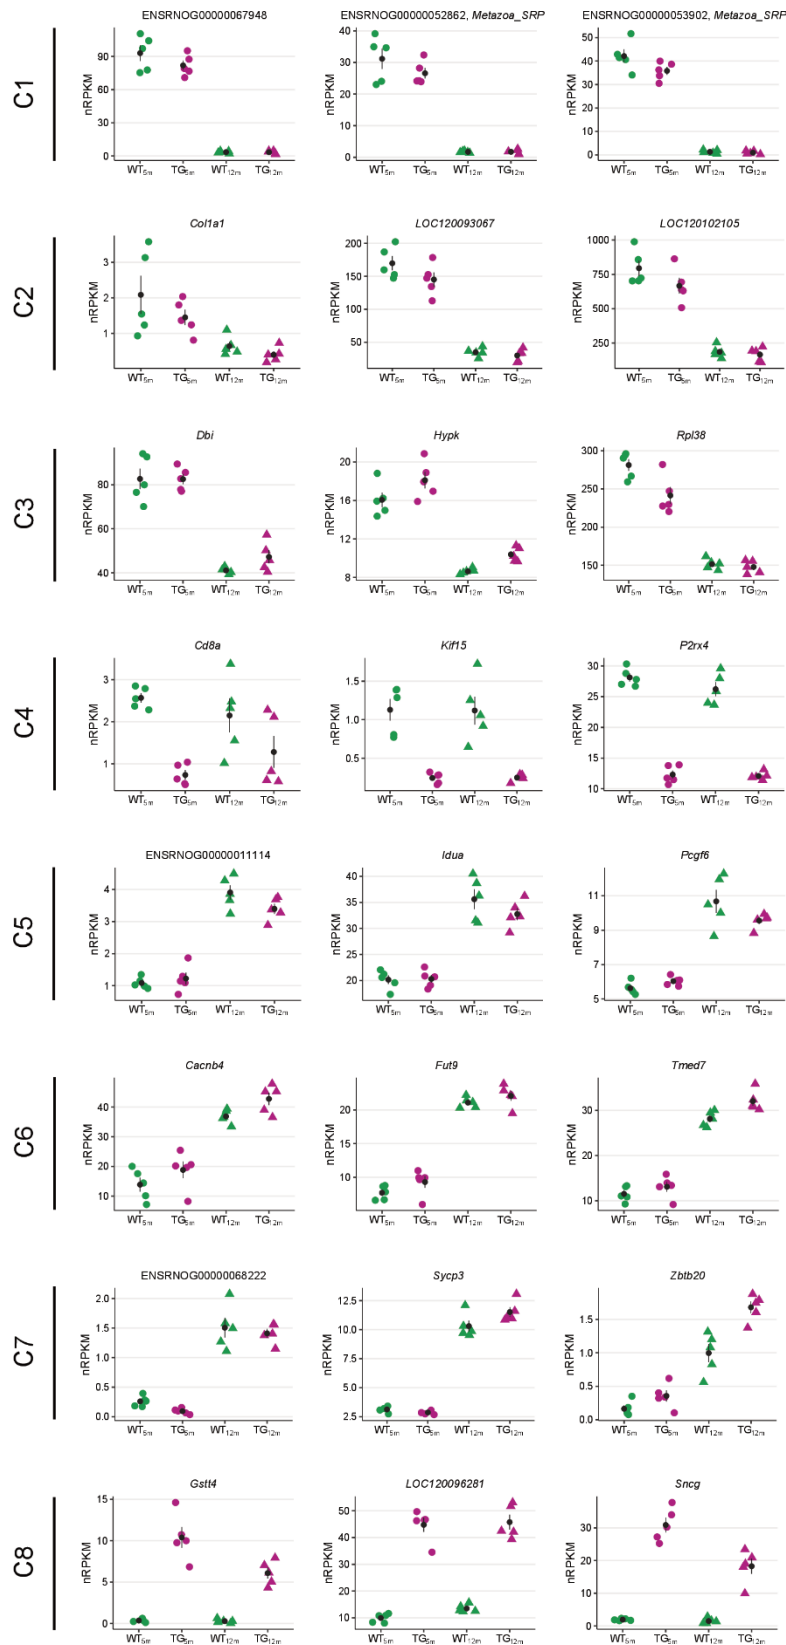

Supplementary Figure 10. Expression level of top three ranked genes of hierarchically clustered cerebellar expression changes. Top three ranked genes per cluster of Figure 3B with individual nRPKM data points per rat across experimental groups with mean and standard error of the mean. Genes were selected based on the combined rank of $\log_2FC$ and p_{adj} from the differential comparison with the highest average absolute expression change for each cluster.

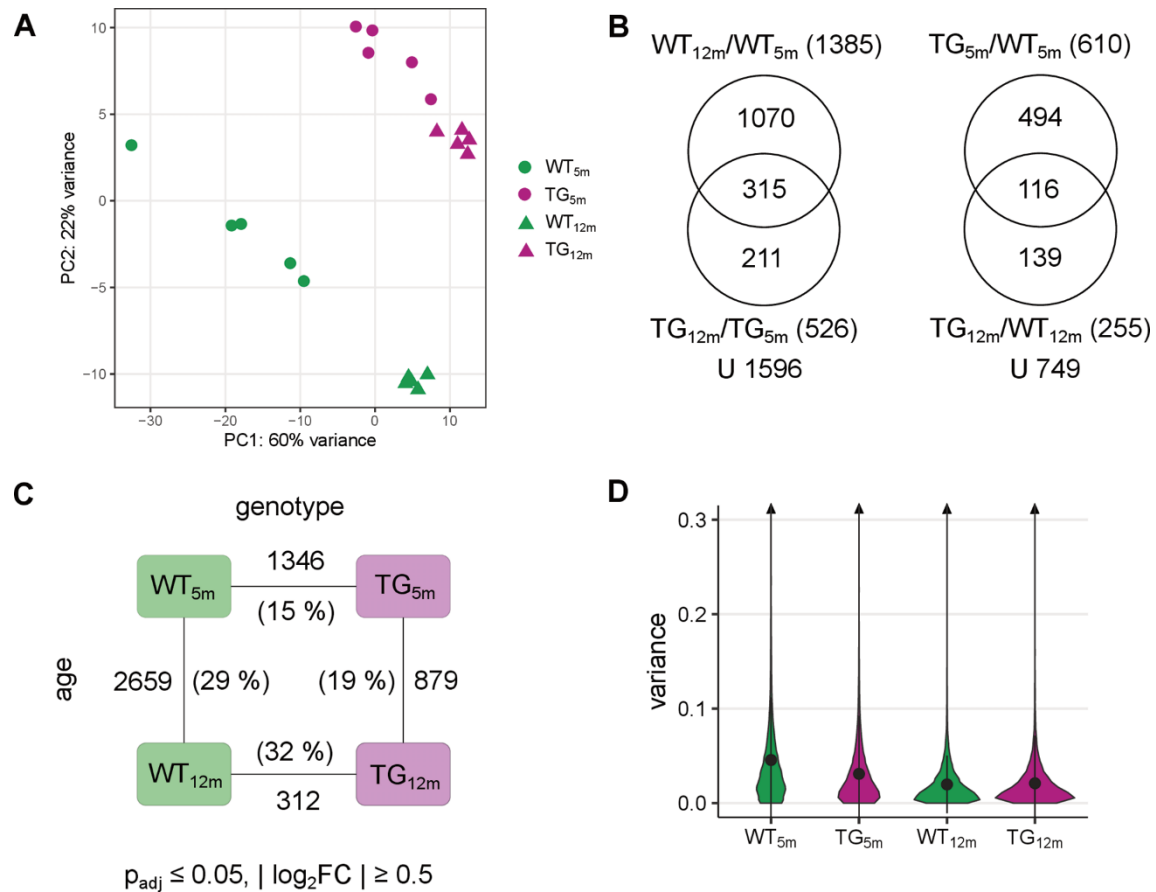

Supplementary Figure 11. Age-dependent transcriptomic changes in the cortex of *SNCA* overexpressing rats. (A) Principal component analysis of top 500 most variable genes in cortex for five rat samples per experimental group. The percentages along the axes represent the variance explained between groups for first and second principal component. (B) Venn diagram comparing DEGs identified along the age axis in WT and TG rats between 5 and 12 months of age (left) and along the genotype axis between 5- and 12-month-old TG rats (right) in the cortex. (C) Number of differential transcripts between experimental groups cortex, along the genotype (WT and TG) and age axes (5 and 12 months) with the proportion of overlapping corresponding DEGs in brackets and the indicated significance cut-offs. (D) Violin plot showing the distribution of gene-wise expression variance (calculated from variance-stabilized transformed expression values) for experimental groups for cortex with mean and standard error of the mean. Y-axis was limited to a maximum of 0.3 for better visualization of group differences and small triangle indicates presence of few outlier genes with higher variance values (up to ~3).

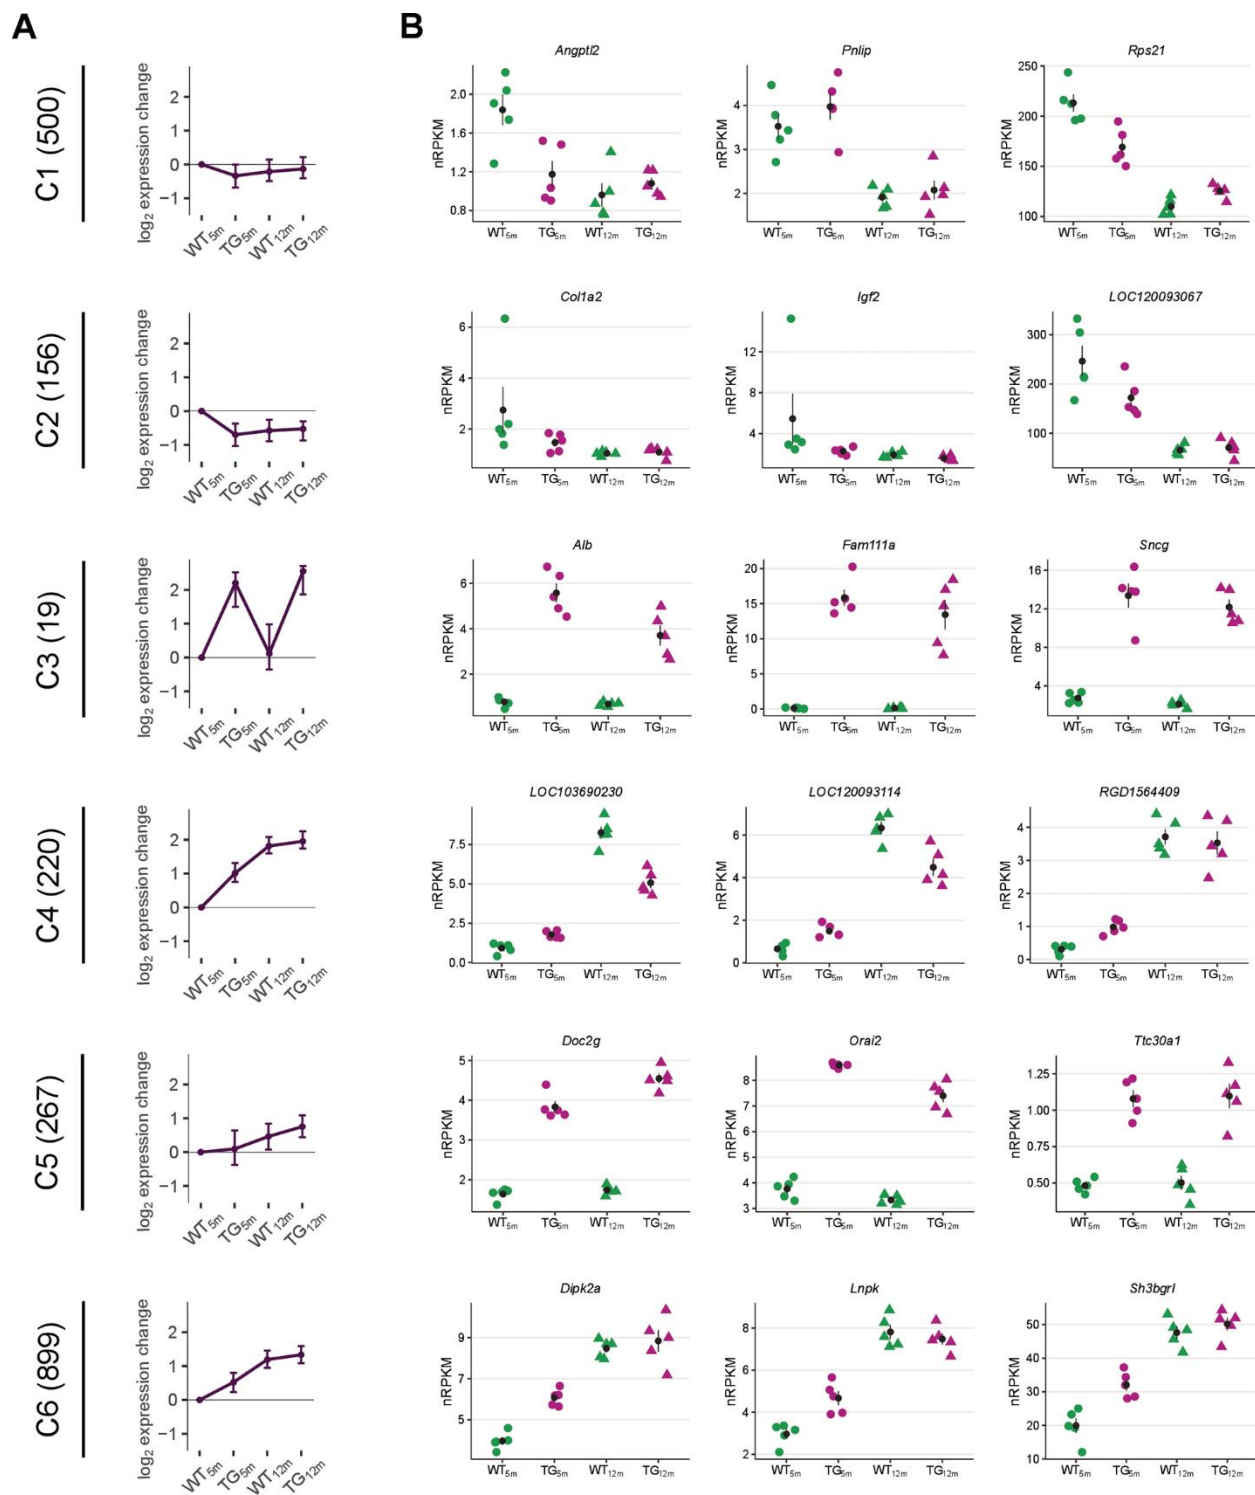

Supplementary Figure 12. Gene expression profiles of hierarchically clustered cortical expression changes. (A) Average gene expression changes and standard deviation of all cortical DEGs plotted as centroids clustered in eight groups. Numbers of DEGs are shown in brackets. **(B)** Expression level of top three ranked genes per cluster with individual nRPKM data points per rat across experimental groups with mean and standard error of the mean. Genes were selected based on the combined rank of log₂FC and p_{adj} from the differential comparison with the highest average absolute expression change for each cluster.

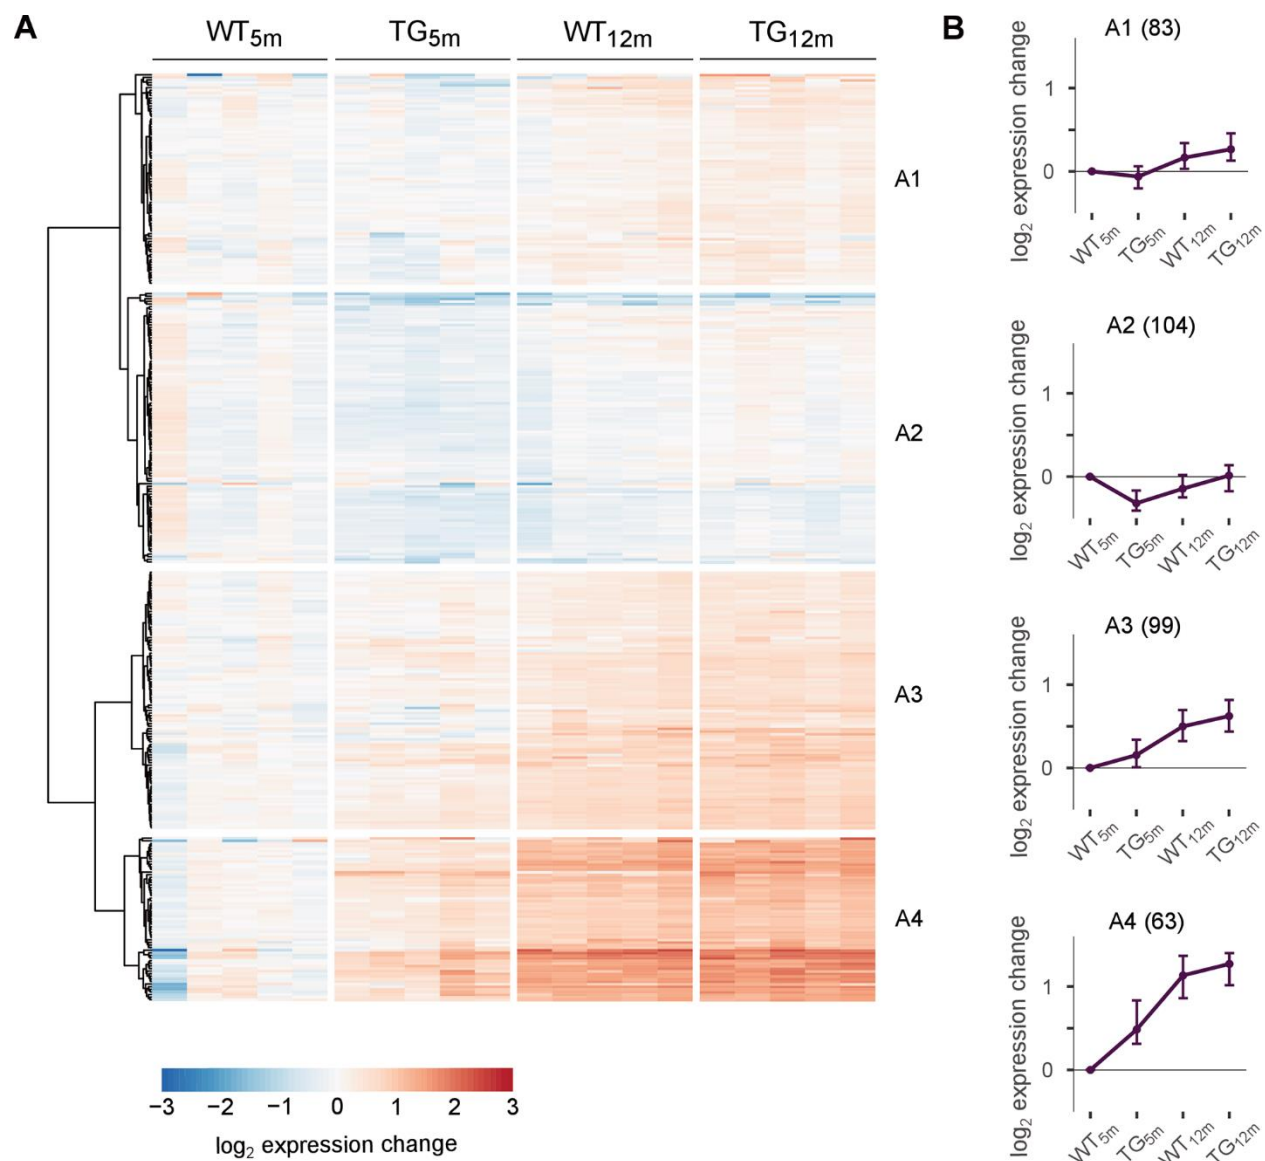

Supplementary Figure 13. Gene expression profile of a cortex-specific age signature. (A) Heatmap of hierarchically clustered cortical expression profiles of age-dependent differentially expressed reference genes [23] as log₂ expression change relative to WT_{5m} per experimental group. (B) Average gene expression changes and standard deviation plotted as centroids for age-dependent reference DEGs clustered in four groups. Numbers of genes in brackets.

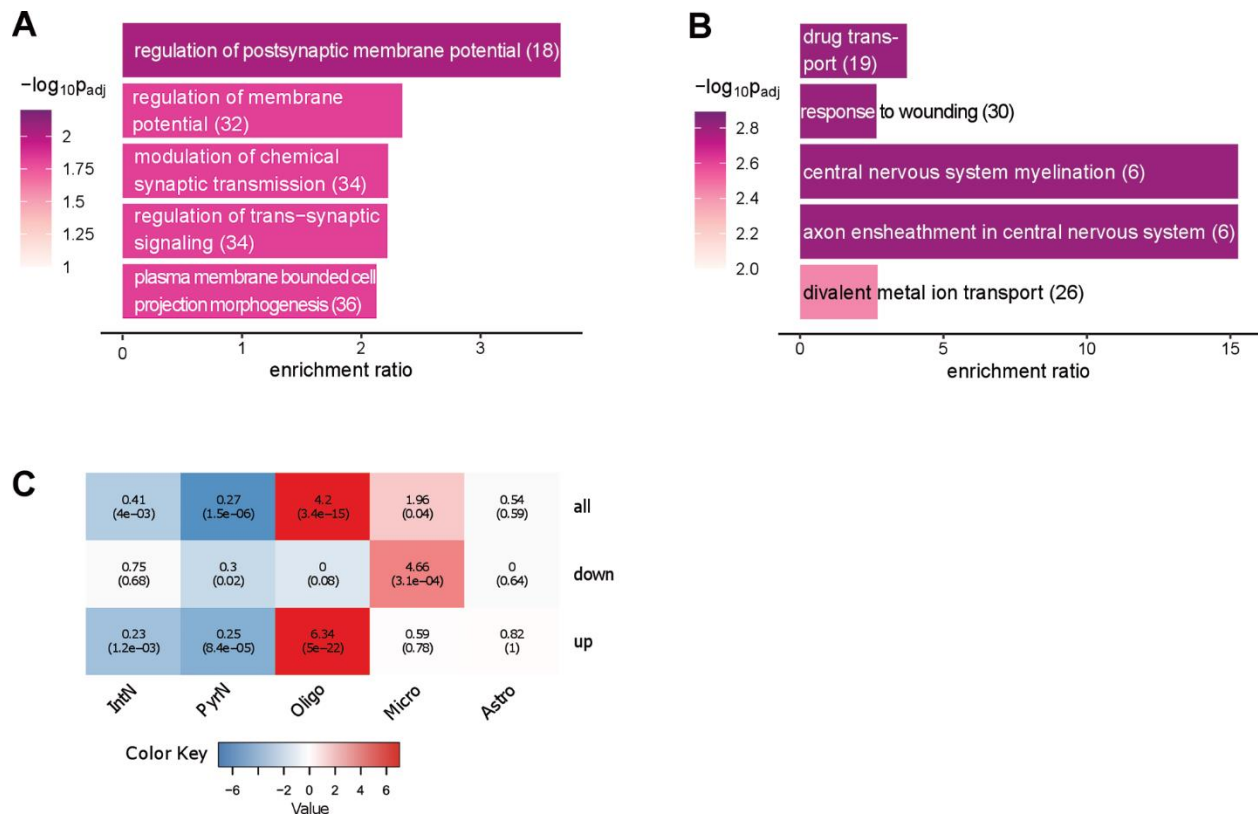

Supplementary Figure 14. Cortical gene expression changes in *SNCA* overexpressing rats. (A) Five most significant enriched biological processes for the DEGs in Cluster C4 and C6 with indicated adjusted p-value, enrichment ratio and DEG count in brackets. (B) Five most significant enriched biological processes for 749 cortical DEGs in 5- and 12-month-old TG animals (shown in Figure 5A) with indicated adjusted p-value, enrichment ratio and DEG count in brackets. (C) Cell type enrichment analysis of 255 DEGs identified in the cortex of 12-month-old TG rats. Shown is the fold enrichment for genes attributed to interneurons (IntN), pyramidal neurons (PyrN), oligodendrocytes (Oligo), microglia (Micro), and astrocytes (Astro) [26]. p-value represents significance in enrichment (red) or depletion (blue) over background by two-sided Fisher's exact test.

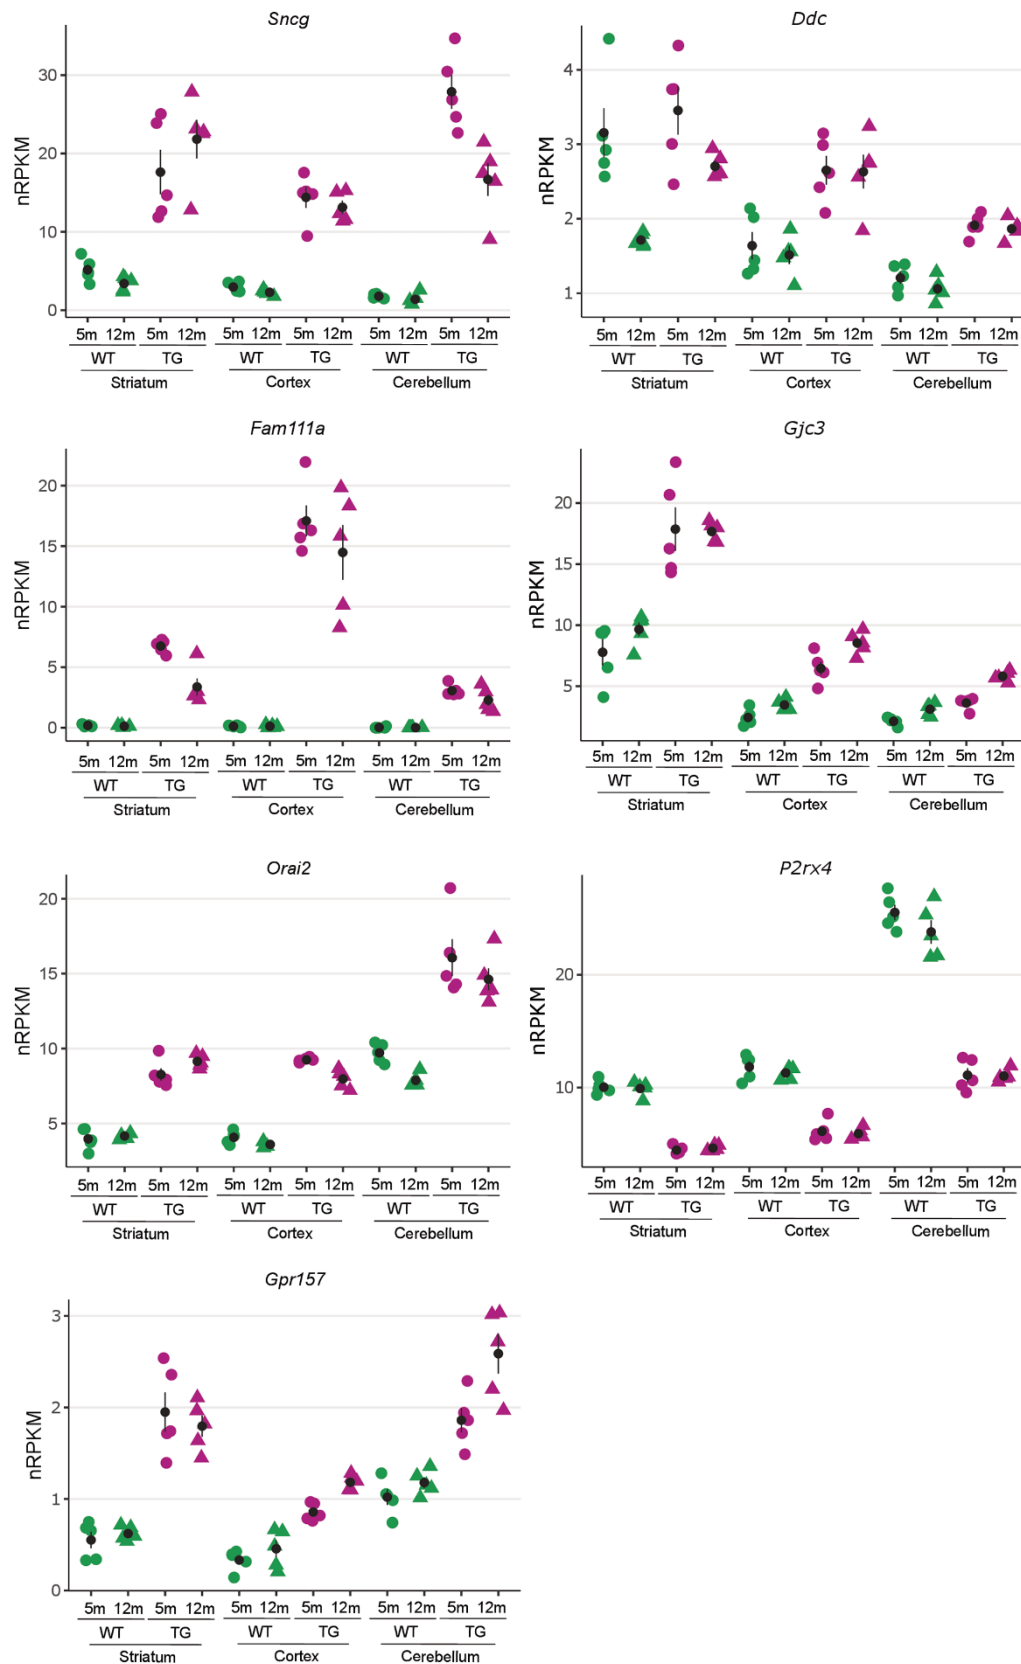

Supplementary Figure 15. Similar dysregulated genes in *SNCA* overexpressing rats across brain regions. Expression level of *Fam111a*, *Gjc3*, *Gpr157*, *Sncg*, *Ddc*, *Orai2*, and *P2rx4* as individual nRPKM data points per rat across experimental groups with mean and standard error of the mean.

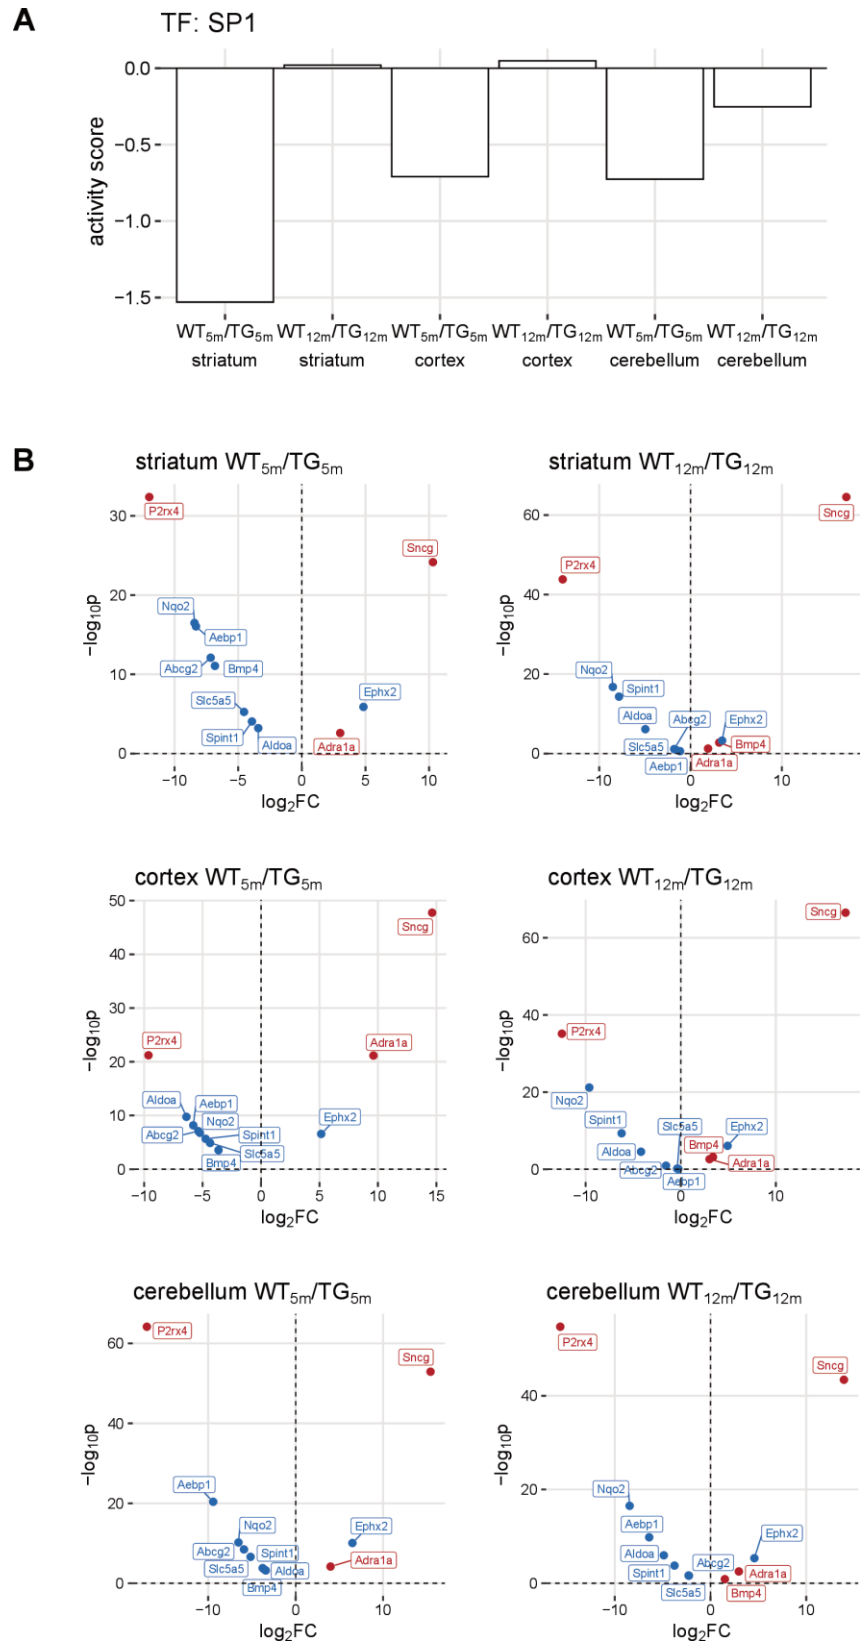

Supplementary Figure 16. SP1 transcription factor activity across brain regions of *SNCA* overexpressing rats. (A) SP1 transcription factor activity with the activity score across brain regions in 5- and 12-month-old TG rats. (B) Volcano plot of SP1 differential target genes across contrasts. Red and blue genes activate and deactivate SP1, respectively.

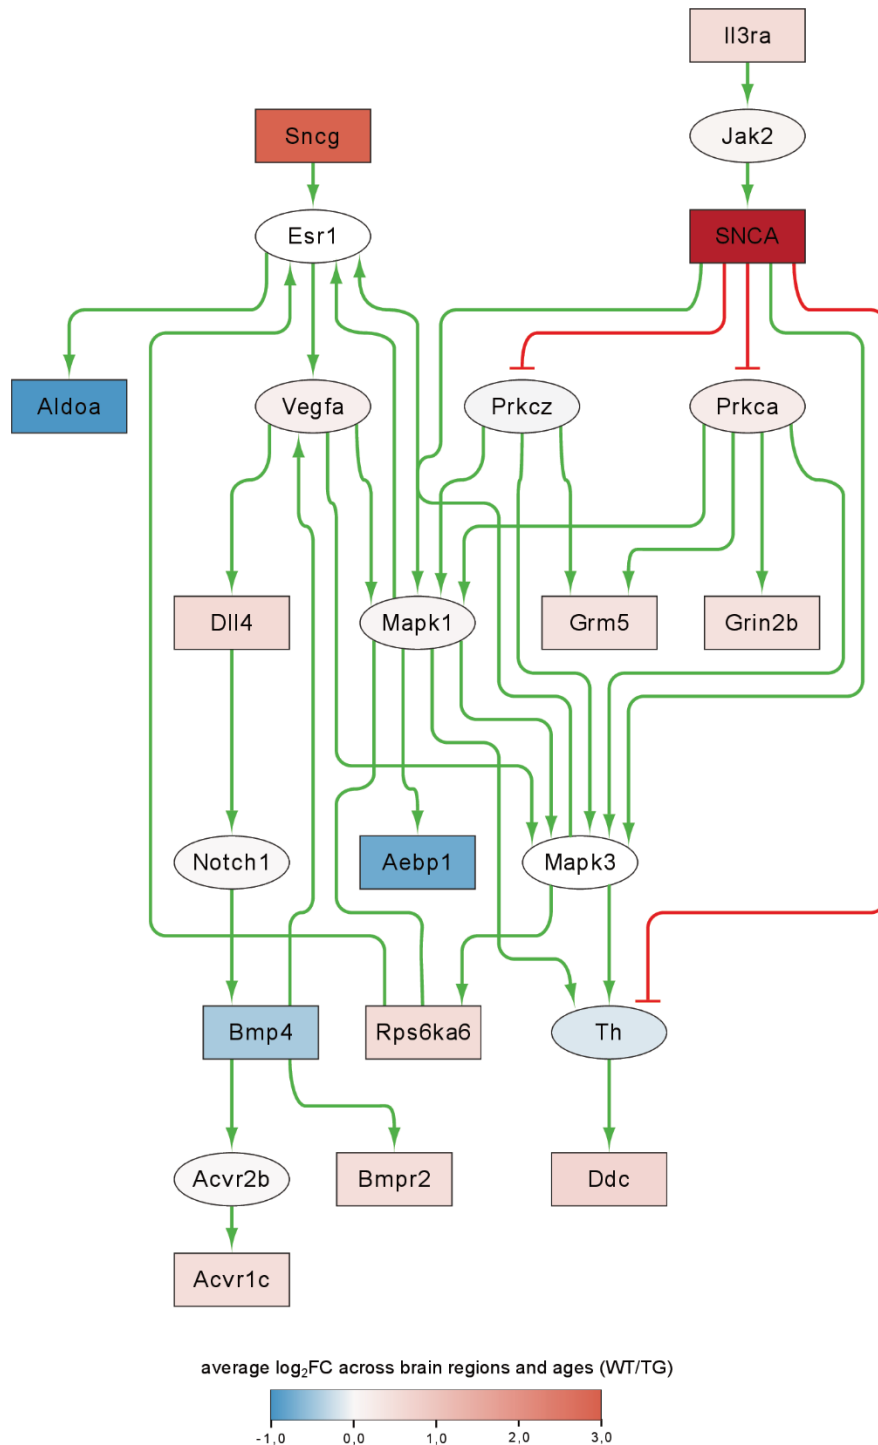

Supplementary Figure 17. Gene regulatory network of the core set of differentially expressed genes across brain regions in *SNCA* overexpressing rats. Squares represent DEGs that are part of the core set, circles represent intermediate nodes not part of the core set. Green edges represent activating interactions, red edges inhibitory. Node color encodes average gene expression $\log_2$ fold-change across brain regions and ages.

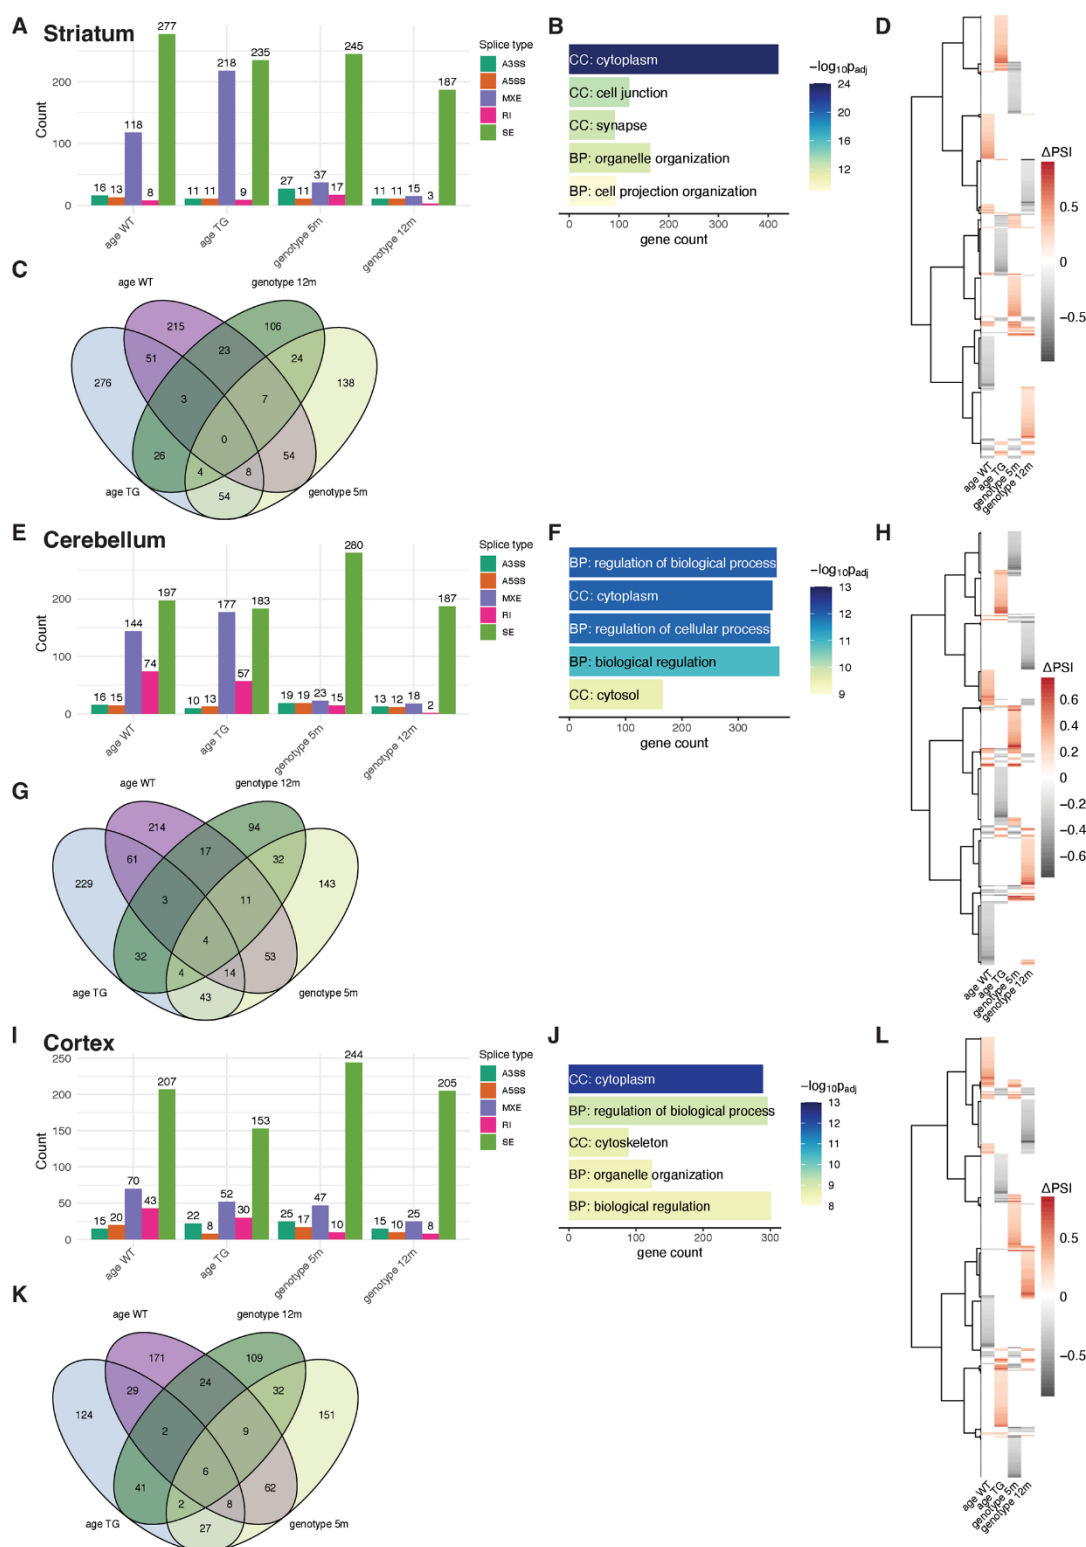

Supplementary Figure 18. Differential splicing events across brain regions and contrasts. (A, E, I) Differential splice event counts with respect to genotype and age. (age WT = WT_{12m}/WT_{5m}, age TG = TG_{12m}/TG_{5m}, genotype 5m = TG_{5m}/WT_{5m}, genotype 12m = TG_{12m}/WT_{12m}) for striatum (A), cerebellum (E), and cortex (I). Color code represents splice event type based on rMATs. Filtering of splice events based on Δ PSI (Percent Spliced In) ≥ 0.1 and FDR ≤ 0.01 . (B, F, J) Five most significantly enriched Gene Ontology terms for differentially spliced genes from A, E, I for striatum (B), cerebellum (F), and cortex (J) with indicated adjusted p-value and gene count. (C, G, K) Venn diagram of genes with differential splicing events for striatum (C), cerebellum (G), and cortex (K). (D, H, L) Clustered heatmap of differential splicing events. Color-code reflects Δ PSI values. Heatmap limited to union of top 100 most significant (gene-)events per contrast.

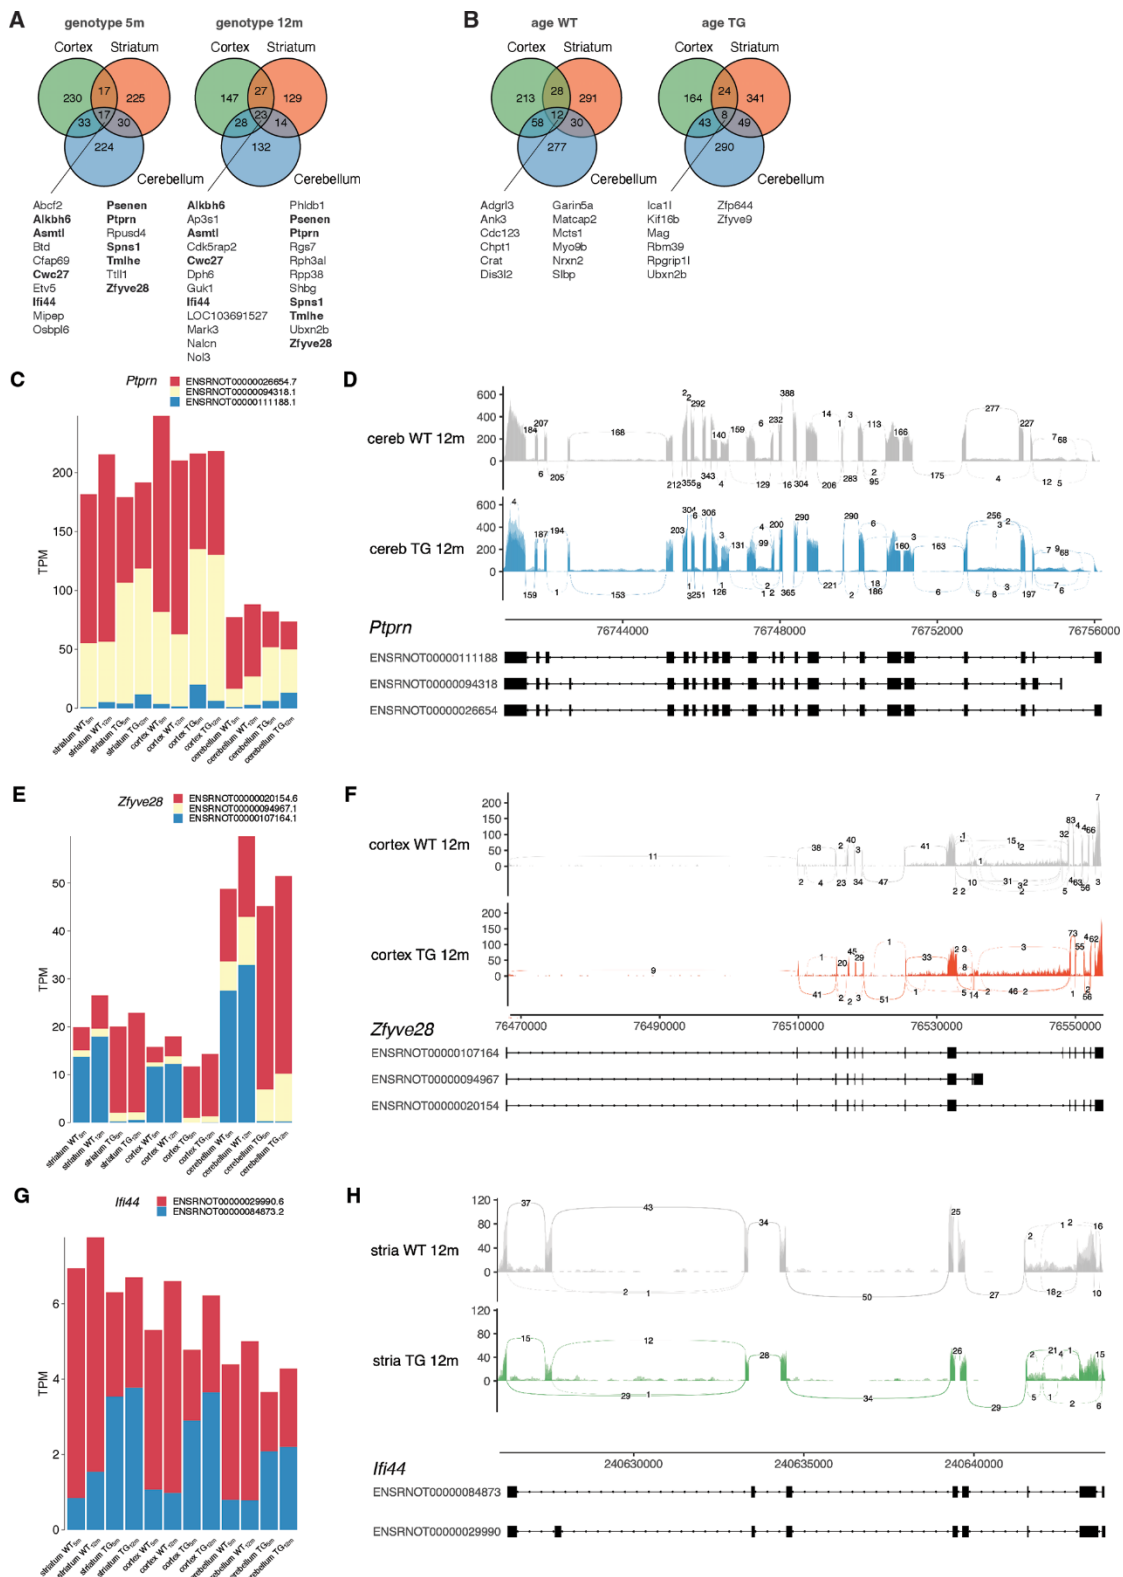

Supplementary Figure 19. Cross-regional differential splicing events with respect to age and genotype. (A) Venn diagram of differential splicing events across brain regions for WT and TG animals with respect to genotype. (B) Venn diagram of differential splicing events across brain regions for WT and TG animals with respect to age. (C, D) Isoform and Sashimi plot for *Ptprn* showing altered A3SS event (alternative 3' splice site) in TG mice. (E, F) Isoform and Sashimi plot for *Zfyve28* showing a MXE (mutually exclusive exon) towards the 3' end in transcript ENSRNOT00000107164.1 isoform and compositional shift in transcript isoforms between WT and TG animals. (G, H) Isoform and Sashimi plot for *Ifi44* showing a SE (skipped exon) event (2nd exon toward 5' end) and isoform compositional shifts between genotypes.

# Supplementary material for: Brain region-specific and systemic transcriptomic alterations in a human alpha-synuclein overexpressing rat model
**Source:** Aging (Albany NY). 2025 Oct 20;17(10):2598–636. doi: 10.18632/aging.206331
**Supplement:** Supplementary Table 2

Supplementary Table 2. Overlap of differential genes in prefrontal cortex of BAC SNCA rats at 12 months of age and differential proteins in human prefrontal cortex of PD patients.

rat ensembl gene ID	human ensembl gene ID	rgd symbol	hgnc symbol	protein accession	log2FoldChange_protein_PD	padj_protein_PD	log2FoldChange_rat_WT-TG_12m	padj_rat_WT-TG_12m
ENSRNOG000000001404	ENSG00000106351	Agfg2	AGFG2	O95081	0.12219835	0.01660219	-0.535094	3.2558E-17
ENSRNOG000000059510	ENSG00000078053	Amph	AMPH	P49418	0.04792062	0.02058255	0.64313535	5.0338E-35
ENSRNOG000000010263	ENSG00000013297	Cldn11	CLDN11	O75508	-0.3066129	0.0341209	0.57397668	0.00000000000048484
ENSRNOG000000009563	ENSG00000172867	Krt2	KRT2	P35908	0.36652959	0.03009904	-1.1386355	0.00003809
ENSRNOG000000016346	ENSG00000163932	Prkcd	PRKCD	Q05655	-0.145365	0.00604063	-0.5225256	0.00000043932
ENSRNOG000000014090	ENSG00000042445	Retsat	RETSAT	Q6NUM9	-0.1450632	0.01291154	0.652551	0.00000039173
ENSRNOG000000058006	ENSG00000173267	Sncg	SNCG	O76070	0.10770146	0.01023248	2.50378994	9.4586E-64

How the deposited data were processed for this re-analysis (not part of the article)

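Gene expression was measured by RNA-sequencing in the striatum, frontal cortex and cerebellum of male WT and TG rats aged 5 and 12 months, with 5 libraries in each of 12 groups and 60 in all. The labels and the paper treat the 5 libraries of a group as separate animals.

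According to the paper's methods, the authors processed the reads with the nf-core RNA-seq pipeline v3.13.0, checked them with FastQC v0.12.0 and MultiQC v1.14, aligned them with STAR to mRatBN7.2 to which the human transgene had been added, counted them with Rsubread v2.12.3, and tested them with DESeq2 v1.38.3 and surrogate variables from sva v3.46.0. The methods call the table normalized read counts, while the deposited values are whole-number counts that sum to 17985008 to 31235051 per library, with a median of 25628377.5, and were used as counts. The version of STAR is not given in the sources used here. Depth within each group stands with the description of the libraries. Of 120 pairs of replicates, 0 had identical counts, and the lowest chi-square per gene between the libraries of a pair was 4.74, so that each library was counted as 1 replicate.

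Each region was fitted on its own with edgeR 4.0.16 in R 4.3.3, as a quasi-likelihood test on the 4 groups of 5 libraries with TMM normalization. Genes entered with a median of at least 20 counts over the 20 libraries of a region. Surrogate variables were estimated with sva 3.50.0, with their number from its permutation method and a seed of 1, which gave 3 in striatum, 3 in cortex and 4 in cerebellum. The contrasts were genotype at 5 and at 12 months, age in WT and in TG rats, and the interaction of age and genotype. A DEG had a Benjamini-Hochberg adjusted p of at most 0.05 and an absolute log2 fold change of at least 0.5. Standard errors were taken from the log2 fold change and the root of the F statistic. CPM values are scaled by TMM-normalized library sizes and given as mean ± SD over 5 libraries.

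The same steps were tested on simulated data drawn from the means and library sizes of each region, with 200 genes changed by known amounts between the 5-month groups. Of genes changed by 0.75 on the log2 scale, 82% were called in the right direction in striatum, 82% in cortex and 83% in cerebellum. Of those changed by 1.5, 96%, 98% and 99% were, while 3, 4 and 1 unchanged genes were called. The simulated counts held the fitted surrogate variables and no other structure or age change. With genotypes redrawn among the real 5-month libraries, up to 129, 265 and 885 genes were called. The few false calls in simulated data thus need not hold for the real libraries.

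Levels of *Snca* and of the row ENSG00000145335 were compared between regions with exact two-sided permutation tests of log2 CPM, 5 against 5 libraries, with TMM normalization over all 60 libraries, so that these levels differ from those scaled within a region. Of 35 gene lists fixed beforehand, 17 had at least 3 measured members in a region and were tested with camera of limma 3.58.1, at a correlation of 0.01 and again with an estimated correlation, in 245 tests, of which 47 passed 0.05 and 16 passed with an estimated correlation. These totals include the lists of cross-region, immune, and oxidative stress and proteostasis genes, which the paper named from these same libraries. Some members of other lists have a symbol only through the authors' lists of DEGs. Passes of such lists by genotype are not fully independent evidence.

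Genes were named by a rule fixed before the data were examined. In each genotype contrast it took, among genes with a symbol, a mean of at least 1 CPM and a DEG call whose 5 libraries of a group all lay above the 5 of the other, the 8 largest rises and the 8 largest falls. It took 5 and 5 in each age contrast, and 3 and 3 in the interaction without the rule on separation. It also took each gene that the paper names, and up to 4 members with the smallest p of each list described. The values of Supplementary Tables 1 to 3 and the figures had been seen. Symbols were paired with 2129 of 30454 row IDs through the supplementary tables, and 12 symbols belonged to more than 1 ID. The tables pair no symbol with the row ENSG00000145335.

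The alternatives were no surrogate variables, 2 surrogate variables, DESeq2 1.42.0 with and without surrogate variables, RLE size factors, no filter on low counts, the replicate number as a block, and each library left out in turn. Removal of outlying libraries, with an absolute first surrogate variable over 0.4, and thinning of counts to the smallest library of a region were added after the data had been seen. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. Transcripts, splicing, tissue of the gut, human samples and other models were not analysed here. Gene neighbourhoods used the gene order of GRCr8, a later build than the one the reads were aligned to, and no coordinates are given.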

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

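Among the alternative settings, the removal of outlying libraries and the thinning of counts were chosen after the data had been seen. In all, 108 groups of 5 libraries were examined for a single library far from the others, which chance alone gives in about 1 of 20 groups. On the first principal component, replicate 1 of 5-month-old TG striatum stood apart at -0.969 and replicate 1 of 12-month-old WT cortex at 7.99. On the second component, replicate 3 of 12-month-old TG striatum stood apart at 5.945 and replicate 2 of 12-month-old TG cerebellum at 3.96. The last library also had the lowest mean of the pyramidal list in its group, at a log2 CPM of 3.19. Replicate 1 of 12-month-old TG cortex stood apart on the fibroblast list, at 2.37.

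In replicate 1 of 12-month-old WT cortex, the row ENSG00000145335 was at 2.97 CPM, far from the other 4 libraries of its group. The same library held 92 counts of a second row whose ID has another prefix than the rat rows, which had 0 counts in the other 4 libraries of the group and which the paper does not discuss.

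The change with age differed between WT and TG rats, by the interaction term of edgeR, for 42 genes in striatum and 115 in cortex. In the striatum, the named genes were *Bmp4* (2.95), *Scube2* (1.51), *Abcg2* (1.16), *Aebp1* (1.01), *Pex11a* (-0.94), *Ano5* (-1.08) and *LOC103690230* (-1.12), with the interaction as a log2 fold change from edgeR. Of 30 alternative settings, *Bmp4* lost its call in 2, *Aebp1* in 4, *Ano5* in 7, *Scube2* in 13, *Abcg2* in 14, *LOC103690230* in 15 and *Pex11a* in 20. In the cortex, they were *Slc13a3* (1.22), *Ppp1r14a* (1.20), *Hebp2* (0.69), *Adra1a* (-1.01), *LOC103690230* (-1.45) and *LOC108348146* (-1.70). *LOC103690230* and *Adra1a* lost their calls in 0 of 30 settings, *Ppp1r14a* in 3, *LOC108348146* in 6, *Slc13a3* in 13 and *Hebp2* in 15.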

How the results depend on the processing

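RLE size factors left 15 of 15 DEG counts within 1.5 times, and leaving out 1 library left 258 of 300, while 13 of 15 were within it for DESeq2 with the same surrogate variables, 13 for 2 surrogate variables, 13 for the replicate block, 14 for thinned counts, 11 without the outlying libraries, 6 without surrogate variables, 6 for DESeq2 without them, 6 with no filter and 7 without outlying libraries and surrogate variables. Thinning and the removal of outlying libraries were chosen after seeing the data. Of 322 calls of named genes, 247 held in every alternative setting that gave a value, and 0 changed sign. Some calls, such as those of *Fam111a*, *Cdh1* and the row ENSG00000145335 in striatum, had 17 to 29 such settings and not 30, since in the others the median count fell under the filter. No filter tests more genes, and leaving out libraries tests fewer samples; beyond that the cause was not tested. Place tests at 1 Mb and at 5 Mb were not run, since no coordinates of the authors' build were used. Same-numbered replicates of different genotypes and ages within a region did not deviate together, with mean correlations of -0.123 to 0.0758 in striatum. Whether samples of different regions come from the same animals was not tested by this. Depth limits little here: of the 15 counts, thinning to the smallest library moved the striatal interaction by over 1.5 times.

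Genotype at 5 months: in striatum (510) no surrogate variables gave 2267, DESeq2 with none 2355, no filter 1096, and outlying libraries and surrogate variables left out 278. In cortex (515) these settings gave 1854, 1887, 1477 and 1209. In cerebellum (216) no filter gave 515, outlying libraries removed 415 and with no surrogate variables besides 352. At 12 months in striatum (171), no surrogate variables gave 108.

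Age in WT rats: in striatum (1861) no surrogate variables gave 3425 and DESeq2 with none 3464. In cortex (1512) no surrogate variables gave 3691, DESeq2 with none 3742, no filter 2865, and outlying libraries and surrogate variables left out 2802, and in cerebellum (1795) 3297, 3308, 3884 and 2831. Age in TG rats gave 909 in cortex (577) with no filter, and in cerebellum (1396) 2915, 2946, 2942 and 2270 under the same 4 settings.

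The striatal interaction (42) gave 0 with no surrogate variables, 1 with 2, 88 by DESeq2 with the same and 14 with none, 68 with no filter, 2 with the replicate block, 18 without outlying libraries, 0 without those and surrogate variables, and 87 with thinned counts. The cortical interaction (115) gave 923 with no surrogate variables, 44 with 2, 1144 by DESeq2 with none, 755 with no filter, 344 without the outlying library and 617 without it and surrogate variables. The cerebellar interaction (0 by edgeR, 1299 at an unadjusted p under 0.05) gave 7 by DESeq2 with the same surrogate variables, 1 with none, 1 with the replicate block and 1 without outlying libraries.

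Core genes (88) numbered 141 by DESeq2 with no surrogate variables and 209 with no filter. Genes shared by young TG rats and aging WT rats in striatum (150) numbered 885 with no surrogate variables, 924 by DESeq2 with none, 343 with no filter and 69 without outlying libraries and surrogate variables. In cortex (238) they numbered 1368, 1392, 840 and 810 under these settings, and 374 without the outlying library. In cerebellum (35) they numbered 61, 97, 231 and 143, and 137 without the outlying libraries. The median size of the aging change in cortex (0.615) was 0.652 with no surrogate variables, 0.645 by DESeq2 with none, 0.694 with no filter and 0.650 without the outlying library and surrogate variables, and in cerebellum (0.602) 0.700 with no filter. Of the 47 gene set tests past 0.05 within regions, 16 passed with an estimated correlation. In the separate tests between regions, the myelin and microglial lists of striatum against cerebellum then had an adjusted p of 0.130 each.

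Leaving out 1 library gave 159 (without WT_5m replicate 3) to 1543 (without WT_5m replicate 2) DEGs for striatal genotype at 5 months, 991 (without TG_5m replicate 2) to 2432 (without WT_5m replicate 5) for age in WT and 735 (without TG_5m replicate 2) to 1619 (without TG_12m replicate 1) in TG striatum, 2 (without WT_5m replicate 3) to 515 (without WT_5m replicate 2) for the striatal and 6 (without WT_12m replicate 4) to 344 (without WT_5m replicate 1) for the cortical interaction, and in cerebellum 145 (without TG_5m replicate 5) to 844 for genotype at 5 months, 1304 (without WT_12m replicate 2) to 3761 for age in WT, 1048 (without TG_5m replicate 3) to 2371 in TG rats and 0 to 202 for the interaction by edgeR, each highest count being the one without TG_5m replicate 1. Shared premature genes ranged from 43 (without WT_5m replicate 3) to 595 (without WT_5m replicate 2) in striatum, 150 (without WT_12m replicate 4) to 414 (without WT_5m replicate 3) in cortex and 18 (without TG_5m replicate 5) to 527 (without TG_5m replicate 1) in cerebellum. *Snca* of 12-month-old TG rats in striatum against cortex ranged from -0.33 to -0.22.

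Values that were not called turned sign. *Nkx6-2* in cortex at 5 months was 0.15 with 2 surrogate variables, 0.079 with the replicate block and -0.066 to 0.30 with 1 library left out. The row ENSG00000145335 with age in TG cortex was -0.077 by DESeq2 with the same surrogate variables, -0.086 without the outlying library and -0.090 to 0.081 with 1 library left out, and in TG cerebellum 0.10 by DESeq2 with the same surrogate variables, 0.13 with the replicate block and -0.18 to 0.0052 with 1 WT library left out. *Snca* was -0.018 to 0.22 for striatal genotype at 5 months and -0.11 to 0.041 for age in WT cortex with 1 library left out.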

Differences from the paper's values

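The DEG thresholds are those of the paper, an adjusted p of 0.05 and an absolute log2 fold change of 0.5. For the striatal interaction, the paper reports 98 DEGs against 42 here, 35 against 13 of them up and 63 against 29 down. Of the alternatives set before the data were examined, DESeq2 with the same surrogate variables (88), no filter (68) and leaving out TG_5m replicate 5 (107) came within 1.5 times of the paper's total, and with 68, 50 and 71 of the paper's downregulated count. Leaving out TG_5m replicate 5 (36) or WT_5m replicate 5 (38) did so for the upregulated count. Thinned counts, chosen after seeing the values, gave 87 in all and 69 down. For the cortical interaction, the paper reports 197 DEGs against 115, of which 79 against 31 up. DESeq2 with the same surrogate variables gave 148, and with single libraries left out the total was 138 without WT_5m replicate 2, 147 without WT_5m replicate 3, 145 without TG_5m replicate 2, 174 without TG_5m replicate 5, 164 without WT_12m replicate 1, 133 without WT_12m replicate 2 and 177 without TG_12m replicate 1. The upregulated count was 87 without WT_5m replicate 1, which is also the outlying library removed after seeing the values, and 56 without WT_12m replicate 2, and no other alternative set before the data were examined came within 1.5 times of it.

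For genotype at 5 months in cerebellum, the paper reports 367 DEGs against 216, with 203 against 123 up and 164 against 93 down. DESeq2 with no surrogate variables (286) and no filter (515) came within 1.5 times of the total, DESeq2 with the same surrogate variables (140) and with none (153) of the upregulated count, and DESeq2 with none (133) and no filter (196) of the downregulated count. Without WT_5m replicate 5, 113 were down. The removal of outlying libraries, chosen after seeing the values, gave 415 in all, 245 up and 170 down, and without surrogate variables besides 352, 196 and 156, not calling 16 and 23 of the 102 genes past the thresholds for this comparison in Supplementary Table 3, against 31 in the reported fit. For the cerebellar interaction, the paper reports 21 DEGs, 7 up and 14 down, against 0 here, where 1299 genes had an unadjusted p under 0.05, and none of the alternatives run came within 1.5 times of these counts, DESeq2 with the same surrogate variables calling 7.

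Supplementary Table 3 gives no standard error, so that its log2 fold changes were compared by the standard error computed here. For *Fam111a*, the paper's value is 5.512 against 5.03 in striatum and 8.196 against 6.61 in cerebellum at 5 months. In striatum, 2 surrogate variables (5.23), DESeq2 with the same surrogate variables (5.19), no filter (5.43) and the replicate block (5.20) came within the error, as did leaving out WT_5m replicate 2 or WT_12m replicate 1 and, chosen after seeing the values, removing outlying libraries and surrogate variables, under which 44 of the 102 genes past the thresholds in the table were not called against 18 in the reported fit, and in cerebellum no filter did (8.08). The WT level of *Fam111a* in 5-month-old cerebellum was 0.0726 ± 0.162 CPM, so that its fitted fold change depends on the prior count and is no bound, and it ranged from 6.32 to 10.62 over 20 alternative settings, the highest without WT_5m replicate 3. For *Orai2*, the paper's values in striatum are 0.9695 at 5 months and 1.114 at 12 months against 1.05 and 1.18 here, and of the alternatives set before the data were examined that keep all libraries, each but RLE size factors came within its error. With single libraries left out, the error computed over all libraries was met at 5 months without WT_5m replicate 1 or 2, TG_5m replicate 2, WT_12m replicate 1 or TG_12m replicate 5, and at 12 months without WT_5m replicate 1, 3 or 4, TG_5m replicate 1, 2 or 3, WT_12m replicate 1 or TG_12m replicate 1 or 5. In settings chosen after seeing the values, removing outlying libraries with or without surrogate variables met it at both ages, not calling 42 and 44 of the table's 102 genes at 5 months and 13 and 19 of its 76 at 12 months, and thinned counts met it at 5 months, not calling 12 of the 102, where the reported fit did not call 18 and 11. In cerebellum, they are 0.7368 and 0.9146 against 0.83 and 0.98. No surrogate variables (0.73), DESeq2 with none (0.73) and no filter (0.71) came within the error at 5 months, and the same 3 settings and the replicate block at 12 months, as did leaving out TG_5m replicate 1 or 2, WT_12m replicate 2 or TG_12m replicate 3 and, chosen after seeing the values, removing outlying libraries with or without surrogate variables, not calling 6 and 10 of the table's 81 genes, against 9 in the reported fit.

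Beside these values, the paper states that *Ddc* was higher in younger than in older TG striatum, and its change with age there was -0.16 (edgeR adjusted p = 0.086), which passed neither limit of a DEG. None of 30 alternative settings called it. The paper describes an age-dependent rise of *Snca* in striatum, which had an adjusted p of 0.00021 in WT rats and was under the fold change limit at 0.29. It was past the limit without surrogate variables (0.56), by DESeq2 without them (0.56) and, in a setting chosen after seeing the values, without outlying libraries and surrogate variables (0.55). The paper describes smaller effect sizes in cerebellum than in striatum, and the median absolute log2 fold change with age in WT rats was 0.602 in cerebellum and 0.583 in striatum. Genes entered these medians mostly by a WT change of at least 0.5, so that both lie near that limit by choice. The paper's lists of genes called for the interactions and for age were not used here to count calls lost under settings chosen after seeing the values.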

Other observations

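The tests of gene neighbourhood and of genes shared between ages under other groupings, and the settings without outlying libraries or with thinned counts were chosen only after the counts had been seen. In 12-month-old TG cerebellum, the ribosomal protein gene *Rps9* rose (log2 fold change 0.55, standard error 0.049, edgeR adjusted p = 5.2e-07), 1 of 11 measured, and lost its call in 2 of 30 alternative settings (1 when adjusted over the list alone; camera adjusted p = 1.8e-08, and adjusted p = 0.028 with an estimated correlation). The fibroblast list fell there for 2 of 8 members, *Aebp1* (-0.88) and *Col6a2* (-0.86), for 3 when adjusted over the list alone and for 1 without surrogate variables, and *Aebp1* lost its call in 9 of 30 settings (camera adjusted p = 0.0011, and adjusted p = 0.30 with an estimated correlation). In 12-month-old TG striatum, 2 of 7 calcium channel genes rose and 1 fell (2 and 1 when adjusted over the list alone; camera adjusted p = 0.00056, and adjusted p = 0.062 with an estimated correlation). In TG striatum, the orphan receptor gene *Gpr139* rose with age (log2 fold change 1.11, standard error 0.25, edgeR adjusted p = 0.0017), and lost its call in 1 of 30 settings.

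More genotype DEGs were found at 5 than at 12 months in striatum and in cortex, while every 5-month library there was shallower than every 12-month library of its genotype. Lower depth would give fewer DEGs, so that depth runs against this pattern, and thinning of every library to the smallest total, which left the 5-month count at 3.68 times the 12-month count in striatum and 2.11 times in cortex, adds little as a test of it. Without the outlying WT 5-month libraries it was 2.65 times in cortex, which argues against them as the whole cause there. In striatum it was 1.69 times, also above that limit, but without WT_5m replicate 3 alone the counts were 159 and 166, a condition set after both values were seen, so that outlying libraries may account for the striatal pattern and cannot be told apart from an effect of age. Age goes with the library series in every region, so that a biological difference between ages stays open and untested.

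The changes of 5-month-old TG rats ran along those of aging in WT rats, and both are measured against the same WT 5-month libraries. With those libraries split between the comparisons, in fits without surrogate variables, the median correlation across genes was 0.402 in striatum, 0.605 in cortex and 0.298 in cerebellum, above the limit of 0.1 set for chance values of shared controls by more than the SD of the 20 assignments (0.114, 0.0677 and 0.0980), which argues against these as the whole cause. The assignments reuse the same libraries and are not independent, so that their SD is no sampling error of the median and the margin was not tested. The SD was taken as the spread after the values were seen. By the lowest assignment, used before, striatum (0.140) and cortex (0.396) lay above the limit and cerebellum (0.0759) did not. With surrogate variables, the cerebellar median of 0.138 lay above the limit by less than its SD of 0.0416, so that for cerebellum this rests on the fits without them. A shift of all 5 WT 5-month libraries could give the pattern and cannot be told apart from a premature change without another group of young WT libraries. The change with age in TG rats over the genes called in WT rats was 68.1% of that in WT rats in striatum, 48.6% in cortex and 80.8% in cerebellum, but genes chosen by their WT change would give under 100% without such a shift, so that these values decide nothing.

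Among core genes that were placed by symbol, 8 pairs were neighbours within 10 protein-coding genes, such as *Mpeg1* with *Fam111a* and *Selplg* with *Tmem119*. In random draws of as many named protein-coding genes, the mean was 0.947 pairs and the highest 6. For the placed genes of Supplementary Table 3, 12 pairs were found, against a mean of 3.02 and a highest of 11. Genetic background linked to genotype may give such pairs. The placed genes of both sets thus had more neighbouring pairs than any draw, although the draws were not limited to genes tested here. For the core as a whole the test is void, since 50.0% of the core genes were placed and at least 80% were needed. The explanation thus cannot be told apart from others.

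Chance assignment of libraries to groups was examined with 30 groupings per comparison, the real one included. The lowest share this allows is 1 of 30, so that a result of 1 argues against chance assignment without excluding it. For striatum the groupings argue against it for genotype at 5 months (1 of 30 groupings gave as many DEGs, 510 against a highest other of 129) and 12 months (1, with 171 against 1) and for age in WT (1, with 1861 against 175) and TG rats (1, with 1288 against 190), and not for the interaction (2 of 30, with 42 against 445). For cortex they argue against it for genotype at 5 months (1, with 515 against 265) and 12 months (1, with 254 against 3) and age in WT (1, with 1512 against 17) and TG rats (1, with 577 against 36). For the cortical interaction, 1 of 30 groupings gave as many (115 against 40). Groupings for an interaction redrew genotype at both ages, which also broke up the genotype differences themselves. The cortical interaction count was 6 without WT_12m replicate 4, so that chance assignment stays open for it. For cerebellum they argue against it for genotype at 12 months (1, with 257 against 11) and age in WT (1, with 1795 against 19) and TG rats (1, with 1396 against 1), and by the count alone not for genotype at 5 months (3 of 30, with 216 against 885). Of these 216 genes, 113 were also DEGs in the same direction among the separate 12-month libraries, where 1 of 30 groupings of the 5-month libraries shared as many with them (a highest other of 7). Of the other groupings, only those with 885 and 391 DEGs called enough genes to share as many, and they shared 7 and 4. The comparison thus rests on few groupings. It argues against chance assignment for the 113 as a set and leaves it open for the rest. The 12-month calls were kept from the reported fit, which shares its surrogate variables with the real 5-month comparison only. The cerebellar interaction had 0 DEGs (1299 genes at an unadjusted p under 0.05 by edgeR and 7 DEGs by DESeq2 with the same surrogate variables), so that all 30 groupings have as many and its count cannot be tested in this way. Groupings that call several times the real count, as in the striatal interaction and the cerebellar comparison at 5 months, may point to structure among the libraries beside their groups. Surrogate variables were estimated anew in each grouping, which may also move the counts, and neither was tested.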
